# SMAD4 and KRAS Status Shape Cancer Cell-Stromal Crosstalk and Therapeutic Response in Pancreatic Cancer

**DOI:** 10.1158/0008-5472.CAN-24-2330

**Published:** 2025-04-15

**Authors:** Eloise G. Lloyd, Muntadher Jihad, Judhell S. Manansala, Wenlong Li, Priscilla S.W. Cheng, Gianluca Mucciolo, Marta Zaccaria, Sara Pinto Teles, Joaquín Araos Henríquez, Sneha Harish, Rebecca Brais, Sally Ashworth, Weike Luo, Paul M. Johnson, Lisa Veghini, Mireia Vallespinos, Vincenzo Corbo, Giulia Biffi

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) contains an extensive stroma that modulates response to therapy, contributing to the dismal prognosis associated with this cancer. Evidence suggests that PDAC stromal composition is shaped by mutations within malignant cells, but most previous work has focused on pre-clinical models driven by *Kras^G12D^* and mutant *Trp53*. Elucidation of the contribution of additional known oncogenic drivers, including *Kras*^*G12V*^ mutation and *Smad4* loss, is needed to increase understanding of malignant cell-stroma crosstalk in PDAC. Here, we used single-cell RNA-sequencing to analyze the cellular landscape of *Trp53*-mutant mouse models driven by *Kras^G12D^* or *Kras*^*G12V*^ in which *Smad4* was wild-type or deleted. *Kras^G12D^ Smad4*-deleted PDAC developed a fibro-inflammatory rich stroma with increased malignant JAK/STAT cell signaling and enhanced therapeutic response to JAK/STAT inhibition. SMAD4 loss in *Kras*^*G12V*^ PDAC differently altered the tumor microenvironment compared to *Kras^G12D^* PDAC, and the malignant compartment lacked JAK/STAT signaling dependency. Thus, malignant cell genotype impacts cancer cell and stromal cell phenotypes in PDAC, directly affecting therapeutic efficacy.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the fourth most common cause of cancer-related death and >85% of patients succumb to their disease within 5 years (1). PDAC is characterized by an extensive stroma that contributes to this dismal prognosis. Cancer-associated fibroblasts (CAFs) are abundant stromal cells that modulate PDAC progression and therapy response (2). Distinct populations of CAFs have been described in PDAC and other malignancies (2), including myofibroblastic (myCAFs), inflammatory (iCAFs) and antigen-presenting (apCAFs) CAFs (3–5). Additional subsets have been identified within or across these CAF states due to distinct cells of origin, reprogramming and/or functions (2–4,6–11). Moreover, other stromal cells, including macrophages and neutrophils, have been shown to be heterogenous (12,13). Thus, improving PDAC survival for all patients will likely require a better understanding of the heterogenous nature of the microenvironment across tumors (14). Determining malignant cell-stroma vulnerabilities in distinct patient-relevant contexts may guide the design of precision therapies for PDAC.

PDAC can be classified in basal/squamous and classical/progenitor subtypes, which contain different tumor microenvironments (TMEs) (15–18). However, this classification has not yet translated into improved treatment design, perhaps because these subtypes can co-exist (19–21). Identifying distinct groups of PDAC with specific malignant cell-stroma characteristics and therapeutic sensitivities thus remains a priority. Four main genetic drivers of PDAC have been described: *KRAS* mutations (in >90% patients) - with G12D (>40%) and G12V (>30%) mutations being the most abundant, *TP53* mutations (>70%), *SMAD4* loss (>30%) and *CDKN2A* loss (>30%) (22,23). However, most current knowledge of stroma composition comes from KRAS^G12D^, p53 mutant KPC (*Kras*^*LSL-G12D/+*^; *Trp53*^*LSL-R172H/+*^; *Pdx1*-*Cre*) genetically engineered mouse models (GEMMs) (24), which recapitulate features of patient disease progression but may not capture stromal differences across human PDAC. Indeed, evidence indicates that mutations in PDAC malignant cells can differently shape the stroma (25–28). For example, increased fibrosis and reduced CD8^+^ T cell infiltration has been associated with *TP53*-mutated PDAC, while *BRCA*-mutated and *BRCA*-WT PDACs have different CAF composition (25,26). Moreover, the stroma affects PDAC progression and therapy response (2). Therefore, distinct PDAC groups may respond differently to therapies depending on their genotype and associated TME.

Malignant cell transforming growth factor beta (TGF-β) signaling is a key player in shaping the PDAC stroma since it drives myCAF formation (5,11). Loss of *SMAD4*, which is involved in TGF-β signaling, is typically a late event in PDAC development and correlates with metastasis formation and worse prognosis (23,29). This effect may be in part dependent on the ability of TGF-β signaling-deficient malignant cells to remodel epithelial and stromal compartments (28). To determine how SMAD4 deficiency tunes the PDAC TME and identify candidate dependencies of these aggressive tumors, we established *Trp53*-mutant mouse models driven by *Kras^G12D^* or *Kras*^*G12V*^ in which *Smad4* was wild-type (WT) or deleted.

## Materials and Methods

### Human PDAC tissues

Human PDAC tissues used in this study were obtained from surgical resections of patients (both males and females) treated at the University and Hospital Trust of Verona (Azienda Ospedaliera Universitaria Integrata, AOUI) for curative intent. Written informed consent was acquired from patients before specimens’ acquisition. Specimens were acquired under protocols approved by the AOUI Ethics Committee (Comitato Etico Azienda Ospedaliera Universitaria Integrata): approval number 1911 (Prot. n 61413, Prog 1911 on 19/09/2018) and approval number 3456 (Prot. n. 55859, Prog 3456 on 22/09/2021). Clinical information of the human PDAC tissues used, including sex, age, histological diagnosis, staging and genotype information for *KRAS, TP53, CDKN2A, SMAD4* and *TGFBR2*, is provided in Supplementary Table S1. Genotype information for PDA-XX samples has been previously published and is based on targeted sequencing approach of organoids derived from those tissues (30). The genotype for all VR-Px samples was assessed in the same way. All tissues analyzed in this study were treatment naïve.

### Mouse models

Male and female C57BL/6J (strain number 632, Charles River, RRID:IMSR_JAX:000664), athymic nude nu/nu (strain number 490, Charles River, RRID:IMSR_CRL:490) and NOD SCID gamma (NSG) mice (strain number 614, Charles River, RRID:IMSR_JAX:005557) were purchased from the Charles River Laboratory (7-9-week-old at arrival). All animals are housed in accordance with the UK Home Office “Code of Practice for the Housing and Care of Experimental Animals” guidelines. All animal procedures and studies were reviewed by the Cancer Research UK Cambridge Institute (CRUK-CI) Animal Welfare Ethics Review Board (AWERB), approved by the Home Office and conducted under project license number PP4778090 in accordance with relevant institutional and national guidelines and regulations.

### Orthotopic transplantation models of PDAC

Pancreas injections were conducted as previously described (5,11). Briefly, single cells (10,000 murine cells/mouse or 30,000-700,000 human cells/mouse (700,000 cells were injected for NSG cohorts 5 and 6) prepared from PDAC organoid cultures were resuspended as a 35 μL suspension of 50% Matrigel in PBS and injected into the pancreas of 8-10-week-old mice. Pancreatic tumors were imaged using the Vevo 2100 Ultrasound at two different orientations with respect to the transducer. Tumor volumes were measured at two or three angles, whenever possible, using the Vevo LAB software program (version 5.7.0). Tumor volume analyses were performed blindly prior to plotting the data for visualization. Only mice with successful (i.e., non-leaked) orthotopic injections were included for tumor volume and metastases analyses. For each experiment, SMAD4 WT and SMAD4-deficient/knockout (KO) cohorts were transplanted on the same day and later imaged by ultrasound on the same day. NSG mice were used for transplantation of human PDAC organoids, nu/nu mice were used for transplantation of KvPC (i.e. from the *Kras*^*FRT-LSL*-G12V*-FRT/+*^; *Trp53*^*LSL*-R172H^; *Pdx1-Cre*; *Rosa26-FlpO*^*ERT2*^ GEMM) organoids since this GEMM had a mixed, not pure C57BL/6J, background (31). Nu/nu mice were also used for transplantation of KPC PDAC organoids that were generated by stable expression of CAS9, rather than CAS9 electroporation (see below for details about the two CRISPR technologies used to generate *Smad4* WT and *Smad4* KO KPC organoid lines), and to enable comparison with KvPC PDAC models. C57BL/6J mice were used for all other transplant models. Tumors were collected at similar sizes and weights for downstream analyses.

### *In vivo* AZD1480 treatment study

The drug was prepared daily as a suspension in 0.1% Tween80, 0.5% hydroxyl propyl methyl cellulose in sterile water, and sonicated before administration. Palpable pancreatic tumors in C57BL/6J mice were imaged prior to enrolment (day -1) and at endpoint (day 14) using the Vevo 2100 Ultrasound at two-three different orientations, whenever possible, with respect to the transducer. Mice with tumor diameters of 5 to 8 mm were randomized and enrolled 1 day after scanning (i.e. day 0). Mice were administered vehicle or 50-60 mg/kg of AZD1480 (S2162, CAS 935666-88-9; Selleck or HY-10193, CAS 935666-88-9; MedChem Express) for 14 days, once a day (in the AM) via oral gavage. Tumor volumes were measured at two or three angles, whenever possible, using the Vevo LAB software program (version 5.7.0), and tumor growth based on these measurements was calculated by dividing the volume at day 14 for the volume at day -1. Tumor volume analyses were performed blindly prior to plotting the data for visualization.

### Cell lines and cell culture

Murine pancreatic stellate cells (PSCs) (SV40-immortalized, C57BL/6J background), apart from PSC21, and murine PDAC KPC organoid lines (C57BL/6J background) were previously described (4,32). The PSC21 line was generated, immortalized and characterized as previously described (4,11). Briefly, to establish PSC21, we utilized two and a half pancreata from male C57BL/6J mice, and a density gradient centrifugation method with Histodenz (D2158; Sigma-Aldrich) and Gey’s Balanced Salt Solution (G9779; Sigma-Aldrich). Murine KvPC (i.e. FPC organoids from the *Kras*^*FRT-LSL*-G12V*-FRT/+*^; *Trp53*^*LSL*-R172H^; *Pdx1-Cre*; *Rosa26-FlpO*^*ERT2*^ GEMM, not pure C57BL/6J background) organoids were kindly obtained via Material Transfer Agreement (MTA) from Professor Tuveson (Cold Spring Harbor Laboratory, CSHL) and have been previously published (31). They were then cultured for three passages in complete organoid media with 10 μM Nutlin-3a (SML0580; Sigma-Aldrich) to enrich for organoids that undergone p53 loss of heterozygosity (LOH) and generate T-LOH organoid lines, as previously done for KPC organoids (32). By inhibiting the interaction between p53 and the E3 ubiquitin protein ligase MDM2, Nutlin-3a leads to WT p53 activation, consequential depletion of cells that retain the WT *Trp53* allele and upregulation of mutant p53 levels (32–34). Mouse PSCs were cultured in DMEM (41966029; Gibco) containing 5% FBS. All cells were typically cultured up to 40 passages, whenever possible, at 37°C with 5% CO2. Cell line authentication was previously performed at the CRUK-CI for murine PSC4 and PSC5. Mycoplasma testing for murine PSCs was performed prior to each freezing. Human organoids were kindly obtained via MTA from Professor Tuveson (CSHL) and have been previously published (35). All tissue donations to generate these organoids had been reviewed and approved by the Institutional Review Board of CSHL and all clinical institutions. Written informed consent was obtained prior to acquisition of tissue from all patients. The studies were conducted in accordance with recognized ethical guidelines (Declaration of Helsinki). Clinical information of the human PDAC organoids used is provided in Supplementary Table S2.

### *In vitro* cell treatments

PSCs were treated in Matrigel in 5% FBS DMEM with PDAC organoid conditioned media (CM) for as long as specified in the figure legends. KPC and KvPC PDAC organoids were treated with 8 μM AZD1480 for 48 hours prior to Western blot analysis of phospho-STAT3 (p-STAT3) and STAT3 levels or for 144 hours for proliferation assays. PDAC organoids were treated with 5-20 ng/mL human TGF-β1 (T7039-2UG; Sigma), 2 μM A83-01 (SML0788; Sigma), 10 ng/mL interleukin 1 alpha (IL-1α, 400-ML-005/CF; R&D Systems), 3-5 μg/mL IL-1α-neutralizing antibody (MAB4001; R&D Systems; RRID:AB_2124216) or IgG control (400902; BioLegend) in reduced media (i.e. 5% FBS DMEM) for 48-72 hours prior to collecting protein or RNA, as indicated in the figure legends. Organoids were treated with 1-2 nM Trametinib (HY-10999, CAS 871700-17-3; MedChemExpress) and 1 μM Pexmetinib (HY-16782, CAS 945614-12-0; MedChemExpress) in 5% FBS DMEM media for 72 hours prior to collecting protein or RNA.

### PCR-based genotyping of *Trp53* 1loxP

PCR-based genotyping of *Trp53* 1loxP was previously described (32). Briefly, organoids were harvested and centrifuged at 1,000 rpm for 5 min at 4°C. Genomic DNA was extracted from organoids with DNEasy Blood & Tissue Kit (69504; Qiagen). *Trp53* 1loxP genotyping PCR reaction was performed in a 20 μL reaction using AmpliTaq Gold 360 master mix (4398881; Thermo Fisher Scientific), 0.5 μM each primer (p53loxF AGCCTGCCTAGCTTCCTCAGG and p53loxR CTTGGAGACATAGCCACACTG) and 100 ng of template DNA. The PCR cycling conditions were 95°C for 10 min, followed by 40 cycles at 95°C for 30 s, 56°C for 30 s, and 72°C for 30 s, then 72°C for 7 min (BioRad T100 Thermocycler). PCR products were separated on a 2% agarose gel in TAE buffer. Gel imaging was performed with a Syngene U:Genius 3.

### *Smad4* CRISPR/Cas9 knockout

#### We utilized two different strategies to generate *Smad4* KO organoids

To knock out *Smad4* in organoids for KPC T6-LOH and T69A KO 1 and KO 2 clones/pools, lenti-Cas9-Blast plasmids (52962; Addgene) for stable expression of CAS9 protein were used as previously described (5). Briefly, organoids were prepared as single cells and infected and selected using 2 μg/mL blasticidin (A11139-03; Thermo Fisher Scientific). Single guide RNAs (sgRNAs) targeting exon 2 (for KO 1) or exon 3 (for KO 2) were designed using Benchling (RRID:SCR_013955) and cloned into the LRGN (LentisgRNA-EFS-GFP-neo) plasmid. Thus, organoids expressing these guides are green fluorescent protein (GFP)-positive and were used for the establishment of organoid-derived mouse models used for single-cell RNA-sequencing (scRNA-seq). Organoids were plated as single clones in the presence of geneticin (10131035; Thermo Fisher Scientific). Knockout was confirmed by western blot analysis (4-5 clones/guide/organoid line). sgRNAs against the *Rosa26* locus were included to generate control (i.e. WT) lines, and these *Smad4* WT controls were kept as pools.

To knock out *Smad4* in organoids for KPC T6-LOH and T69A 263 and 264 clones/pools (i.e. KO 3 and KO 4) and KvPC T93-LOH and T95-LOH 263 and 264 clones/pools (i.e. KO 3 and KO 4), CRISPR guides (phosphorothionate-modified sgRNA, 263: ATCAGGCCACCTCCACAGAC, 264: AGACGGGCATAGATCACATG) were designed against exon 3 of the murine *Smad4* gene (ENSMUST00000025393.14). A guide which targets the *Rosa26* locus was also included to generate control (i.e. WT) lines (265: GAAGATGGGCGGGAGTCTTC), and these *Smad4* WT controls were kept as pools. Mouse PDAC organoids were dissociated into single cells and 100,000 cells were electroporated using an Amaxa 4D Nucleofector unit (Lonza) with 4 μg TrueCut spCas9 protein V2 (A36498; Invitrogen) and 80 pmol guide RNA (Synthego), using program CM-137 and P3 nucleofector solution (V4XP-3032; Lonza). A cell pellet was taken 3- and 10-days post electroporation, and genomic DNA was extracted using the DNeasy blood and tissue kit (69506; Qiagen). Exon 3 of *Smad4* was amplified by PCR using the Q5 High Fidelity DNA polymerase (M0491S; NEB). *Smad4* primers used were FWD: TTCCCTTCAGCAGAAGCTGG, and REV: TGCTTCCCATACTGTTTGCA. Amplicons were subjected to Sanger sequencing and analyzed using Synthego ICE web tool to calculate the percent editing in a pool. Organoids were plated as single clones and knockout was confirmed by western blot analysis (6-7 clones/guide/ KPC organoid line; 5-7 clones/guide/ KPC organoid line).

### Western blot analyses

PSCs and organoids were harvested in Cell Recovery Solution (354253; Corning) supplemented with complete, mini protease inhibitors (11836170001; Roche) and a phosphatase inhibitor cocktail (4906837001; Roche) and incubated for 30 min at 4°C. Cells were pelleted at 1500 rcf for 5 min and lysed in 0.1% Triton X-100, 15 mmol/L NaCl, 0.5 mmol/L EDTA, 5 mmol/L Tris, pH 7.5, supplemented with complete, mini protease inhibitors (11836170001; Roche) and a phosphatase inhibitor cocktail (4906837001; Roche). Cells were incubated on ice for 30 min briefly vortexed and pelleted at 13,200 rpm for 10 min at 4°C. Concentration of protein collected in the supernatant was determined using DC protein assay (5000113-5; Bio-Rad). Standard procedures were used for western blotting. Primary antibodies used were ACTIN (8456; Cell Signaling Technology; RRID:AB_10998774), HSP90 (07-2174;Millipore; RRID:AB_10807022), SMAD4 (sc-7966; Santa Cruz; RRID:AB_627905), p-STAT3 (9145; Cell Signaling Technology; RRID:AB_2491009), STAT3 (9139; Cell Signaling Technology; RRID:AB_331757), p53 (P53-CM5P-L; Leica; RRID:AB_2744683), HIF-1α (14179; Cell Signaling Technology; RRID:AB_2622225), p-p44/42 (p-Erk1/2) (4370; Cell Signaling Technology; RRID:AB_2315112), p44/42 (Erk1/2) (4695; Cell Signaling Technology; RRID:AB_390779), p-p38 (4511; Cell Signaling Technology; RRID:AB_2139682), p38 (9212; Cell Signaling Technology; RRID:AB_330713), HSP60 (12165; Cell Signaling Technology; RRID:AB_2636980), SMAD2 (5339; Cell Signaling Technology; RRID:AB_10626777), p-SMAD2/SMAD3 (8828; Cell Signaling Technology; RRID:AB_2631089) and GFP (ab6673; Abcam; RRID:AB_305643). Proteins were detected using appropriate HRP-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories). All western blots are representative examples and have been repeated for at least two biological replicates.

### Proliferation assays

For proliferation assays of PDAC organoids, 5,000 single cells were plated in 50 μL of 100% Matrigel on 24-well plates (Corning/Nunc) and cultured in 500 μL of reduced media (i.e. 5% FBS DMEM) or complete mouse organoid media (36). Organoid proliferation was followed for 96-144 hours with an Incucyte organoid module (Sartorius) with measurement of the organoid area per well every 3 hours (with 4 technical replicates per measurement). Data were normalized to the first measurement (at 3 hours post-plating on day 0). For proliferation assays of PDAC organoids with 8 μM of the JAK inhibitor (JAKi) AZD1480, 2,000-3,000 single cell organoids were plated in 25 μL of 100% Matrigel on 48-well plates (Corning/Nunc) and cultured in 250 μL of reduced media. Organoid proliferation was followed as before, data were normalized to the first measurement (i.e. average of 6 technical replicates, at 3 hours post-plating on day 0) and used to calculate cell viability in comparison to the respective DMSO-treated controls.

### Immunohistochemical and histological analyses

Human and murine organoid-derived *Smad4* WT and *Smad4* KO tumors were collected at comparable tumor sizes and weights. Standard procedures were used for immunohistochemistry (IHC). Primary antibodies for IHC were alpha smooth muscle actin (αSMA, ab5694; Abcam; RRID:AB_2223021), SMAD4 (sc-7966; Santa Cruz; RRID:AB_627905), E-cadherin (ECAD, 610182; BD Biosciences; RRID:AB_397581), Ki67 (12202; Cell Signaling Technology; RRID:AB_2620142), pH3 (9701S; Cell Signaling Technology; RRID:AB_331535) and p-STAT3 (9145; Cell Signaling Technology; RRID:AB_2491009). Hematoxylin (H-3404-100, Vector Lab) was used as nuclear counterstain. Masson’s trichrome and Hematoxylin & Eosin stains were performed according to standard protocols by the Histology core at the CRUK-CI. FOXP3 and Ly6G stains were also performed by the Histology core. Briefly, after baking at 60°C for 1 hour, sections were dewaxed and rehydrated on Leica’s automated ST5020. The staining was performed on Leica’s automated Bond-III platform in conjunction with their Polymer Refine Detection System (DS9800) and a modified version of their standard template, with protein block (X090930-2; Dako), anti-rat secondary antibody (A110-322A; Bethyl Laboratories; RRID:AB_10681533) and DAB Enhancer (AR9432; Leica). Primary antibodies used were Ly6G (127601; BioLegend; RRID:AB_1089179) and FOXP3 (14-5773; eBioscience; RRID:AB_467576). Antigen retrieval was performed at 100 °C for 20 min in citrate or Tris EDTA for Ly6G or FOXP3, respectively. De-hydration and clearing were performed on Leica’s automated ST5020 before sections were mounted on Leica’s coverslipper, CV5030. Stained sections were scanned with Aperio ScanScope CS and analyzed using ImageScope software (RRID:SCR_014311) Positive Pixel Count algorithms or a Nuclear v9 algorithm, depending on the marker quantified.

Images of tissue slides were obtained with an Axio Vert.A1 (ZEISS) apart for human PDAC tumors, which were snapshotted from the ImageScope software. The percentage of collagen area was determined by calculating the percentage of blue pixels relative to the entire stained area. To quantify αSMA stain, the percentage of positive pixels was calculated relative to the entire section. To quantify p-STAT3, pH3 and Ki67 stains, the percentage of positive nuclei was calculated relative to the total number of nuclei. For Masson’s trichrome and αSMA quantification of human PDAC tissues, only the PDAC area was included for analysis, following annotation from a pathologist. Human PDAC organoids hT1 and hT108 did not generate tumors within one year, following transplantation, and could not be analyzed. Tumor differentiation analysis was performed blindly by a pathologist by scoring the percentage of differentiated or undifferentiated area per tumor. We then defined tumors as ‘differentiated’ if > 60% was differentiated, ‘undifferentiated’ if < 40% was differentiated and ‘mixed’ if 40-60% was differentiated. Analysis of epithelial/stroma proportion was done by calculating the percentage of ECAD^+^ area relative to the entire section. Stains and quantifications were performed blindly prior to plotting the data for visualization.

### Flow cytometry analyses

Tumors were collected at comparable tumor sizes and weights, and processed as previously described (5). Cells were blocked for 15 min on ice with CD16/CD32 Pure 2.4G2 (553142, BD Bioscience; RRID:AB_394657). For flow cytometric analysis of endothelial cells, immune cells, epithelial cells and iCAFs, myCAFs, CD90^+^ CAFs, CD90^-^ CAFs and apCAFs, cells were stained for 30 min on ice with anti-mouse CD31-PE/Cy7 (102418; BioLegend; RRID:AB_830757), CD45-PerCP/Cy5.5 (103132; BioLegend; RRID:AB_893344), CD326 (EpCAM)-AlexaFluor 488 (118210; BioLegend; RRID:AB_1134099), PDPN-APC/Cy7 (127418; BioLegend; RRID:AB_2629804), MHCII-BV785 (107645; BioLegend; RRID:AB_2565977), Ly6C-APC (128015; BioLegend; RRID:AB_1732087) and CD90-PE (ab24904; Abcam; RRID:AB_448474).

For flow cytometric analysis of CD56^+^ and CD49E^+^ CAFs of KPC cohorts 1 and 2 in nu/nu mice, cells were stained for 30 min on ice with anti-mouse CD56-APC (FAB7820A; Bio-Techne), CD49e-PE (557447; BD Biosciences; RRID:AB_396710), CD326 (EpCAM)-AlexaFluor 488 (118210; BioLegend; RRID:AB_1134099), PDPN-APC/Cy7 (127418; BioLegend; RRID:AB_2629804), CD45-BV785 (103149; BioLegend; RRID:AB_2564590), CD26 PerCP/Cy5.5 (45-0261-82; Thermo Fisher Scientific;, RRID:AB_1548738) and CD34 PE/Cy7 (25-0349-41; Thermo Fisher Scientific; RRID:AB_1963577). For flow cytometric analysis of CD105^+^ CAFs of KPC cohorts 1 and 2 in nu/nu mice, cells were stained for 30 min on ice with anti-mouse CD105-PE/Cy7 (120409; BioLegend; RRID:AB_1027702), CD45-PerCP/Cy5.5 (103132; BioLegend; RRID:AB_893344), CD326 (EpCAM)-AlexaFluor 488 (118210; BioLegend; RRID:AB_1134099), PDPN-APC/Cy7 (127418; BioLegend; RRID:AB_2629804), Ly6C BV785 (128041;BioLegend; RRID:AB_2565852) and CD140a PE (135906; BioLegend; RRID:AB_1953269).

For flow cytometric analysis of CD56^+^, CD49E^+^ and CD105^+^ CAFs of KPC cohort 3 in nu/nu mice and all other KPC and KvPC cohorts, cells were stained for 30 min on ice with anti-mouse CD56-APC (FAB7820A; Bio-Techne), CD49e-PE (557447; BD Biosciences; RRID:AB_396710), CD105-PE/Cy7 (120409; BioLegend; RRID:AB_1027702), CD326 (EpCAM)-AlexaFluor 488 (118210; BioLegend; RRID:AB_1134099), PDPN-APC/Cy7 (127418; BioLegend; RRID:AB_2629804), CD45-BV785 (103149; BioLegend; RRID:AB_2564590) and CD26 PerCP/Cy5.5 (45-0261-82; Thermo Fisher Scientific; RRID:AB_1548738).

For flow-cytometric analysis of macrophages and neutrophils of all KPC and KvPC cohorts, cells were stained for 30 min on ice with anti-mouse CD45-PerCP/Cy5.5 (103132; BioLegend; RRID:AB_893344), CD11b-PE/Cy7 (101215; BioLegend; RRID:AB_312798), Ly6C-Alexa488 (128021; BioLegend; RRID:AB_10640820), F4/80-BV785 (123141; BioLegend; RRID:AB_2563667), MHCII-APC/Cy7 (107627; BioLegend; RRID:AB_1659252), CD11c-APC (117309; BioLegend; RRID:AB_313779) and Gr1-PE (108407; BioLegend; RRID:AB_313372).

For flow-cytometric analysis of B cells, T cells and NK cells of KPC cohorts in C57BL/6J mice, cells were stained for 30 min on ice with anti-mouse CD45-PerCP/Cy5.5 (103132; BioLegend; RRID:AB_893344), CD19-PE/Cy7 (115520; Biolegend; RRID:AB_313655), NK1.1-BV785 (108749; Biolegend; RRID:AB_2564304), TCRβ-Alexa488 (109215; Biolegend; RRID:AB_493344); CD3ε-Alexa488 (100321; Biolegend; RRID:AB_389300), CD4-APC (100516; Biolegend; RRID:AB_312719) and CD8a-APC/Cy7 (100713; Biologend; RRID:AB_312752).

Cells were resuspended in PBS with DAPI and analyzed on a BD FACSymphony cell analyzer. Flow analyses were performed blindly using FlowJo 10.8.2 (RRID:SCR_008520) prior to plotting the data for visualization.

### Cell sorting of PDAC organoid/PSC co-cultures for RNA-sequencing

Sorting of PDAC organoid/PSC co-cultures was performed following 3.5 days culture in reduced media (i.e. 5% FBS DMEM). Following single cell digestion of co-cultures, cells were stained for 30 min on ice with anti-mouse CD326 (EpCAM)-PE (118205; BioLegend; RRID:AB_1134176) and PDPN-AlexaFluor 488 (156208; BioLegend; RRID:AB_2814080). Cells were resuspended in PBS with DAPI and sorted with a BD FACSMelody cell sorter.

### RNA-sequencing analyses of PDAC organoids and PSCs flow-sorted from co-cultures

RNA-seq data of KPC monocultures and co-cultures are available at the Gene Expression Omnibus (GEO) under the accession number GSE263080. RNA-seq data of KvPC monocultures and co-cultures are available at the GEO under the accession number GSE263081. Samples were collected in 1 mL of TRIzol Reagent (15596018; Invitrogen). RNA was extracted using the PureLink RNA mini kit (12183018A; Invitrogen). RNA concentration was measured using a Qubit and RNA quality was assessed on a TapeStation 4200 (Agilent) using the Agilent RNA ScreenTape kit. mRNA library preparations were performed using 55 μL of 10 ng/mL per sample (RNA integrity number, RIN > 8, except for one sample with RIN 7.2). Illumina libraries were then sequenced on 1 lane of SP flowcell on NovaSeq6000. FASTQ files were aligned, and the expression levels of each transcript were quantified using Salmon (v1.4.0) (37) with the annotation from ENSEMBL (GRCH39, release 109) with recommended settings. Transcript-level expression was loaded and summarized to the gene level by using tximport (38). Differential gene expression analysis was performed using DESeq2 (v2) (39) by applying lfcshrink function (40). The principal components for variance-stabilized data were estimated using plotPCA function, available in DESeq, and ggplot2 (https://ggplot2.tidyverse.org). Genes with adjusted p-value < 0.05 were selected as significantly differentiated between conditions. Following differential gene expression, genes were pre-ranked based on the negative logarithmic p-value and the sign of the log2 fold change. GSEA was performed using clusterprofiler against the Hallmark, Reactome, and C2 canonical pathway collection (C2.cp.v5.1) downloaded from the Molecular Signatures Database (MSigDB) (41).

#### NicheNet

NichenetR (42) was used to infer the ligands activity and their regulation potential of a sender group by considering the expression of downstream genes in the receiver group (i.e. target genes). Ligands were ranked based on their area under the precision-recall curve (AUPR) to prioritize ligands inferred to regulate the target genes in the receiver population. NicheNet was applied to infer the interaction between PDAC organoids and PSCs in KPC *Smad4* WT and KPC *Smad4* KO conditions. “Target genes” were defined by using significant differentially expressed genes (DEGs, p.adj < 0.05, log2FC > 1) in each condition of the receiver group, and the “ligands” were defined the same way in the sender group. All expressed genes in the dataset were considered as “background expressed genes”.

#### Transcription Factor (TF) activity analysis

TF activity analysis was performed with CollecTRI network (43) using a univariate linear model as implemented in decouplerR package (44). The stat column from the DESeq2 output was used as input. TFs with p-value < 0.05 were considered to have significant activity.

### RNA-sequencing analyses of *Smad4* KO and *Smad4* WT KPC PDAC tumors

Tumors from C57BL/6J mice were collected at comparable tumor sizes and weights. RNA-seq data of *Smad4* KO and *Smad4* WT KPC PDAC tumors are available at the GEO under the accession number GSE274684. Tumor pieces were snap frozen in liquid nitrogen and stored at -80 °C until processing. Samples were thawed and transferred to low bind tubes with 1 mL TRIzol reagent (15596018; Invitrogen) and 1 metal bead (69989; Qiagen). Samples were then homogenized at frequency 30/s for up to 6 min using a TissueLyser II (Qiagen). RNA was extracted as above. mRNA library preparations were performed using 1 mg of RNA per sample (RIN 5-9). Illumina libraries were sequenced on 1 lane of SP flowcell on a NovaSeq6000. RNA-seq analysis was performed as above although the transcript annotation used was GRCH39 (release 109) from ENSEMBLE.

### Single-cell RNA-sequencing analyses of PDAC tumors

Tumors from nu/nu mice were collected at comparable tumor sizes and weights. scRNA-seq data of KPC tumors are available at the GEO under the accession number GSE262879. scRNA-seq data of KvPC tumors are available at the GEO under the accession number GSE262878. Cell Ranger (10x Genomics) workflow (45) was used to align FASTQ files to GRCh38 (mm10) mouse transcriptome reference to generate the raw counts of gene expression quantities. For the KPC dataset, the reference genome was modified by adding *Gfp* to it. From the raw counts of each sample, the SOLO tool that is implemented in scvi-tools was used to estimate doublets to be removed (46). The samples were integrated, and batch effect was removed using scvi-tools (47). Scanpy workflow (48) was used for dimension reductions, clustering and defining markers of each cluster. Cells that have the percentage of mitochondrial genes more than 5% were filtered out. Unique molecular identifiers (UMI) were normalized to 10,000 counts and Leiden graph clustering were used for unsupervised clustering to identify the cell populations with similar transcriptomic profile. For dimension reduction we built the top 30 principal components (PC) and nearest neighbours’ graph (k = 10) on 2,000 highly variable genes. Uniform manifold approximation and projection (UMAP) were used to visualize the datasets in 2-dimentional space. Markers of each cluster were defined using “rank_genes_groups” function from Scanpy.

#### Copy Number Variation (CNV) analysis

A python implementation of inferCNV of the Trinity CTAT Project (https://github.com/broadinstitute/inferCNV) was used to estimate the copy number status in each cell type. We used the fibroblast cells as a reference key and a 250-genes window size.

#### Abundance test

We used Milo (49) python framework to compute differentially abundant neighbourhoods within the cell type clusters across conditions (i.e. *Smad4* KO vs *Smad4* WT). The following parameters were used k = 10, min proportion (p = 0.1) and dimensionality (d = 20). SpatialFDR < 0.1 was used for significance.

#### Pseudobulk

For DE analysis we pooled all cells within a specific cell type by summing the gene expression of each gene to create a pseudo-bulk expression profile of each sample. DESeq2 uses the pseudo-bulk data to detect the differences between two sample groups. To generate the pseudo-bulk profile and perform DEA, we used the python implementation of decoupler R package (44) with the default options. GSEA was performed as with bulk RNA-seq data.

#### CellChat

CellChat R package (50) was used with the recommended setting to infer and visualize the cell-cell communication between specific cell types in scRNA-seq data.

#### NicheNet

NicheNet (42) was used to infer the ligands activity and their regulation potential of a sender group by considering the expression of downstream genes in the receiver group (i.e. target genes). “Target genes” were defined based on the DEGs using findmarkers function from Seurat in the receiver cell clusters between two conditions (e.g. KO vs WT) using MAST (51) (*P* value < 0.05, logFC > 0.25). Genes that were expressed by 5% of the receiver cell cluster were considered as background genes. “Ligands” were defined based on the DEGs using findmarkers function in the sender cell clusters between the same two conditions (e.g. KO vs WT) using MAST (*P* value < 0.05, logFC > 0.25).

### Quantitative PCR analyses

Media was removed and cells were resuspended in TRIzol. RNA was prepared using a standard TRIzol/chloroform extraction method. Briefly, samples in TRIzol were transferred to 5PRIME phase lock gel tubes (2302830, VWR International) and mixed with chloroform before centrifuging for 15 min. The supernatant was then centrifuged for 10 min with isopropanol and glycogen (R0551, Fisher Scientific). Pellets were washed in ice-cold 75% ethanol and centrifuged again. Samples were resuspended in RNAse-free water and RNA concentration was quantified using a NanoDrop (ThermoFisher). Reverse transcription was performed with 100 ng -1 μg of RNA using TaqMan reverse transcription reagents (N808-0234; Applied Biosystems) and following the manufacturer’s instructions. qPCR was performed using TaqMan master mix (4440040; Applied Biosystems) and TaqMan gene-specific probes (Applied Biosystems) on a QuantStudio 6 Flex Real-Time PCR system. Gene expression was normalised to *Hprt* housekeeping gene.

### Enzyme Linked Immunosorbent Assay (ELISA)

Organoid-conditioned media samples were collected from organoids grown in 5% FBS DMEM for 3-5 days. ELISA assays were used to detect murine IL-1α (MLA00; R&D Systems) and murine TGF-β (BMS608-4, Thermo Fisher Scientific). Media was assayed according to the manufacturer’s instructions.

### Statistical analysis

GraphPad Prism software (RRID:SCR_002798), customized R and python scripts were used for graphical representation of data. Statistical analysis was performed using non-parametric Mann-Whitney test, unpaired or paired Student’s *t* test or chi-square test. All statistical details of experiments are specified in the figure legends and/or panel figures, including the number of technical and biological replicates, and how significance was defined.

## Results

### *Smad4* loss impacts the immune TME and malignant-stromal crosstalk in KPC PDAC

Human PDAC tumors display remarkable inter-tumoral clinical, histological, and genetic heterogeneity, rendering it difficult to understand how mutations cooperate to drive tumorigenesis and remodel the TME (Supplementary Fig. 1A-B; Supplementary Table S1). Therefore, to start to dissect the relationship between malignant cell genotype and stromal phenotype, we engrafted patient-derived PDAC organoids harboring *KRAS^G12D^* (K) or *KRAS*^*G12V*^ (Kv) with *TP53*-mutant (P) or *TP53*-loss (PP), and *SMAD4* WT or *SMAD4* deficient status into the pancreata of NOD SCID gamma (NSG) mice (35) (Fig. 1A; Supplementary Fig. 1C-D; Supplementary Table S2). *SMAD4* loss accelerated PDAC progression in *KRAS^G12D^* and *KRAS*^*G12V*^ *TP53*-mutant PDAC (i.e. KP and KvP) (Fig. 1B-C; Supplementary Fig. 1E-F). *SMAD4* loss also increased metastasis formation in KP and KvP PDAC compared to *SMAD4* WT KP and KvPP tumors of similar size (Supplementary Fig. 1G-H). Together, these results agree with patient data showing that SMAD4 loss typically drives an aggressive PDAC phenotype, although analysis of isogenic human organoid-derived models would better address this (29,52). Finally, *SMAD4* loss decreased the desmoplasia − measured as collagen deposition and alpha smooth muscle actin (αSMA) levels (Fig. 1D-F; Supplementary Fig. 1I). To further explore the impact of SMAD4 loss on PDAC progression, overcome inter-patient heterogeneity and study bi-directional malignant-stromal crosstalk, we generated murine isogenic organoids with *Smad4* WT or deleted.

*KRAS^G12D^* is the most frequent *KRAS* mutant allele in PDAC patients (23). Thus, to further study the role of KRAS and SMAD4 status in PDAC, we deleted *Smad4* from KPC GEMM-derived organoids (24,32,36) (Supplementary Fig. 2A-D). Isogenic *Smad4* knockout (KO) KPC (hereafter, KPC^*Smad4*-KO^) organoids grew faster than *Smad4* WT KPC (hereafter, KPC^*Smad4*-WT^) organoids both *in vitro* and as orthotopically-grafted tumors in immunocompromised nu/nu or immunocompetent C57BL/6J mice (Fig. 2A-D; Supplementary Fig. 2E-F).

To understand how SMAD4 loss in KPC malignant cells might impact the TME, we generated single-cell RNA-sequencing (scRNA-seq) profiles of similar size KPC^*Smad4*-WT^ and KPC^*Smad4*-KO^ tumors in which the malignant cells were engineered to express green fluorescent protein (GFP) as part of one of our CRISPR strategies (Fig. 2E-F; Supplementary Fig. 2G-K; Supplementary Table S3). Similar proportions of cell populations were previously found in similarly processed human PDAC tumors (3). scRNA-seq profiles of malignant cells could be readily distinguished by the expression of *Gfp* transcripts and inferred copy number variations (CNVs; Supplementary Fig. 2L-M). *Smad4* deletion markedly altered the transcriptomes of KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ malignant cells (6,121 differentially expressed genes, DEGs, false discovery rate, FDR < 0.05) (Fig. 2G). Remarkably, scRNA-seq profiles also revealed significant and selective changes in the transcriptomes and proportions of CAFs, macrophages and neutrophils in KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ tumors (Fig. 2G-I). Thus, SMAD4 loss in murine PDAC malignant cells impacts both CAFs and innate immune cells.

Additional analyses confirmed an increase in neutrophils and a decrease in macrophages in KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ tumors of similar size and showed a significant decrease in natural killer (NK) cells (Fig. 2J-M; Supplementary Fig. 2G and 2N-U). Of note, C57BL/6J mice with KPC^*Smad4*-KO^ PDAC showed more metastases than KPC^*Smad4*-WT^ models with comparable tumor size (Supplementary Fig. 2O and 2V). Analysis of neutrophils identified previously described immature T1, mature T2 and tumor-promoting T3 populations (13), as well as a small subset expressing T1 markers and *Mpo, Ly6g* and *Ly6c1* transcripts (Fig. 2N-P; Supplementary Fig. 3A). The gene signature of T3 neutrophils was upregulated in KPC^*Smad4*-KO^ tumors (Fig. 2Q; Supplementary Fig. 3B). Additionally, analysis of macrophages identified recently described sub-types of tumor-associated macrophages (TAMs) (12), as well as a small cluster, which we named Insyn2b-TAMs based on marker expression (Fig. 2R-T; Supplementary Fig. 3C). The expression of genes associated with interferon-primed TAMs (IFN-TAMs), lipid-associated TAMs (LA-TAMs) and inflammatory cytokine-enriched TAMs (Inflam-TAMs) were upregulated in KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ PDAC, while proliferating TAMs (Prolif-TAMs) were reduced (Fig. 2U-V).

CellChat analysis (50), which infers ligand-receptor interactions and patterns of cell-cell communication, identified potential changes in communication among malignant cells, neutrophils, macrophages and CAFs in KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ PDAC (Fig. 3A). These included a role for malignant cell-derived tumor necrosis factor (TNF) in dictating macrophage composition, as well as macrophage- and malignant cell- derived (C-X-C motif) ligands 1 and 2 (CXCL1 and CXCL2) in neutrophil recruitment in KPC^*Smad4*-KO^ PDAC (Fig. 3B-D). Fibroblasts in KPC^*Smad4*-KO^ tumors also appeared to be more involved in neutrophil recruitment via the CXCR2 pathway, as previously found in iCAF-rich PDAC (18). Of note, the most affected interaction in KPC^*Smad4*-KO^ PDAC appeared to be between malignant cells and fibroblasts, in line with CAFs being the most impacted stromal cell population upon SMAD4 loss (2,294 DEGs, FDR < 0.05; Fig. 3A and 2G).

To further investigate the crosstalk of these four cell populations, we applied NicheNet, which infers ligand-target relationships among cell types (42). This analysis suggested predominant TGF-β signaling in KPC^*Smad4*-WT^ tumors and interleukin 1 (IL-1) signaling in KPC^*Smad4*-KO^ tumors from malignant cells and fibroblasts to macrophages (Fig. 3E; Supplementary Fig. 3D-F; Supplementary Table S4). This analysis also confirmed the role of KPC^*Smad4*-KO^ malignant cell-produced TNF in shaping macrophage composition and inferred a role for macrophage-produced IL-1α and IL-6 in shaping malignant cells and fibroblasts (Fig. 3E-G; Supplementary Fig. 3G). Finally, it suggested that IL-1α from neutrophils contributes to the increase in iCAFs and highlighted a role of TNF and IL-1β in reciprocal malignant cell-fibroblast crosstalk in KPC^*Smad4*-KO^ tumors (Fig. 3H-L; Supplementary Fig. 3H-L).

These analyses show that loss of SMAD4 in murine KRAS^G12D^ p53-mutant PDAC malignant cells shapes the immune TME, and they suggest that CAFs are also profoundly impacted.

### *Smad4* loss drives a fibro-inflammatory stroma in KPC PDAC

While fibrosis and epithelial/stroma proportion were not affected, collagen deposition was reduced in KPC^*Smad4*-KO^ tumors, further suggesting that malignant cell SMAD4 status impacts CAF composition in murine PDAC (Supplementary Fig. 4A-E). Indeed, proportions of iCAFs, myCAFs and apCAFs defined by scRNA-seq profiles significantly differ between KPC^*Smad4*-KO^ and KPC^*Smad4*-WT^ tumors (Fig. 4A-C; Supplementary Fig. 4F). Of note, scRNA-seq analysis inferred a decrease in the myCAF/iCAF ratio in KPC^*Smad4*-KO^ tumors, which was confirmed by flow cytometry (Fig. 4C-F; Supplementary Fig. 4G-H). In keeping with these findings, iCAF-associated pathways were upregulated while proliferation-associated pathways, which were shown to be enriched in myCAFs (5), were downregulated in KPC^*Smad4*-KO^ tumors (Fig. 4G). Additionally, abundance of MHCII-expressing apCAFs was lower in KPC^*Smad4*-KO^ tumors (Fig. 4D-E; Supplementary Fig. 4G). PDAC apCAFs have been identified by both transcriptome signature and the expression of MHCII protein (3,10). Interestingly, SMAD4 loss in malignant cells resulted in the presence of CAFs that upregulate the iCAF signature but retain an apCAF transcriptome, while being negative for MHCII protein (Supplementary Fig. 4I).

We further interrogated the heterogeneity of myCAFs by using CD90 (encoded by *Thy1*), which marks a myCAF subset (11), as well as CD105 (*Eng*, and a CAF-lineage marker (6)), CD49E (*Itga5*) and CD56 (*Ncam1*). CD105, CD49E and CD56 have not been described previously as myCAF markers but were enriched in myCAFs by scRNA-seq (Supplementary Fig. 4F). Each of these markers were significantly downregulated in CAFs in KPC^*Smad4*-KO^ tumors, while tumor-promoting CD90^-^ myCAFs were increased (Fig. 4H-I; Supplementary Fig. 4J-N). Furthermore, malignant cell profiles in KPC^*Smad*-KO^ tumors expressed high levels of *Il1a* and *Il1b*, which direct iCAF formation (5) (Fig. 4J-L). Thus, SMAD4 loss in KPC cells potentially shapes PDAC CAF composition through IL-1 signaling.

To further deconvolute changes in malignant cell-fibroblast crosstalk upon SMAD4 loss, we leveraged a co-culture model of PDAC organoids and pancreatic stellate cells (PSCs) (4). PSCs are precursors of CAFs and model iCAFs and myCAFs *in vitro* (4,5,9,11). KPC^*Smad4*-KO^ and KPC^*Smad4*-WT^ organoids cultured either alone or with PSCs were flow-sorted and analyzed by RNA-seq (Fig. 4M; Supplementary Fig. 4O; Supplementary Tables S5-S6). In keeping with our *in vivo* observations, iCAF markers and associated pathways were increased, while myCAF markers and associated pathways were decreased in KPC^*Smad4*-KO^/PSC co-cultures (Fig. 4N; Supplementary Fig. 4P). Furthermore, the JAK/STAT pathway and hypoxia signature, which are iCAF features (5,53), were enriched in PSCs co-cultured with KPC^*Smad4*-KO^ organoids (Fig. 4N). These results were validated by upregulation of phospho-STAT3 (p-STAT3) and hypoxia-inducible factor 1-alpha (HIF-1α) levels in PSCs cultured with conditioned media (CM), which induces the iCAF phenotype (4,5), from KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ organoids (Fig. 4O). Thus, *Smad4* deletion in KRAS^G12D^ p53-mutant PDAC malignant cells induces an inflammatory phenotype in CAFs.

### *Smad4* loss upregulates IL-1 and JAK/STAT signaling in KPC PDAC

To identify mediators of malignant cell-fibroblast crosstalk in *Smad4*-deleted KRAS^G12D^ PDAC, we evaluated bi-directional signaling in PDAC organoid/PSC co-cultures. NicheNet analysis pinpointed *Il1a* as the top malignant cell-produced mediator of malignant cell-CAF crosstalk in KPC^*Smad4*-KO^/PSC co-cultures (Fig. 5A; Supplementary Fig. 5A; Supplementary Table S7) (42). Indeed, IL-1α levels were upregulated in KPC^*Smad4*-KO^ organoids compared to KPC^*Smad4*-WT^ controls (Fig. 5B; Supplementary Fig. 5B). Corroborating previous work showing that IL-1 signaling drives the iCAF phenotype (5), IL-1α neutralization impaired the iCAF phenotype (Supplementary Fig. 5C). Thus, these data strongly suggest that increased IL-1 expression following *Smad4* loss in PDAC malignant cells enhances iCAF generation.

Of note, *Il1a* levels in organoids were further upregulated in KPC^*Smad4*-KO^/PSC co-cultures compared to monocultures, suggesting a positive feedback loop in the presence of an iCAF-rich environment (Fig. 5B). Indeed, *Il1a* also appeared to be the top mediator of both CAF-CAF crosstalk and CAF-malignant cell crosstalk in KPC^*Smad4*-KO^/PSC co-cultures (Fig. 5C-D; Supplementary Fig. 5D-E). Furthermore, *Tnf* scored as the top mediator of malignant cell-malignant cell crosstalk in KPC^*Smad4*-KO^/PSC co-cultures and monocultures (Supplementary Fig. 5F-I). In agreement with these results, *Tnf* expression was upregulated upon SMAD4 loss in PDAC cells and was not further upregulated in co-culture with PSCs (Supplementary Fig. 5J-K).

In line with these findings, IL-1 and NF-κB signaling were enriched in KPC^*Smad4*-KO^ relative to KPC^*Smad4*-WT^ monocultures and further enhanced when co-cultured with PSCs (Fig. 5E). Additionally, proliferation-associated pathways were upregulated in KPC^*Smad4*-KO^ organoids, in line with their higher proliferation rate compared to KPC^*Smad4*-WT^ controls (Fig. 5E and 2B; Supplementary Fig. 2F). JAK/STAT signaling and p-STAT3 levels were also upregulated in KPC^*Smad4*-KO^ (Fig. 5E-F). Finally, gene signatures associated with NF-κB and JAK/STAT signaling were upregulated in KPC^*Smad4*-KO^ malignant cells and whole tumors in PDAC mouse models (Fig. 5G-I; Supplementary Fig. 5L-M; Supplementary Table S8).

Our analyses show that SMAD4 loss in murine KRAS^G12D^ p53-mutant PDAC malignant cells enhances JAK/STAT activation and upregulates IL-1, promoting iCAF formation.

### SMAD4-independent TGF-β signaling pathways are upregulated in *Smad4*-deleted PDAC malignant cells

We previously found that when TGF-β signaling is reduced in PDAC CAFs, IL-1 signaling upregulates *Lif* and JAK/STAT activation, which drive iCAF formation (5). Moreover, JAK/STAT activation boosts IL-1 signaling in iCAFs, while JAK/STAT inhibition downregulates *Il1a* expression. On the contrary, addition of TGF-β to iCAFs downregulates the expression of IL1R1 and IL-1, as well as JAK/STAT activation, which are instead boosted by TGFBR1 inhibition (5). We thus investigated whether similar mechanisms occur in PDAC malignant cells upon SMAD4 loss and impairment of TGF-β signaling. Contrary to what was seen in iCAFs, treatment with the JAK inhibitor (JAKi) AZD1480 did not downregulate *Il1a* expression in KPC organoids (Supplementary Fig. 5N). Moreover, addition and neutralization of IL-1α had no impact on JAK/STAT activation in KPC organoids (Fig. 5J-K). These results suggest that IL-1 and JAK/STAT signaling are activated by different mechanisms in iCAFs and KPC^*Smad4*-KO^ malignant cells. In line with this, treatment with TGF-β upregulated the expression of *Il1a, Il1r1* and *Lif* in KPC organoids (Fig. 5L). Moreover, *Tgfb1* and phospho-SMAD2/3 (p-SMAD2/3) levels were upregulated in KPC^*Smad4*-KO^ organoids compared to KPC^*Smad4*-WT^ controls (Fig. 5J-M; Supplementary Fig. 5O). Altogether, these data indicated that TGF-β upregulation may boost SMAD4-independent TGF-β signaling in *Smad4*-deleted PDAC malignant cells, leading to *Il1a* upregulation.

A recent study showed that activation of the p38 MAPK pathway (54) can be upstream *Il1a* expression in PDAC (55). However, while phospho-p38 (p-p38) levels were higher in KPC^*Smad4*-KO^ organoids compared to KPC^*Smad4*-WT^ controls, p38 inhibition did not impair STAT3 activation or *Il1a* expression in either organoid line (Supplementary Fig. 5P-R). Thus, to identify candidate pathways activated in KPC^*Smad4*-KO^ organoids, we performed transcription factor (TF) analysis, which confirmed JAK/STAT and NF-κB signaling as main pathways active in KPC^*Smad4*-KO^ organoids (Supplementary Fig. 5S; Supplementary Table S9). This analysis also suggested increased activation of MEK/ERK MAPK signaling, and its downstream target *Jun* (56), in KPC^*Smad4*-KO^ organoids (Supplementary Fig. 5S). Since JAK/STAT and MAPK signaling have been described as SMAD4-independent TGF-β pathways (57), we hypothesized that the increased TGF-β production by KPC^*Smad4*-KO^ organoids may be responsible for their activation. In line with this, addition of TGF-β increased both Erk1/2 (i.e. p44/42) and STAT3 activation in KPC^*Smad4*-WT^ organoids (Fig. 5N). Finally, while MEK inhibition did not affect STAT3 activation, it significantly downregulated *Il1a* levels (Fig. 5O; Supplementary Fig. 5T). This suggests that increased MEK/ERK signaling in KPC^*Smad4*-KO^ organoids boosts IL-1α production.

Therefore, SMAD4 loss in murine KRAS^G12D^ p53-mutant PDAC cells leads to activation of SMAD4-independent TGF-β pathways that impact malignant signaling and the TME.

### *Smad4* loss tunes TME crosstalk and signaling dependencies in PDAC with distinct KRAS status

The *KRAS*^G12V^ mutation also occurs frequently in human PDAC (23). Therefore, we assessed whether *Smad4* loss would impact KRAS^G12V^ PDAC similarly to that observed in KRAS^G12D^ PDAC. To do this, we used PDAC organoids generated from the *Kras*^*FRT-LSL*-G12V*-FRT/+*^; *Trp53*^*LSL*-R172H^; *Pdx1-Cre*; *Rosa26-FlpO*^*ERT2*^ (hereafter, KvPC) mouse model (31) and generated isogenic *Smad4* KO (KvPC^*Smad4*-KO^) and *Smad4* WT (KvPC^*Smad4*-WT^) organoids (Supplementary Fig. S6A-D).

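Whole tumors grown from these organoids in the pancreas of nu/nu mice were profiled by single-cell RNA sequencing, 4 of them KvPC Smad4-KO (libraries SITTA7, SITTB7, SITTG12 and SITTH12) and 4 KvPC Smad4-WT (libraries SITTD4, SITTE4, SITTG4 and SITTH4). Smad4 transcripts were counted at 68.5 ± 28.6 CPM (UMIs of a gene scaled to the library total, adjusted by TMM factors) in KO and 84.0 ± 12.6 CPM in WT malignant-like cells (mean ± SD, n = 4 tumors each), a log2 fold change of -0.30 (standard error 0.28, adjusted p = 0.532 from edgeR). Among the KO tumors, SITTA7 and SITTB7 held 40.2 and 47.6 CPM of Smad4, and SITTG12 and SITTH12 held 94.6 and 91.5 CPM. With SITTA7 and SITTB7 as the only KO tumors Smad4 is called lower (-0.95, adjusted p = 0.0412), and with SITTG12 and SITTH12 its fold change is 0.077. Both settings were chosen after the data were seen. The 3′ tags of this assay do not read the exon that the guides target, so these Smad4 counts do not test the knockout, which the paper assesses by western blot. The paper gives nu/nu mice as the hosts and the sample labels give C57BL/6J, and the counts were not used to settle which holds. The deposited values are unnormalized UMI counts that the authors made with Cell Ranger for every barcode, empty droplets included. A KO tumor gave between 103973302 and 134479148 UMIs and a WT tumor between 97997361 and 184420218. Barcodes with at least 500 UMIs were kept as cells when they passed a threshold on their UMIs or differed from the free RNA of their library, and when they held at least 200 genes and at most 5% mitochondrial UMIs. The mitochondrial limit removed more barcodes of WT tumors (6624) than of KO tumors (3567). Of the 62818 cells kept, the 4257 with the highest doublet scores were then removed. Before the doublets were removed, cells of a KO tumor had a median of 2903 to 3711 UMIs, and cells of a WT tumor a median of 2369 to 6947, the highest in SITTG4. Clustering gave 45 groups of cells, of which 37 were named from marker genes, such as malignant-like or neutrophil-like cells, and 8 with 7.05 ± 2.35% of KO and 9.16 ± 4.91% of WT cells stayed unnamed. UMIs were summed per tumor and cell type and compared between genotypes by edgeR, so that a tumor and not a cell is the replicate. The cohort, parental line and guide of each tumor are not given in the sources used here, so a difference between cohorts cannot be separated from the genotype.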

Allografted KvPC^*Smad4*-KO^ organoids formed tumors that grew significantly faster (Fig. 6A-B; Supplementary Fig. 6E). 

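Neutrophil-like cells, named by genes such as Csf3r, made up 64.6 ± 9.59% of the cells of KvPC Smad4-KO tumors and 44.9 ± 13.7% of those of Smad4-WT tumors (mean ± SD, n = 4 each). The difference of 19.7 percentage points did not pass a two-sided exact permutation test (p = 0.0571, and 0.371 adjusted over the named cell types). The neutrophil-like cells include a cluster of 110 cells that platelet genes such as Pf4 and Ppbp lead. The 70 possible assignments allow no exact p under 0.0286. The KO tumors SITTA7 (58.9%), SITTG12 (72.3%) and SITTH12 (73.0%) lay above every WT tumor, while SITTB7 (54.0%) lay below WT tumor SITTD4 (55.6%). Macrophage-like cells, named by genes such as Adgre1 and C1qa, made up 10.5 ± 1.84% of KO and 13.3 ± 5.28% of WT cells (exact permutation p = 0.4). WT tumor SITTG4, with 20.9% macrophage-like cells, carries most of that difference, which is -2.75 points with it and -0.220 points without it. Counted among the named cells other than neutrophils, macrophage-like cells were 41.1 ± 15.1% in KO and 29.7 ± 7.08% in WT tumors (exact permutation p = 0.229), the opposite direction. Among the named immune cells they were 13.8 ± 2.57% and 22.9 ± 12.2% (exact permutation p = 0.0857), with 41.0% in SITTG4. Neutrophil-like cells were 84.1 ± 3.55% and 73.0 ± 15.0% of the immune cells (exact permutation p = 0.114), with 50.8% in SITTG4 and 78.7% to 83.4% in the other WT tumors. Malignant-like cells made up 8.63 ± 6.18% of KO and 20.7 ± 10.1% of WT cells (exact permutation p = 0.143), and fibroblast-like cells 3.48 ± 1.43% and 3.38 ± 1.98% (exact permutation p = 0.943). Among the named cells other than neutrophils, malignant-like cells were 27.3 ± 11.4% and 43.7 ± 9.89% (exact permutation p = 0.114), and fibroblast-like cells 12.5 ± 3.03% and 7.10 ± 1.60% (exact permutation p = 0.0571). These are shares of the cells recovered from each tumor, so a rise in one type lowers the others.

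**Figure D1:**
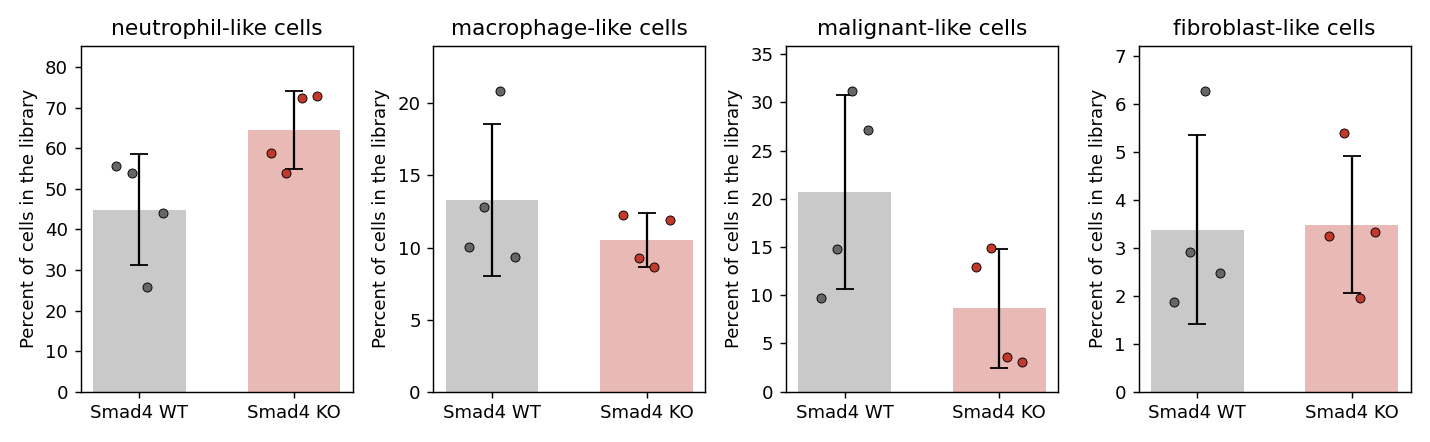
Percent of the cells of each tumor that were neutrophil-like, macrophage-like, malignant-like or fibroblast-like, by Smad4 genotype. Points are tumors (n = 4 per genotype), and bars are means with SD. Neutrophil-like cells range from 54.0% to 73.0% in KO tumors and from 25.8% to 55.6% in WT tumors.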

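Malignant-like cells carried the widest change in expression, with 828 genes higher and 625 lower in KvPC Smad4-KO than in Smad4-WT tumors of 16245 tested (edgeR, n = 4 tumors each). The groups of 4 did not overlap for 3075 of these genes, 18.9% of those tested where chance gives 2.86%. Genes of secretory and gut-type epithelium rose in KO cells, among them Agr2, a folding enzyme of mucus-secreting cells, from 3.91 ± 1.73 to 132.6 ± 60.3 CPM (log2 fold change 5.06, adjusted p = 8.9e-04), and Dmbt1, a secreted mucosal glycoprotein (3.35, adjusted p = 0.0017). Krt20, a keratin of differentiated epithelium, rose by 1.48 (adjusted p = 0.0036), and Vil1, the microvillus protein villin, by 1.82 (adjusted p = 0.0016). Of 27 epithelial differentiation and mucin genes, 11 were higher and 0 lower (14 and 0 adjusted over the list alone), and the list moved up as a set in edgeR's camera test (adjusted p = 1.75e-07, and 0.0119 with an estimated correlation). Several genes of the TGF-β and BMP response fell, among them Bmp7, a BMP ligand (log2 fold change -5.99, adjusted p = 0.0050), Id3, a BMP target (-3.24, adjusted p = 0.0014), and Smad7, the inhibitory SMAD that the pathway induces (-1.22, adjusted p = 0.0095). The Smad7 call ends with SITTA7 and SITTB7 as the only KO tumors (adjusted p = 0.0679), a setting chosen after the data were seen. Tgfbr2, the type II TGF-β receptor, rose (1.05, adjusted p = 0.0077). Of 26 TGF-β and SMAD target genes, 2 were higher and 5 lower (2 and 9 adjusted over the list alone), and the list moved down (adjusted p = 0.00173, but adjusted p = 0.107 with an estimated correlation). Has2, a hyaluronan synthase (-3.02, adjusted p = 0.0011), and Fbln2, a matrix glycoprotein (-2.56, adjusted p = 5.9e-04), fell as single genes. Mesenchymal and matrix genes did not pass as a set (camera, adjusted p = 0.267, but adjusted p = 0.0150 after subtraction of free RNA), with 1 higher, 3 lower and 24 not called of 28 (4 higher and 10 lower adjusted over the list alone). Neutrophil-like cells had 8 genes higher and 27 lower of 13887 tested, and free RNA of other cells accounts for at least 50% of the UMIs of 25 of the 27 and 5 of the 8. Macrophage-like cells had 2 genes lower of 13217, Gm26862 and Capn11, which are named here after their values were seen. Fibroblast-like cells had 0 called genes of 12314 by edgeR, with 860 at an unadjusted p under 0.05 and 1 higher and 4 lower by DESeq2. Most KO malignant-like cells (76.3 ± 4.07%) fell into a cluster that held 11.2 ± 2.75% of the WT cells, and 58.3 ± 28.7% of WT malignant-like cells into a cluster with 7.65 ± 3.94% of the KO cells. The latter cluster held 71.0% to 74.3% of these cells in SITTD4, SITTE4 and SITTH4. In WT tumor SITTG4 it held 15.3%, and another cluster, cluster 11, held 64.4%. The number of malignant genes called fell to 741 without SITTB7, 886 without SITTG12, 657 without SITTH12, 899 without SITTD4 and 619 without SITTH4.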

KvPC^*Smad4*-KO^ PDAC also contained more neutrophils and fewer macrophages than KvPC^*Smad4*-WT^ tumors of similar size (Fig. 6C-F; Supplementary Fig. 6F-N; Supplementary Table S10). Furthermore, certain malignant cell-stromal interactions were similarly altered in both KRAS mutant-driven models upon SMAD4 loss. These included the potential role of malignant cell-produced TNF in shaping macrophage and neutrophil composition and of macrophage-produced CXCL1 and CXCL2 in recruiting neutrophils in KvPC^*Smad4*-KO^ PDAC (Fig. 6G-K; Supplementary Fig. 6O-S; Supplementary Table S11). 

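Tnf, which encodes the cytokine TNF, rose in KvPC Smad4-KO malignant-like cells from 34.0 ± 9.15 to 68.4 ± 7.88 CPM, with every KO tumor above every WT tumor (n = 4 each, log2 fold change 1.01, standard error 0.20, adjusted p = 0.0159 from edgeR). The Tnf call ends without KO tumor SITTH12 (adjusted p = 0.0592). Tnf was counted at 283 ± 70.6 CPM in ductal-like, 163 ± 47.6 CPM in neutrophil-like and 71.8 ± 15.1 CPM in macrophage-like cells over the 8 tumors. In macrophage-like cells, neither TNF receptor passed, with log2 fold changes of -0.17 for Tnfrsf1a (adjusted p = 0.670) and 0.18 for Tnfrsf1b (adjusted p = 0.673). Cxcl1, a neutrophil attractant, was counted in macrophage-like cells at 422 ± 194 CPM in KO and 239 ± 87.0 CPM in WT tumors (0.82, standard error 0.36, adjusted p = 0.590). Cxcl2, a ligand of the same receptor, was counted there at 3376 ± 528 and 2797 ± 423 CPM (0.27, standard error 0.19, adjusted p = 0.647). Neither chemokine passed the test, and both had positive fold changes under each of the 20 alternatives tried. Over the 8 tumors, Cxcl1 was highest in pericyte-like (1171 CPM), ductal-like (1166 CPM) and fibroblast-like cells (1080 CPM), and Cxcl2 in neutrophil-like cells (21213 CPM). Cxcr2, the receptor of these chemokines, was counted in neutrophil-like cells at 574 ± 72.9 CPM in KO and 440 ± 44.5 CPM in WT tumors (0.38, adjusted p = 0.339). Malignant-like cells held Cxcl5, another CXCR2 ligand, at 743 ± 197 CPM in KO and 343 ± 133 CPM in WT tumors (1.12, adjusted p = 0.0567), and 4 of 22 alternatives call it higher, among them DESeq2 (adjusted p = 0.0085). Of 15 genes for ligands that attract or sustain neutrophils, 2 were higher and 0 lower in KO malignant-like cells (3 and 0 adjusted over the list alone), Tnf and the platelet chemokine gene Ppbp, and the list pointed up as a set without passing (camera, adjusted p = 0.0565, and 0.923 with an estimated correlation). That list is near the threshold, since 12 of 21 alternatives call it upward, with adjusted p from 0.0069 to 0.244. In simulated data for macrophage-like cells, 5.97% of genes changed 1.5-fold and 55.2% of genes changed 2-fold, up or down, were recovered. Changes the size of those of Cxcl1 and Cxcl2 can thus be missed with 4 tumors per genotype. The simulated genes had all levels, and genes counted as highly as Cxcl1 and Cxcl2 were not taken apart. The Ppbp call (1.75, adjusted p = 0.0499) ends under 14 of 22 alternatives. From inferred ligands and targets in these cells (Fig. 6G-K), the paper proposes that TNF of malignant cells and CXCL1 and CXCL2 of macrophages link these cells to the neutrophils.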

IL-1 signaling mediated malignant cell-fibroblast crosstalk also in KvPC^*Smad4*-KO^ PDAC (Fig. 7A-C; Supplementary Fig. 7A-H). Accordingly, *Il1a* and *Il1b* expression were upregulated in KvPC^*Smad4*-KO^ malignant cells (Fig. 7D-E). Furthermore, scRNA-seq profiles of KvPC^*Smad4*-KO^ PDAC-derived CAFs revealed a decrease in myCAF-associated pathways and an increase in iCAF-associated pathways (Fig. 7F-H; Supplementary Fig. 7I). Additionally, flow cytometry analysis confirmed loss of myCAFs, apCAFs and CD90^+^, CD49E^+^, CD56^+^ and CD105^+^ myCAF populations, as well as significant downregulation of the myCAF/iCAF ratio, in KvPC^*Smad4*-KO^ PDAC tumors compared to WT controls (Fig. 7I-J; Supplementary Fig. 7J-K).

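Il1r1, the receptor through which IL-1α and IL-1β signal, was higher in fibroblast-like cells (266 ± 63.5 CPM over the 8 tumors) than in pericyte-like (137 ± 44.0 CPM) or endothelial-like cells (75.9 ± 20.1 CPM). In fibroblast-like cells it stood at 296 ± 63.5 CPM in KvPC Smad4-KO and 236 ± 19.0 CPM in Smad4-WT tumors (n = 4 each), a log2 fold change of 0.33 (standard error 0.19) that did not pass (adjusted p = 0.676 from edgeR). Its coreceptor Il1rap had a log2 fold change of 0.30 in these cells (adjusted p = 0.746), and Il1rl1, the IL-33 receptor, one of 1.98 (adjusted p = 0.676) at 12.3 ± 5.82 and 2.98 ± 2.26 CPM. None of 19 IL-1 family ligand, receptor and adaptor genes passed in fibroblast-like cells (1 higher and 0 lower adjusted over the list alone). As a set the 19 genes moved up, with 16 above 0 and a median of 0.26 (camera, adjusted p = 0.00122, but adjusted p = 0.679 with an estimated correlation). In malignant-like cells, Il1rn, which encodes the secreted antagonist of the IL-1 receptor, rose from 42.2 ± 12.0 to 122 ± 23.8 CPM (1.53, standard error 0.24, adjusted p = 0.0061). Il1r1 rose in these cells too (0.65, standard error 0.17, adjusted p = 0.0438), a call that ends under 10 of 22 alternatives. The same 19 genes held Il1rn, Il1r1 and Il1rl1 as the 3 higher and 0 lower in malignant-like cells (7 and 0 adjusted over the list alone) and moved up as a set (adjusted p = 0.00173, but adjusted p = 0.531 with an estimated correlation). The Il1rl1 call (1.87, adjusted p = 0.0385) ends under 9 of 22 alternatives. Neutrophil transcripts moved up in malignant-like cells as well, with 9 of 10 above 0 and a median of 1.13 (adjusted p = 0.00850, but adjusted p = 0.923 with an estimated correlation). Neutrophil-like cells held 1584 CPM of Il1rn, and the Il1rn call in malignant-like cells holds under each of 22 alternatives, subtraction of free RNA included. Fibroblast-like cells numbered 65 in WT tumor SITTD4 and 166 to 417 in the other tumors, and transcript levels do not measure signaling between the cell types.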

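Il1b, which encodes the cytokine IL-1β, was counted at 139.6 ± 58.4 CPM in KvPC Smad4-KO and 59.8 ± 40.4 CPM in Smad4-WT malignant-like cells (mean ± SD, n = 4 tumors each), a log2 fold change of 1.22 (standard error 0.49) that did not pass (adjusted p = 0.146 from edgeR). Il1a, which encodes IL-1α, stood at 62.0 ± 15.9 and 49.1 ± 14.3 CPM, a log2 fold change of 0.34 (standard error 0.25, adjusted p = 0.420). For both genes the range of KO tumors overlapped that of WT tumors. Much of the Il1b may be free neutrophil RNA, since neutrophil-like cells held 18982 CPM of Il1b and malignant-like cells a median of 0.860 of the Il1b that their other neutrophil transcripts predict. That ratio was 0.962 to 1.20 in KO and 0.280 to 0.758 in WT tumors, which free RNA in a fixed ratio does not predict, and what sets KO and WT apart in it stays open. Once cells were pooled by genotype and thinned to equal depth, 14.5% of KO and 11.3% of WT malignant-like cells had an Il1b UMI. That was no more than the 18.7% and 15.1% of fibroblast-like and the 17.7% and 13.3% of endothelial-like cells. By contrast, Il1a UMIs were in 11.8% of KO and 9.77% of WT malignant-like cells after thinning, against 3.14% and 1.68% of fibroblast-like and 1.24% and 2.81% of endothelial-like cells. Cells of unlike depth need not hold equal free RNA after thinning, so the Il1b shares do not decide whether it is background. Pooling leaves these shares without a spread between tumors. Of the 2611 KO malignant-like cells before thinning, 889 came from SITTA7 and 1153 from SITTB7. Before thinning, the median cell held 34534 UMIs in KO and 24706 in WT malignant-like cells, 23392 and 12623 in fibroblast-like cells and 13915 and 8751 in endothelial-like cells. With SITTG12 and SITTH12 as the only KO tumors, a choice made after the data were seen, the Il1a log2 fold change was -0.034.

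**Figure D2:**
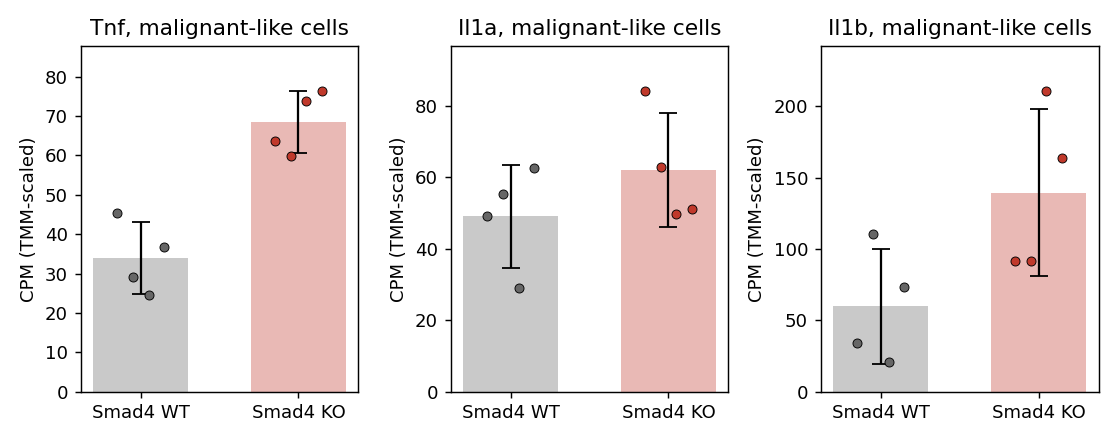
Tnf, Il1a and Il1b in malignant-like cells, in CPM scaled by edgeR's TMM factors, by Smad4 genotype. Points are tumors (n = 4 per genotype), and bars are means with SD. Only for Tnf do all KO tumors lie above all WT tumors.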

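Inflammatory CAF (iCAF) genes in fibroblast-like cells had mostly positive fold changes in KvPC Smad4-KO tumors, 25 of 30 above 0 with a median log2 value of 0.18, and none passed on its own (edgeR, n = 4 tumors each). Ptgs2, the prostaglandin synthase COX-2, stood at 282 ± 60.7 CPM in KO and 174 ± 44.8 CPM in WT tumors (log2 fold change 0.70, standard error 0.22, adjusted p = 0.676). Pdgfra, a receptor enriched in iCAFs, stood at 254 ± 60.2 and 161 ± 30.5 CPM (0.66, adjusted p = 0.676), and the cytokine Il6 at 366 ± 95.9 and 274 ± 42.0 CPM (0.41, adjusted p = 0.676). Myofibroblastic CAF (myCAF) genes went both ways, with 18 of 35 above 0 and none called. Acta2, the smooth muscle actin of myofibroblasts, was counted at 952 ± 456 and 1535 ± 487 CPM (-0.69, standard error 0.37, adjusted p = 0.676), Cthrc1, a matrix protein that TGF-β induces, had -0.72 (adjusted p = 0.676), and the collagen Col5a1 had 0.67 (adjusted p = 0.676). The TGF-β targets Cdkn2b (-1.30) and Id1 (-1.49) were lower in KO tumors without passing (adjusted p = 0.676 for each). Cdkn2b is called lower under 1 of 20 alternatives and Id1 under 0. As a set, the iCAF genes moved up (camera, adjusted p = 0.00738, but adjusted p = 0.749 with an estimated correlation). The iCAF call ends without WT tumor SITTD4 (adjusted p = 0.0775), without KO tumor SITTH12 (adjusted p = 0.0753) and after subtraction of free RNA (adjusted p = 0.110). The myCAF genes did not move (adjusted p = 0.915), and their median of 0.08 and mean of 0.05 are positive where the test points down. Among 12 antigen-presenting CAF genes, 11 had negative fold changes, and the set moved down (adjusted p = 0.00738, but adjusted p = 0.679 with an estimated correlation). That set points up after subtraction of free RNA (adjusted p = 0.261). Its call ends without WT tumor SITTE4 (adjusted p = 0.0581) or KO tumor SITTG12 (adjusted p = 0.0544), and with SITTA7 and SITTB7 as the only KO tumors (adjusted p = 0.185). By cluster, 59.5 ± 9.40% of KO and 43.2 ± 8.14% of WT fibroblast-like cells lay in cluster 16, led by Dcn (exact permutation p = 0.0571), and 27.1 ± 11.5% and 35.9 ± 11.7% in cluster 20, led by Tagln (exact permutation p = 0.343). The lists were written from background knowledge of CAF subtypes.

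**Figure D3:**
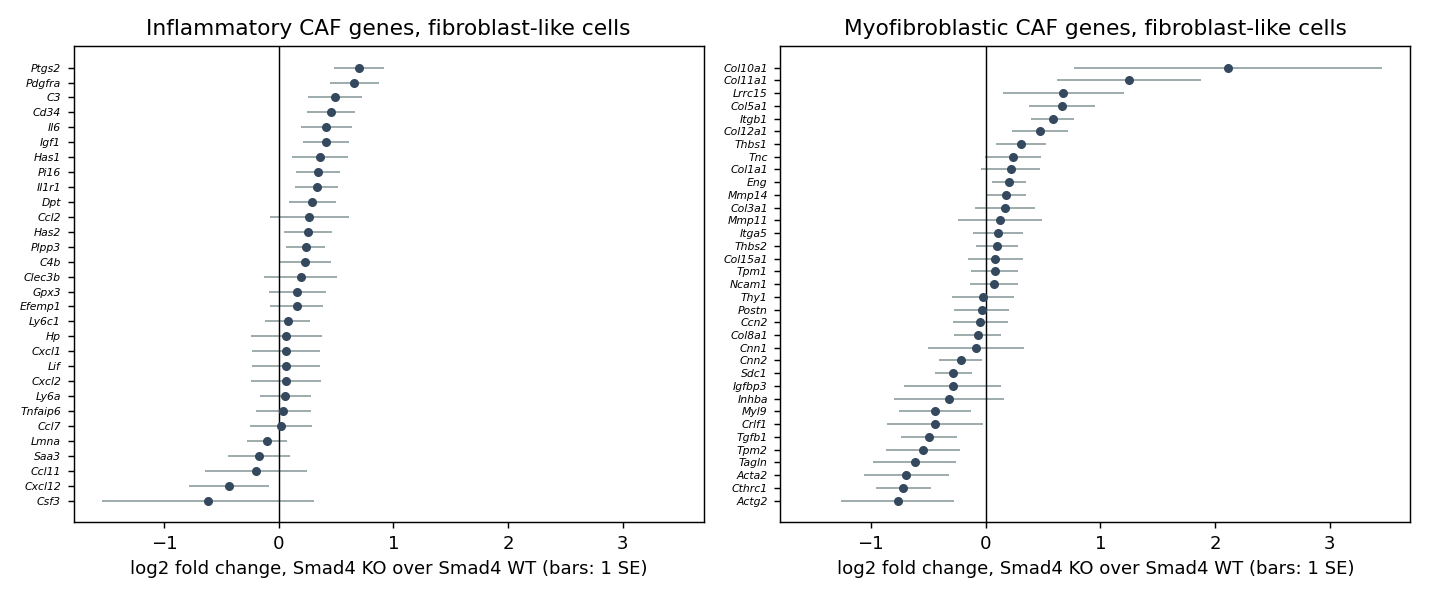
Log2 fold change of each iCAF and myCAF gene in fibroblast-like cells, KvPC Smad4-KO over Smad4-WT tumors (n = 4 each), with 1 standard error. Of the iCAF genes 25 of 30 lie above 0, and of the myCAF genes 18 of 35.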

Despite these similarities with KPC tumors, abundance of iCAFs, total CAFs and tumor-promoting CD90^-^ myCAFs was reduced in KvPC^*Smad4*-KO^ PDAC (Fig. 7I; Supplementary Fig. 7L-M). Moreover, the T3 neutrophil signature was not significantly upregulated in KvPC^*Smad4*-KO^ PDAC (Fig. 7K-L; Supplementary Fig. 7N-O). Furthermore, while the expression of genes associated with Inflam-TAMs was upregulated in KvPC^*Smad4*-KO^ PDAC, as observed in KPC^*Smad4*-KO^ tumors, genes associated with Prolif-TAMs were not clearly downregulated, and markers of IFN-TAMs or LA-TAMs were not clearly increased in KvPC^*Smad4*-KO^ PDAC compared to WT controls (Fig. 7M-N; Supplementary Fig. 7P-Q). Thus, SMAD4 loss has different effects on the stroma composition of murine PDAC tumors with distinct KRAS mutations. Moreover, SMAD4 loss was not sufficient to drive an increase in KvPC organoid proliferation *in vitro*, suggesting that the increase in tumor growth *in vivo* is mediated by changes in the TME and their crosstalk with malignant cells (Supplementary Fig. 7R). 

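T3 neutrophil genes, which mark hypoxic and angiogenic tumor neutrophils, did not move in neutrophil-like cells of KvPC Smad4-KO tumors, with 12 of 29 above 0, a median log2 fold change of -0.03 and a mean of -0.09 (n = 4 tumors each). None of the 29 passed in edgeR (0 higher and 1 lower adjusted over the list alone), and as a set they gave an adjusted p of 0.839 (camera). Spp1, which encodes osteopontin, was the T3 gene lower over the list alone, at 490 ± 237 CPM in KO and 2080 ± 627 CPM in WT tumors (-2.09, standard error 0.36, adjusted p = 0.0515 over all genes). It is called lower under 5 of 20 alternatives, among them DESeq2 (adjusted p = 1.4e-06), and its adjusted p reaches 0.834 under another. Its log2 fold change lay between -2.76 and -1.59 over the alternatives. How much of the Spp1 is free RNA of other cells was not computed. Vegfa, the angiogenic growth factor, stood at 235 ± 29.2 CPM in KO and 223 ± 99.8 CPM in WT tumors (0.07, adjusted p = 0.923). Ccl3, an inflammatory chemokine, stood at 1951 ± 663 and 2511 ± 906 CPM (-0.36, standard error 0.33, adjusted p = 0.614). Immature neutrophil and granule genes (T1) gave an adjusted p of 0.534 and mature and interferon-stimulated genes (T2) one of 0.694. The T3 genes as a set point up without WT tumor SITTD4 (adjusted p = 0.525) or KO tumor SITTG12 (adjusted p = 0.560), and down at an adjusted p of 0.0376 after subtraction of free RNA. The T3 list was written with the marker panel of the study already seen, so it is not independent of these tumors.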

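Inflammatory macrophage (Inflam-TAM) genes had positive log2 fold changes for 15 of 21 genes in macrophage-like cells of KvPC Smad4-KO tumors (n = 4 tumors each, median 0.19), and the set did not pass (camera, adjusted p = 0.0679). Clec4e, a receptor of activated macrophages, was counted at 119 ± 49.9 CPM in KO and 76.1 ± 11.5 CPM in WT tumors (0.65, standard error 0.28, adjusted p = 0.589 from edgeR). Nlrp3, an inflammasome gene, stood at 382 ± 28.1 and 308 ± 69.0 CPM (0.31, adjusted p = 0.599). Proliferating macrophage (Prolif-TAM) genes had 5 of 16 above 0 (adjusted p = 0.114), with Mki67 at 0.55 (adjusted p = 0.571) and Cdk1 at -0.37 (adjusted p = 0.619). Interferon-primed and MHC class II (IFN-TAM) genes moved down as a set, with 5 of 22 above 0 and a median of -0.31 (adjusted p = 0.00412, but adjusted p = 0.694 with an estimated correlation). Cxcl9, an interferon-induced chemokine, stood at 1.52 ± 0.510 CPM in KO and 16.1 ± 12.6 CPM in WT tumors (-3.37, adjusted p = 0.0846), and 5 of 20 alternatives call it lower. H2-Eb1, an MHC class II chain, had -0.81 (adjusted p = 0.568). Macrophage cluster 15, led by Ccr2 and MHC class II genes such as H2-Aa, held 10.6 ± 1.43% of KO and 18.3 ± 5.09% of WT macrophage-like cells (exact permutation p = 0.0571). Lipid-associated macrophage (LA-TAM) genes had 14 of 22 above 0 (median 0.20, adjusted p = 0.0769), with the glycoprotein Gpnmb at 1.22 (adjusted p = 0.539), the lipase Lipa at 0.39 (adjusted p = 0.476) and the lipid carrier Fabp4 at 1.05 (adjusted p = 0.590). No gene of these sets was called over all genes, and adjusted over the list alone 1 IFN-TAM gene was lower and 0 were called in the other sets. The Inflam-TAM set passes without KO tumor SITTA7 (adjusted p = 0.0113), WT tumor SITTD4 (adjusted p = 0.0303) or WT tumor SITTH4 (adjusted p = 0.0336), and the LA-TAM set without SITTD4 (adjusted p = 0.0303) or KO tumor SITTG12 (adjusted p = 0.0351). The Prolif-TAM set passes without KO tumor SITTB7 (adjusted p = 0.0160), and the IFN-TAM call ends without WT tumor SITTE4 (adjusted p = 0.135). Fibroblast transcripts were also higher in KO macrophage-like cells, with 9 of 9 above 0 and 0 called by edgeR (8 and 0 adjusted over the list alone, camera adjusted p = 1.55e-08, but adjusted p = 0.694 with an estimated correlation). Neutrophil transcripts were higher there as a set too, with 8 of 10 above 0 and a median of 0.46 (adjusted p = 0.0213, but adjusted p = 0.694 with an estimated correlation). Neutrophil-like cells hold Inflam-TAM genes such as Il1b and Cxcl2.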

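NF-κB and TNF target genes in KvPC Smad4-KO malignant-like cells went both ways, with 3 higher and 2 lower than in Smad4-WT cells of 29 tested, the same adjusted over the list alone (edgeR, n = 4 tumors each). Higher in KO cells were Tnf, the survival gene Birc3, from 13.5 ± 0.760 to 27.2 ± 5.63 CPM (log2 fold change 1.01, standard error 0.17, adjusted p = 0.0088), and the chemokine Ccl20, from 15.2 ± 3.42 to 39.1 ± 12.5 CPM (1.36, adjusted p = 0.0127). Lower in KO cells were the transcription factors Cebpb, from 584 ± 158 to 264 ± 46.0 CPM (-1.15, standard error 0.23, adjusted p = 0.0168), and Irf1 (-0.63, adjusted p = 0.0261). The Irf1 call ends under 6 of 22 alternatives, that of Cebpb under 3 and that of Birc3 under 1. As a set, the NF-κB genes did not pass (camera, adjusted p = 0.293), with a median of 0.27 and 19 of 29 above 0. JAK/STAT3 pathway and target genes held 1 higher gene, Il1r1, and 1 lower gene, Cebpb, of 29 (4 and 2 adjusted over the list alone). The kinase Jak2 stood at 63.5 ± 9.20 CPM in KO and 94.7 ± 16.9 CPM in WT cells (-0.58, standard error 0.17, adjusted p = 0.0683), and 5 of 22 alternatives call it lower. The JAK/STAT3 genes did not pass as a set (adjusted p = 0.726), with a median of -0.12 and 12 of 29 above 0. With malignant-like cells of cluster 11 left out, which holds mostly cells of WT tumor SITTG4, the NF-κB set passed upward (adjusted p = 0.0208) and the JAK/STAT3 set turned upward without passing (adjusted p = 0.976). The NF-κB set also passed with SITTA7 and SITTB7 as the only KO tumors (adjusted p = 0.0431), and both of these settings were chosen after the data were seen.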

Finally, most strikingly, the JAK/STAT and NF-κB pathways were not upregulated in KvPC^*Smad4*-KO^ malignant cells *in vivo* (Fig. 8A).

To further explore how SMAD4 loss directly impacts KvPC malignant cells, we established co-cultures of PSCs and KvPC organoids and analyzed both flow-sorted populations by RNA-seq (Fig. 8B; Supplementary Fig. 7S; Supplementary Tables S12-S13). Validating our *in vivo* observations, iCAF-associated pathways were upregulated, and myCAF-associated pathways were downregulated, when PSCs were co-cultured with KvPC^*Smad4*-KO^ organoids, albeit with some differences compared to KPC^*Smad4*-KO^ co-cultures (Fig. 8C; Supplementary Fig. 8A). Of note, as observed *in vivo*, JAK/STAT signaling and p-STAT3 levels were not upregulated in KvPC malignant cells following SMAD4 loss (Fig. 8D-E). Additionally, neither *Tgfb1* nor p-SMAD2/3 levels were upregulated in KvPC^*Smad4*-KO^ organoids compared to KvPC^*Smad4*-WT^ controls (Fig. 8E; Supplementary Fig. 8B).

Since JAK/STAT signaling was upregulated upon *Smad4* deletion in KPC, but not KvPC, malignant cells, we evaluated whether inhibition of this pathway led to an increased therapeutic sensitivity only in KPC^*Smad4*-KO^ PDAC. No significant difference was observed in the proliferation of KvPC^*Smad4*-KO^ organoids compared to KvPC^*Smad4*-WT^ controls when exposed to the JAKi (5,58) (Fig. 8F-G). In contrast, KPC^*Smad4*-KO^ organoids were more sensitive to JAK inhibition than KPC^*Smad4*-WT^ controls (Fig. 8H-I). To test if this difference in JAK signaling dependency also exists *in vivo*, we treated mice harboring KPC^*Smad4*-KO^ or KPC^*Smad4*-WT^ PDACs for two weeks with the JAKi (Fig. 8J; Supplementary Fig. 8C-E). Remarkably, JAK inhibition impaired tumor growth and diaphragm metastases of KPC^*Smad4*-KO^, but not KPC^*Smad4*-WT^, models (Fig. 8K-L; Supplementary Fig. 8F-G). Moreover, levels of the apoptotic marker cleaved caspase 3 (CC3) were upregulated in JAKi-treated KPC^*Smad*-KO^ tumors (Fig. 8M-N; Supplementary Fig. 8H-K). This suggests a selective increase in cell death upon JAK inhibition in KRAS^G12D^ p53-mutant PDAC with SMAD4 loss. In line with this, live singlets were reduced in JAKi-treated KPC^*Smad*-KO^ tumors (Supplementary Fig. 8L). Moreover, although the myCAF/iCAF ratio was not significantly altered, collagen deposition was increased in KPC^*Smad4*-KO^ PDAC following JAK/STAT inhibition, suggesting a change in CAF composition towards a more myofibroblastic phenotype (Supplementary Fig. 8M-P). Additionally, in JAKi-treated KPC^*Smad4*-KO^ PDAC, macrophages, apCAFs and FOXP3^+^ T regulatory T cells were reduced, and non-exhausted total T cells and CD8^+^ T cells were increased (59), which may contribute to impairing tumor growth (Supplementary Fig. 8N and 8Q-U).

Together, these analyses suggest that SMAD4 loss differently impacts malignant-stromal crosstalk and therapeutic sensitivities in murine PDAC with distinct KRAS status.

## Discussion

Cancers are rarely driven by single mutations. Distinct combinations of mutations can have both malignant cell intrinsic and extrinsic effects. Understanding how different combinations of mutations cooperate to drive the malignant phenotype is key if we aim to develop more effective cancer therapies. Here, we show how SMAD4 loss in PDAC malignant cells shapes tumor biology differently in the presence of two distinct KRAS mutations (Fig. 8O). While loss of SMAD4 generated a more fibro-inflammatory TME in both KPC and KvPC murine PDAC, it also led to distinct differences depending on the KRAS status. In addition, SMAD4 loss was associated with an increase in JAK/STAT dependency in KPC, but not KvPC, PDAC compared to *Smad4* WT controls. Impaired tumor growth of JAK inhibitor-treated KPC^*Smad4*-KO^ tumors was associated with an increase in apoptosis, as well as CD8^+^ T cell abundance. Considering recent studies demonstrating enhanced efficacy of JAK/STAT inhibition with immunotherapy in cancer (60,61), *Smad4*-deleted PDAC may show increased sensitivity to this combination regimen. SMAD4 and KRAS mutation-specific differences in JAK/STAT dependency may start to explain why JAK inhibitors showed promise in pre-clinical studies but failed to display benefit when used to treat patients with genetically heterogeneous PDAC (5,62–64). Although these clinical trials were done in the presence of chemotherapy, and such combinations could be explored in the future, our data suggest that better understanding of how PDAC genetics impact malignant-stromal crosstalk is needed if we are to deploy more effective targeted therapies in the clinic. Of note, MAPK signaling was also upregulated in KPC^*Smad4*-KO^ organoids, and *Smad4*-deficient PDAC cells have been shown to be more susceptible than *Smad4* WT cells to MEK inhibition (65).

Our study also highlights the power of comparing isogenic murine organoid-derived models to begin to deconvolute the complexity of human PDAC and pinpoint the impact of combinations of mutations on malignant cells and TME. Further modeling of the genetic complexity observed in patients will enable to better understand its impact on bi-directional malignant-stromal crosstalk, PDAC progression and therapeutic vulnerabilities. Due to the heterogeneous nature of the TME, scRNA-seq studies coupled with genetic information will be key in future efforts to more effectively target the biology of distinct groups of PDAC.

Upregulation of STAT3 signaling in the epithelial compartment of KPC GEMMs was also observed following TGFBR2 loss and was associated with increased tissue tension and collagen fiber changes (28,52,66). Here, we found increased STAT3 activation in both malignant cells and the iCAF-rich microenvironment associated with KPC^*Smad4*-KO^, but not KvPC^*Smad4*-KO^, PDAC compared to *Smad4* WT tumors. Furthermore, contrary to TGFBR2 loss (28), SMAD4 deletion in KPC and KvPC PDAC drove primary tumor growth *in vivo*. Accordingly, among mutations associated with impaired TGF-β signaling, only SMAD4 loss was associated with worse survival of PDAC patients (52). Of note, our pre-clinical study suggested that growth kinetics of established KPC^*Smad4*-KO^ and KPC^*Smad4*-WT^ tumors is comparable.

Evidence suggests that inflammatory CAFs play tumor-promoting and immunosuppressive roles in cancer (2,5,67,68). Therefore, since iCAFs increase in *Smad4*-deleted PDAC, it is tempting to speculate that they may be involved in the aggressive phenotype of these tumors. However, this remains to be assessed. Similarly, whether the decrease in apCAFs or increase in metastasis-promoting CD90^-^ EGFR-activated myCAFs (11) participate in driving the aggressive phenotype of KPC^*Smad4*-KO^ PDAC remains to be determined. Fibroblast-specific GEMMs will be required to address these questions. Finally, the reduction in NK cells, which typically play anti-tumor roles (69,70), as well as changes in macrophage and neutrophil phenotype and abundance may also contribute to the faster progression of *Smad4*-deleted PDAC. Indeed, macrophages contribute to PDAC development and therapies targeting neutrophils in PDAC mouse models hindered tumor progression (71,72).

As KRAS mutant-specific and pan-RAS inhibitors are being developed (73–75), understanding differences between KRAS mutations, and their associated TMEs, could be key to design effective combinatorial strategies. While our analyses revealed similar effects caused by SMAD4 loss in the context of KPC and KvPC tumors, they also highlighted important differences in malignant cell features and stroma composition. Whether these are at least partially dependent on intrinsic differences of distinct KRAS mutations remains to be determined. Similarly, further investigation will be pivotal to determine the roles of other mutations in shaping the stroma and therapy response of PDAC.

## Supplementary Material

Supp Figures and legends

Table 1

Table 2

Table 3

Table 4

Table 5

Table 6

Table 7

Table 8

Table 9

Table 10

Table 11

Table 12

Table 13

## Figures and Tables

**Figure 1:**
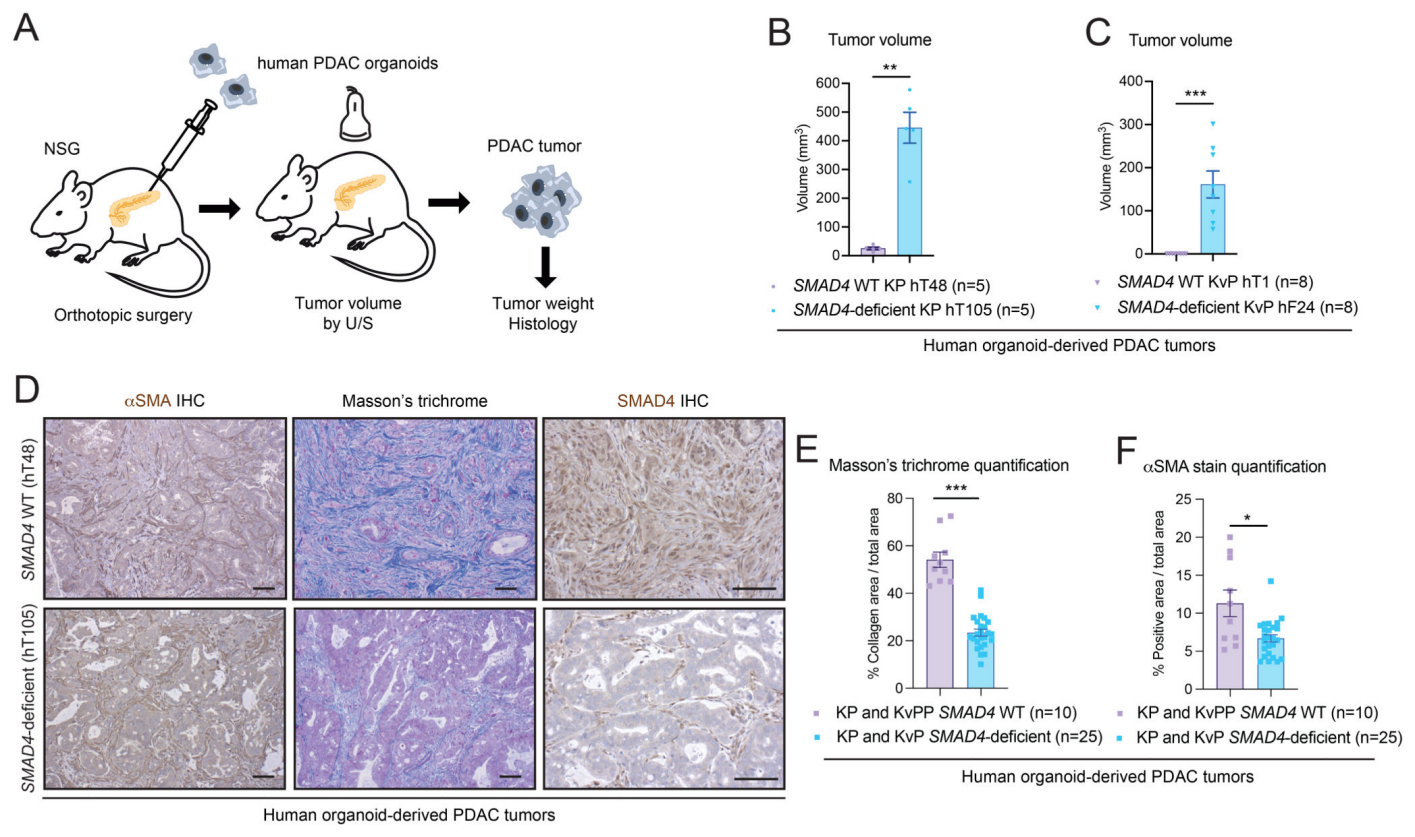
*SMAD4*-deficient human organoid-derived PDAC tumors have less fibrosis than *SMAD4* WT tumors. **(A)** Schematic of analyses of orthotopically-grafted human organoid-derived pancreatic ductal adenocarcinoma (PDAC) models in NOD SCID gamma (NSG) mice. U/S, ultrasound-based imaging. **(B-C)** Volumes, measured by U/S, of tumors derived from the transplantation of KP (58 days post-transplant) **(B)** or KvP (64 days post-transplant) **(C)** *SMAD4* wild-type (WT) or *SMAD4*-deficient human PDAC organoids with *KRAS*^G12D^ or *KRAS*^G12V^ mutation, respectively. **(D)** Representative SMAD4, Masson’s trichrome and alpha smooth muscle actin (αSMA) stains in *SMAD4* WT or *SMAD4*-deficient human organoid-derived KP PDAC. Scale bars, 50 μm. **(E-F)** Quantification of Masson’s trichrome **(E)** and αSMA **(F)** stains in *SMAD4* WT or *SMAD4*-deficient human organoid-derived PDAC. For **C, E** and **F**, results show mean ± SEM. *, *P* < 0.05, **, *P* < 0.01; ***, *P* < 0.001, Mann-Whitney test.

**Figure 2:**
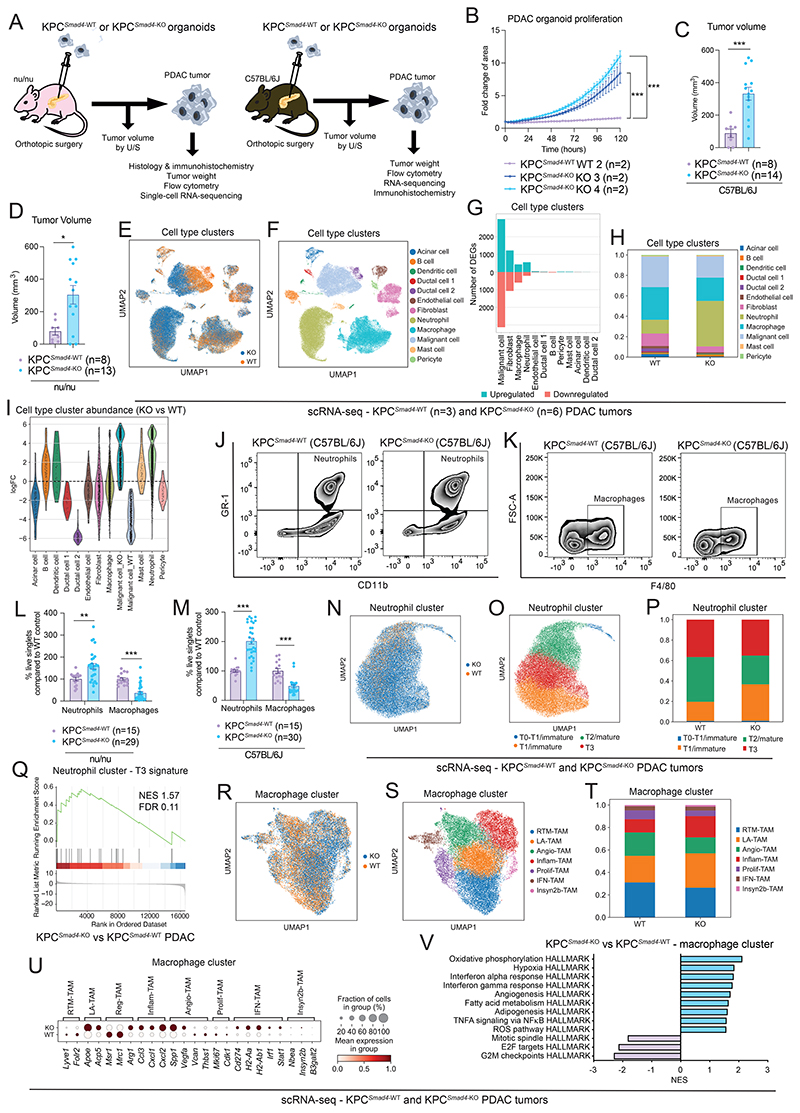
*Smad4* loss impacts the immune TME in KPC PDAC. **(A)** Schematic of analyses of KPC (i.e. *Kras*^G12D^ p53-mutant) orthotopically-grafted organoid-derived PDAC models in nu/nu (left) or C57BL/6J (right) mice. **(B)** Proliferation curves of KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ (KO3 and KO4) PDAC organoids cultured for 120 hours in reduced media (i.e., 5% FBS DMEM). Data were normalized to the first measurement (3 hours post-plating). Results show mean ± SEM of n=2 biological replicates (with n=4 technical replicates each). ***, *P* < 0.001, Mann-Whitney test calculated for the last time point. **(C)** Volumes of tumors derived from transplantation of KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids in C57BL/6J mice measured by U/S. Results show mean ± SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides (32 days (n= 4 WT and n= 8 KO) or 21 days (n= 4 WT and n= 6 KO) post-transplant). ***, *P* < 0.001, Mann-Whitney test. **(D)** Volumes of tumors derived from transplantation of KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ PDAC organoids in nu/nu mice measured by U/S. Results show mean ± SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides (25 days (n= 4 WT and n= 7 KO) or day 21 days (n= 4 WT and n= 6 KO) post-transplant). *, *P* < 0.05, Mann-Whitney test. **(E-F)** Uniform manifold approximation and projection (UMAP) plot shows cell clusters from KPC^*Smad4*-WT^ (n=3) or KPC^*Smad4*-KO^ (n=6) tumors analyzed by single-cell RNA-sequencing (scRNA-seq), color-coded by **(E)** genotype or **(F)** cell type. **(G)** Upregulated and downregulated differentially expressed genes (DEGs) in each cell type identified by pseudobulk analysis from scRNA-seq of KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors. False discovery rate (FDR) < 0.05. **(H)** Cell type contribution in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors. **(I)** Violin plots showing the distribution of groups of nearest neighbor cells from different cell type clusters upon the log-fold change between KPC^*Smad4*-KO^ vs KPC^*Smad4*-WT^ conditions computed with Milo. The malignant cell cluster was divided by cells from *Smad4* WT or *Smad4* KO tumors to clarify the directionality of abundance. **(J-K)** Representative flow plots of **(J)** neutrophils (CD45^+^CD11b^+^Gr1^+^) and **(K)** macrophages (CD45^+^Gr1^-^CD11b^+^F4/80^+^) from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors in C57BL/6J mice. **(L-M)** Flow cytometric analysis of neutrophils (CD45^+^CD11b^+^Gr1^+^) and macrophages (CD45^+^Gr1^-^CD11b^+^F4/80^+^) from live singlets in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors in **(L)** nu/nu or **(M)** C57BL/6J mice. Results show mean ± SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. **, *P* < 0.01; ***, *P* < 0.001, Mann-Whitney test. **(N-O)** UMAP plot of neutrophils from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors analyzed by scRNA-seq, color-coded by **(N)** genotype or **(O)** sub-cluster. **(P)** Sub-cluster contribution in neutrophils of KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors. **(Q)** Gene set enrichment analysis (GSEA) of T3 neutrophil signature in neutrophils from KPC^*Smad4*-KO^ PDAC compared to KPC^*Smad4*-WT^ PDAC. The signature from Ng et al (13) is significantly upregulated. NES, normalized enrichment score. **(R-S)** UMAP plot of macrophages from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors analyzed by scRNA-seq, color-coded by **(R)** genotype or **(S)** sub-cluster. RTM-TAM, resident-tissue macrophage-like tumor-associated macrophage (TAM); LA-TAM, lipid-associated TAM; Angio-TAM, pro-angiogenic TAM; Inflam-TAM, inflammatory cytokine-enriched TAM; Prolif-TAM, proliferating TAM; IFN-TAM, interferon-primed TAM. Macrophage subtypes are from Ma et al (12). **(T)** Sub-cluster contribution in macrophages of KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors. **(U)** Dot plot visualization of scaled average expression of macrophage subtype markers in macrophages from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors analyzed by scRNA-seq. Color intensity represents expression level and dot size represents the percentage of expressing cells. **(V)** Selected significantly upregulated (i.e. NES > 1.50 and FDR < 0.25) and downregulated (i.e. NES < -1.50 and FDR < 0.25) pathways identified by GSEA of macrophages from KPC^*Smad4*-KO^ compared to KPC^*Smad4*-WT^ tumors, assessed by pseudobulk analysis from the scRNA-seq dataset.

**Figure 3:**
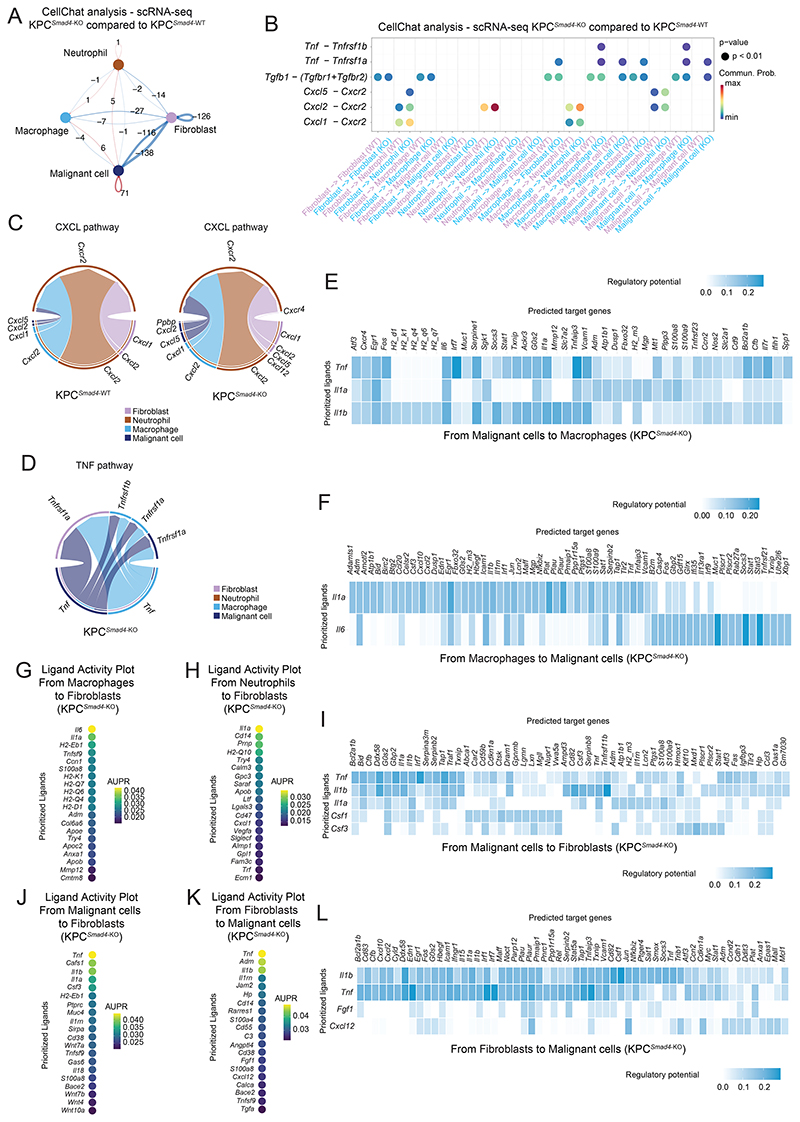
*Smad4* loss impacts malignant-stromal crosstalk in KPC PDAC. **(A)** Cell-cell communication analysis using CellChat showing the number of connections lost (blue) or gained (red) between malignant cells, fibroblasts, macrophages and neutrophils in KPC^*Smad4*-KO^ (n=6) compared to KPC^*Smad4*-WT^ (n=3) tumors, as assessed by scRNA-seq. **(B)** Selected ligand-receptor interactions and their strength based on CellChat analysis between malignant cells, fibroblasts, macrophages and neutrophils in KPC^*Smad4*-KO^ tumors compared to KPC^*Smad4*-WT^ tumors. Commun. Prob., communication probability. **(C-D)** Selected pathways with significantly different connections between malignant cells, fibroblasts, macrophages, and neutrophils in KPC^*Smad4*-KO^ tumors compared to KPC^*Smad4*-WT^ tumors. **(E-F)** Ligand-target heatmaps show top selected ligands of **(E)** malignant cells inferred to regulate target genes in macrophages and **(F)** macrophages inferred to regulate target genes in malignant cells in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis of scRNA-seq. **(G-H)** Ligand activity plots show the top ligands of **(G)** macrophages or **(H)** neutrophils inferred to regulate target genes in fibroblasts in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis. AUPR, area under the precision-recall curve. **(I)** Ligand-target heatmap shows top selected ligands of malignant cells inferred to regulate target genes in fibroblasts in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis. **(J)** Ligand activity plot shows the top ligands of malignant cells inferred to regulate target genes in fibroblasts in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis. **(K)** Ligand activity plot shows the top ligands of fibroblasts inferred to regulate target genes in malignant cells in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis. **(L)** Ligand-target heatmap shows top selected ligands of fibroblasts inferred to regulate target genes in malignant cells in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis.

**Figure 4:**
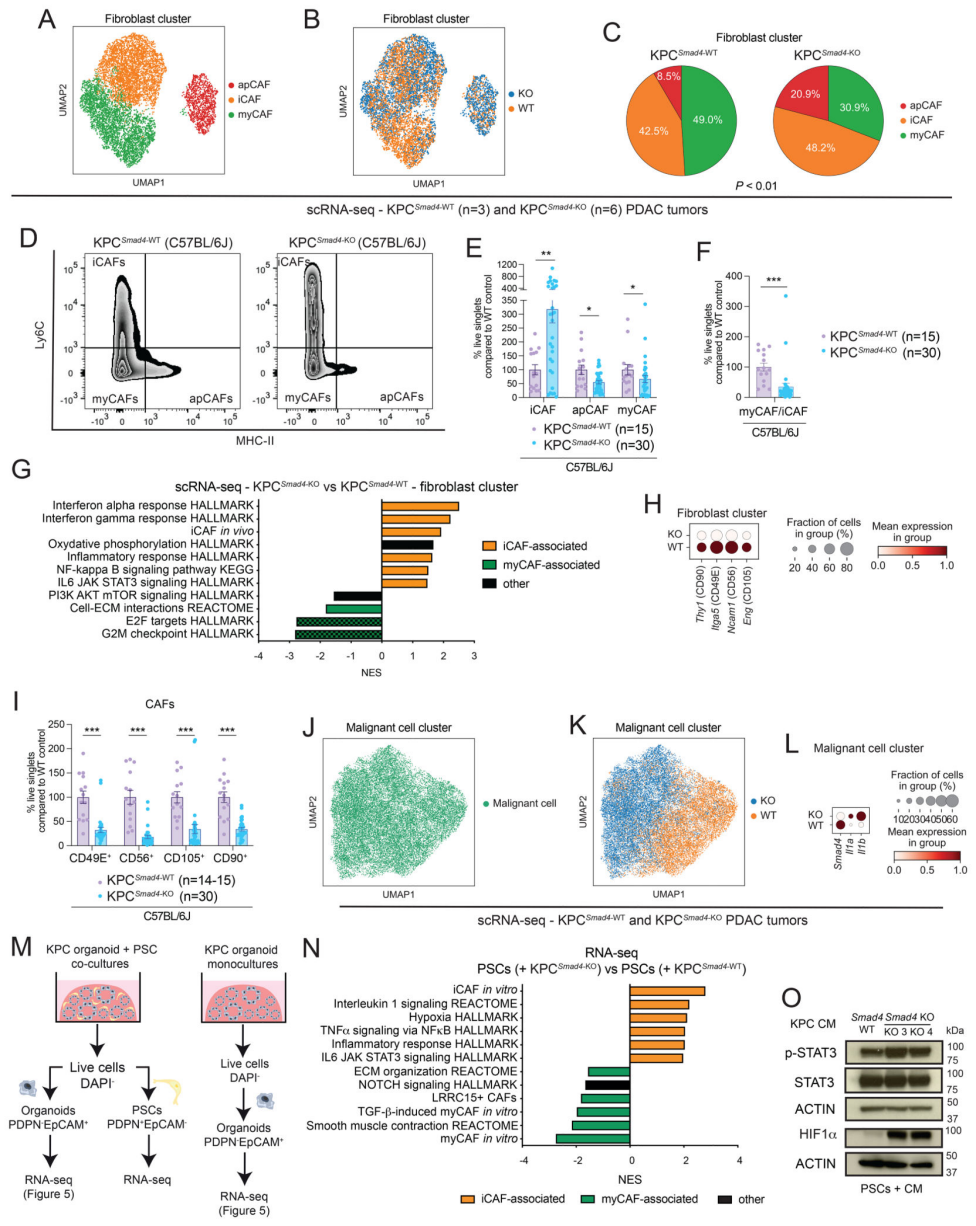
*Smad4* loss drives a fibro-inflammatory stroma in KPC PDAC. **(A-B)** UMAP plots showing the cell cluster of cancer-associated fibroblasts (CAFs) from KPC^*Smad4*-WT^ (n=3) or KPC^*Smad4*-KO^ (n=6) PDAC analyzed by scRNA-seq, color-coded by sub-cluster **(A)** or genotype **(B). (C)** Pie charts showing proportions of different CAF clusters from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors. *P* < 0.01, chi-square test. **(D)** Representative flow plots of Ly6C^-^MHCII^-^ myCAFs, Ly6C^+^MHCII^-^ iCAFs and Ly6C^-^MHCII^+^ apCAFs from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors in C57BL/6J mice. **(E-F)** Flow cytometric analyses of **(E)** myCAFs (Ly6C^-^MHCII^-^ CAFs), iCAFs (Ly6C^+^MHCII^-^ CAFs) and apCAFs (Ly6C^-^MHCII^+^ CAFs) and **(F)** myCAF/iCAF ratio from live singlets in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors in C57BL/6J mice. Results show mean ± SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001, Mann-Whitney test. **(G)** Selected significantly upregulated (i.e. NES > 1.50, FDR < 0.25; apart for the IL6 JAK STAT3 signaling HALLMARK with NES=1.47) and downregulated (i.e. NES < -1.50, FDR < 0.25) pathways identified by GSEA of CAFs from KPC^*Smad4*-KO^ compared to KPC^*Smad4*-WT^ tumors, as assessed by pseudobulk analysis from scRNA-seq. The *in vivo* iCAF signature is from Elyada et al (3). **(H)** Dot plot visualization of the scaled average expression of myCAF-enriched markers in CAFs from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors, as analyzed by scRNA-seq. Color intensity represents expression level and dot size represents the percentage of expressing cells. **(I)** Flow cytometric analyses of CD90^+^, CD49E^+^, CD56^+^ and CD105^+^ CAFs from live singlets in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors in C57BL/6J mice. Results show mean ± SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. ***, *P* < 0.001, Mann-Whitney test. **(J-K)** UMAP plots showing the malignant cell cluster from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors analyzed by scRNA-seq **(J)**. Different genotypes are color-coded **(K). (L)** Dot plot visualization of the scaled average expression of *Smad4, Il1a* and *Il1b* in malignant cells from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors, as analyzed by scRNA-seq. Color intensity represents expression level and dot size represents the percentage of expressing cells. **(M)** Schematic of flow-sorting strategy of pancreatic stellate cells (PSCs) and KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ PDAC organoids from monocultures or co-cultures for RNA-sequencing (RNA-seq). **(N)** Selected significantly upregulated and downregulated pathways identified by GSEA of PSCs cultured with KPC^*Smad4*-KO^ organoids (n=10) compared to PSCs cultured with KPC^*Smad4*-WT^ organoids (n=5). The *in vitro* iCAF and myCAF signatures are from Öhlund et al (4). The TGF-β-induced myCAF *in vitro* signature is from Mucciolo and Araos Henríquez et al (11). The LRRC15^+^ CAF signature is from Dominguez et al (7). **(O)** Western blot analysis of phospho-STAT3 (p-STAT3), STAT3 and hypoxia inducible factor 1 alpha (HIF-1α) in PSCs cultured for 4 days in PDAC organoid conditioned media (CM) from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids. ACTIN, loading controls.

**Figure 5:**
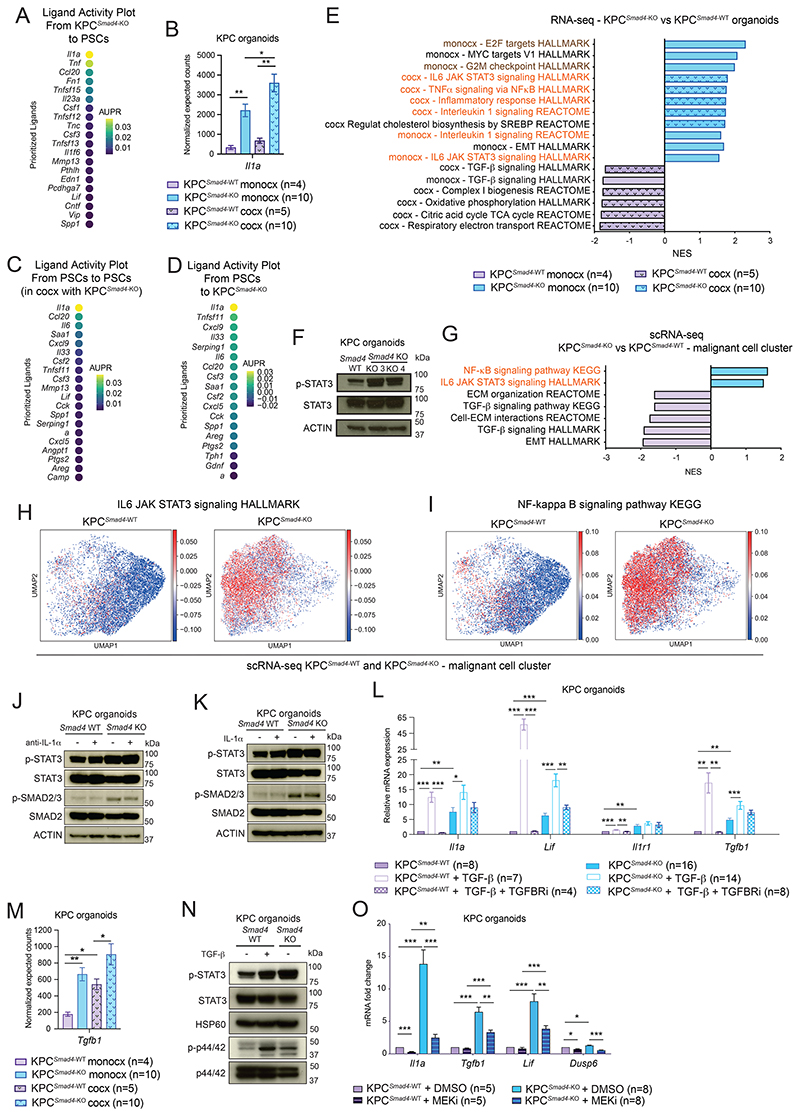
*Smad4* loss upregulates IL-1 and JAK/STAT signaling in KPC PDAC. **(A)** Ligand activity plot shows the top ligands of KPC^*Smad4*-KO^ PDAC organoids inferred to regulate target genes in co-cultured PSCs, as assessed by NicheNet analysis of RNA-seq. **(B)** RNA-seq expression of *Il1a* in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids flow-sorted from monocultures or co-cultures with PSCs. Results show mean ± SEM. *, *P* < 0.05, **, *P* < 0.01, Mann-Whitney test. **(C-D)** Ligand activity plots show the top ligands of PSCs in co-culture with KPC^*Smad4*-KO^ organoids inferred to regulate target genes in **(C)** PSCs or **(D)** co-cultured organoids, as assessed by NicheNet analysis. **(E)** Selected GSEA pathways significantly enriched or depleted in KPC^*Smad4*-KO^ compared to KPC^*Smad4*-WT^ malignant cells flow-sorted from monocultures or co-cultures with PSCs. The smooth pattern indicates the monocultures. Inflammatory pathways are in orange. Proliferation-associated pathways are in brown. Cocx, co-culture; monocx, monoculture. **(F)** Western blot analysis of p-STAT3 and STAT3 in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids cultured in reduced media for 2 days. ACTIN, loading control. **(G)** Selected significantly upregulated or downregulated pathways identified by GSEA of malignant cells from KPC^*Smad4*-KO^ tumors (n=6) compared to malignant cells from KPC^*Smad4*-WT^ tumors (n=3), as assessed by pseudobulk analysis of scRNA-seq. Inflammatory pathways are in orange. **(H-I)** UMAP plots of malignant cells from KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ tumors colored by the NES of the HALLMARK IL6 JAK STAT3 signaling **(H)** or the KEGG NF-κB signaling **(I)** pathways, as analyzed by scRNA-seq. **(J-K)** Western blot analysis of p-STAT3, STAT3, phospho-SMAD2/3 (p-SMAD2/3) and SMAD2 in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids cultured for 3 days in reduced media with **(J)** 5 μg/mL anti-IL1α or isotype control, or **(K)** 10 ng/mL IL1-α. ACTIN, loading controls. **(L)** qPCR analysis of *Il1a, Lif, Il1r1*, and *Tgfb1* in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids cultured for 2 days in reduced media with or without 5-20 ng/mL TGF-β in the presence or absence of 2 μM TGFBR1 inhibitor A83-01 (TGFBRi). Results show mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001, paired and unpaired Student’s *t* test. **(M)** RNA-seq expression of *Tgfb1* in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids flow-sorted from monocultures or co-cultures with PSCs. Results show mean ± SEM. *, *P* < 0.05; **, *P* < 0.01, Mann-Whitney test. **(N)** Western blot analysis of p-STAT3, STAT3, phospho-p44/42 (p-p44/42) and p44/42 in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids cultured for 2 days in reduced media with 5 ng/mL TGF-β. HSP60, loading control. **(O)** qPCR analysis of *Il1a, Tgfb1, Lif*, and *Dusp6* (i.e. a MAPK MEK/ERK target) in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids cultured for 3 days in reduced media with DMSO or 1-2 nM MEK inhibitor trametinib (MEKi). Results show mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001, paired and unpaired Student’s *t* test.

**Figure 6:**
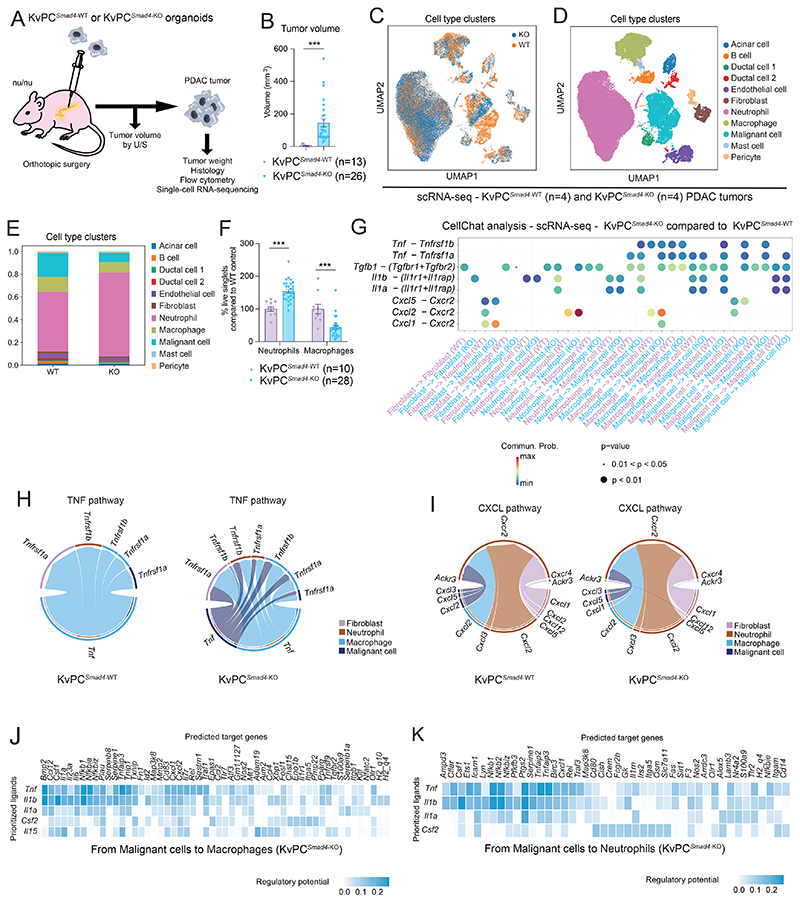
*Smad4* loss impacts the immune TME and malignant-stromal crosstalk in KvPC PDAC. **(A)** Schematic of analyses of KvPC (i.e. *Kras*^G12V^ p53-mutant) orthotopically-grafted organoid-derived PDAC models in nu/nu mice. **(B)** Volumes of tumors derived from the transplantation of *Smad4* WT or *Smad4* KO KvPC (i.e. *Kras*^G12V^ p53 mutant) PDAC organoids, measured by U/S. Results show mean ± SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides (29 days (cohort 1), 30 days (cohort 2) or 65 days (cohort 3) post-transplant). ***, *P* < 0.001, Mann-Whitney test. **(C-D)** UMAP plot of all cell types from KvPC^*Smad4*-WT^ (n=4) or KvPC^*Smad4*-KO^ (n=4) PDAC tumors analyzed by scRNA-seq, color-coded by genotype **(C)** or cell type clusters **(D). (E)** Cell type contribution in KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors. **(F)** Flow cytometric analysis of neutrophils (CD45^+^CD11b^+^Gr1^+^) and macrophages (CD45^+^Gr1^-^CD11b^+^F4/80^+^) from live singlets in KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors. Results show mean ± SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. ***, *P* < 0.001, Mann-Whitney test. **(G)** Selected ligand-receptor interactions and their strength based on CellChat analysis between malignant cells, fibroblasts, macrophages, and neutrophils in KvPC^*Smad4*-KO^ compared to KvPC^*Smad4*-WT^ tumors. **(H-I)** Selected pathways with significantly different connections between malignant cells, fibroblasts, macrophages, and neutrophils in KvPC^*Smad4*-KO^ compared to KvPC^*Smad4*-WT^ tumors. **(J-K)** Ligand-target heatmaps show top selected ligands of malignant cells inferred to target genes in macrophages **(J)** and neutrophils **(K)** in KvPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis of scRNA-seq.

**Figure 7:**
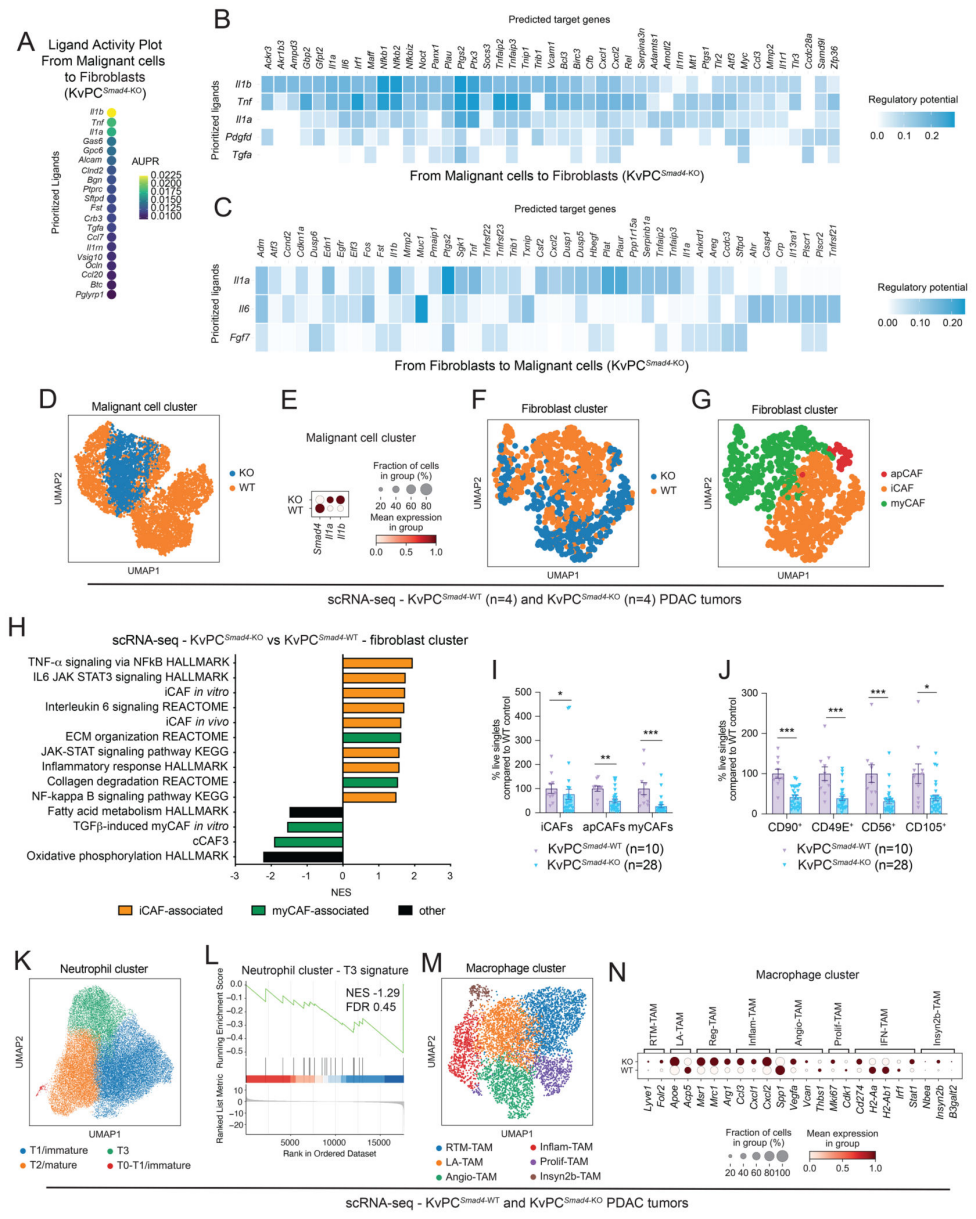
*Smad4* loss drives a fibro-inflammatory stroma in KvPC PDAC. **(A)** Ligand activity plot shows the top ligands of malignant cells inferred to regulate target genes in fibroblasts in KvPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis of scRNA-seq. **(B-C)** Ligand-target heatmaps show top selected ligands of **(B)** malignant cells inferred to regulate target genes in fibroblasts and **(C)** fibroblasts inferred to regulate target genes in malignant cells in KPC^*Smad4*-KO^ PDAC, as assessed by NicheNet analysis. **(D)** UMAP plot of malignant cells from KvPC^*Smad4*-WT^ (n=4) or KvPC^*Smad4*-KO^ (n=4) tumors analyzed by scRNA-seq, color-coded by genotype. **(E)** Dot plot visualization of the scaled average expression of *Smad4, Il1a* and *Il1b* in malignant cells of KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors, as analyzed by scRNA-seq. Color intensity represents expression level and dot size represents the percentage of expressing cells. **(F-G)** UMAP plots of CAFs from KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors analyzed by scRNA-seq, color-coded by genotype **(F)** or sub-cluster **(G). (H)** Selected significantly upregulated (i.e. NES > 1.50 and FDR < 0.25; apart from the NF-kappa B signaling pathway with NES = 1.49) and downregulated (i.e. NES < -1.50 and FDR < 0.25; apart from the fatty acid metabolism with NES = -1.48) pathways identified by GSEA of CAFs from KvPC^*Smad4*-KO^ compared to KvPC^*Smad4*-WT^ tumors, as assessed by pseudobulk analysis from scRNA-seq. The *in vivo* iCAF signature is from Elyada et al (3). The *in vitro* iCAF signature is from Öhlund et al (4). The TGF-β-induced myCAF *in vitro* signature is from Mucciolo and Araos Henríquez et al (11). The cCAF3 signature is from McAndrews et al (8). **(I-J)** Flow cytometric analyses of **(I)** myCAFs (Ly6C^-^MHCII^-^ CAFs), iCAFs (Ly6C^+^MHCII^-^ CAFs) and apCAFs (Ly6C^-^MHCII^+^ CAFs), and **(J)** CD90^+^, CD49E^+^, CD56^+^ and CD105^+^ CAFs from live singlets in KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors. Results show mean ± SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001, Mann-Whitney test. **(K)** UMAP plot of neutrophils from KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ PDAC analyzed by scRNA-seq. Different sub-clusters are color-coded. **(L)** GSEA of T3 neutrophil signature in neutrophils from KvPC^*Smad4*-KO^ compared to KvPC^*Smad4*-WT^ PDAC. The signature from Ng et al (13) is not significantly altered. **(M)** UMAP plot of macrophages from KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors analyzed by scRNA-seq. Different sub-clusters are color-coded. **(N)** Dot plot visualization of the scaled average expression of macrophage markers in macrophages from KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ tumors analyzed by scRNA-seq. Color intensity represents expression level and dot size represents the percentage of expressing cells.

**Figure 8:**
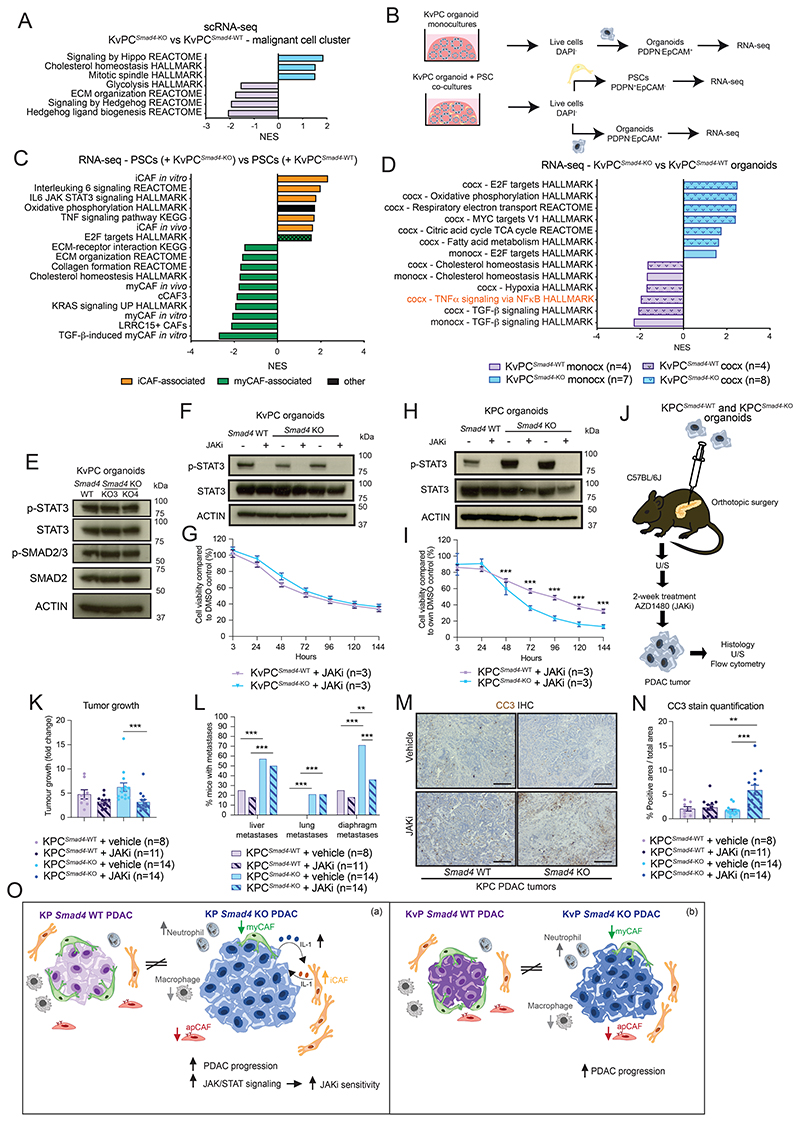
*Smad4* loss tunes signaling dependencies in PDAC with distinct KRAS status. **(A)** Selected significantly upregulated or downregulated pathways identified by GSEA of malignant cells from KvPC^*Smad4*-KO^ PDAC (n=4) compared to malignant cells from KvPC^*Smad4*-WT^ tumors (n=4), as assessed by pseudobulk analysis of the scRNA-seq dataset. **(B)** Schematic of flow-sorting strategy of PSCs and KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ PDAC organoids from monocultures or co-cultures for RNA-seq analysis. **(C)** Selected significantly upregulated and downregulated pathways identified by GSEA of PSCs cultured with KvPC^*Smad4*-KO^ organoids (n=8) compared to PSCs cultured with KvPC^*Smad4*-WT^ organoids (n=4). The *in vivo* iCAF and myCAF signatures are from Elyada et al (3). The *in vitro* iCAF and myCAF signatures are from Öhlund et al (4). The TGF-β-induced myCAF *in vitro* signature is from Mucciolo and Araos Henríquez et al (11). The LRRC15^+^ CAF and cCAF3 signatures are from Dominguez et al (7) and McAndrews et al (8), respectively. **(D)** Selected pathways found significantly enriched or depleted by GSEA in KvPC^*Smad4*-KO^ malignant cells compared to KvPC^*Smad4*-WT^ malignant cells flow-sorted from monocultures or co-cultures with PSCs. The smooth pattern indicates the monocultures. Inflammatory pathways are highlighted in orange. **(E)** Western blot analysis of p-STAT3, STAT3, p-SMAD2/3 and SMAD2 in KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ organoids cultured in reduced media for 2 days. ACTIN, loading control. **(F)** Western blot analysis of p-STAT3 and STAT3 in KvPC^*Smad4*-WT^ or KvPC^*Smad4*-KO^ organoids cultured for 2 days in reduced media with or without 8 μM of the JAK inhibitor (JAKi, AZD1480). ACTIN, loading control. **(G)** Proliferation curves of KvPC^*Smad4*-WT^ and KvPC^*Smad4*-KO^ organoids cultured for 144 hours in reduced media with or without 8 μM JAKi. Data were normalized to the first measurement (3 hours post-plating) and to the DMSO control. Results show mean ± SEM of n=3 biological replicates (with n=6 technical replicates each). No statistical difference was found by Mann-Whitney test. **(H)** Western blot analysis of p-STAT3 and STAT3 in KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ organoids cultured for 2 days in reduced media with or without 8 μM of the JAKi. ACTIN, loading control. **(I)** Proliferation curves of KPC^*Smad4*-WT^ and KPC^*Smad4*-KO^ organoids cultured for 144 hours in reduced media with or without 8 μM JAKi. Data were normalized to the first measurement (3 hours post-plating) and to the DMSO control. Results show mean ± SEM of n=3 biological replicates (with n=6 technical replicates each). ***, *P* < 0.001, Mann-Whitney test. **(J)** Schematic of experimental design and downstream analyses of a 2-week JAKi treatment of KPC^*Smad4*-WT^ and KPC^*Smad4*-KO^ organoid-derived PDAC models in C57BL/6J mice. **(K)** Tumor growth (i.e. ratio of tumor volume at day 14 and tumor volume at day -1), measured by U/S, of 2-week vehicle- and JAKi-treated KPC^*Smad4*-WT^ or KPC^*Smad4*-KO^ PDAC tumors. Results show mean ± SEM from 3 separate experiments. ***, *P* < 0.001, Mann-Whitney test. **(L)** Percentage of KPC^*Smad4*-WT^ and KPC^*Smad4*-KO^ tumor-bearing mice with metastases in the liver, lungs and diaphragm following 2 weeks of treatment with vehicle or JAKi. Results show data from 3 experiments. **, *P* < 0.01, ***, *P* < 0.001, chi-square test. **(M)** Representative cleaved caspase 3 (CC3) immunohistochemistry (IHC) stains in 2-week vehicle- or JAKi- treated KPC^*Smad4*-WT^ and KPC^*Smad4*-KO^ PDAC tumors. Scale bars, 50 μm. **(N)** Quantification of CC3 stain in 2-week vehicle- or JAKi-treated KPC^*Smad4*-WT^ and KPC^*Smad4*-KO^ PDAC tumors. Results show mean ± SEM from 3 separate experiments. **, *P* < 0.01; ***, *P* < 0.001, Mann-Whitney test. **(O)** Model illustrating how *Smad4* loss differently shapes murine KRAS^G12D^ (a) or KRAS^G12V^ (b) p53 mutant PDAC tumors, including their progression, tumor microenvironment and therapeutic sensitivity.

## Data Availability

For RNA-seq and scRNA-seq datasets, the data generated in this study are publicly available at the GEO under the accession numbers GSE263080, GSE263081, GSE262879, GSE262878 and GSE274684. For ultrasound-based tumor volume, western blot, qPCR, organoid proliferation assay, flow cytometry, histology and immunochemistry data, the raw data are available on request from the corresponding author. No publicly available data was reused. This paper does not report original code.

## Statement of Significance

SMAD4 loss differentially impacts malignant-stromal cell signaling and treatment sensitivity of pancreatic tumors driven by KRAS^G12D^ or KRAS^*G12V*^, highlighting the importance of understanding genotype-phenotype relationships for precision therapy.

## References

[1] Siegel RL, Giaquinto AN, Jemal A (2024). Cancer statistics, 2024. CA: A Cancer Journal for Clinicians.

[2] Biffi G, Tuveson DA (2021). Diversity and Biology of Cancer-Associated Fibroblasts. Physiol Rev.

[3] Elyada E, Bolisetty M, Laise P, Flynn WF, Courtois ET, Burkhart RA (2019). Cross-species single-cell analysis of pancreatic ductal adenocarcinoma reveals antigen-presenting cancer-associated fibroblasts. Cancer Discov.

[4] Ohlund D, Handly-Santana A, Biffi G, Elyada E, Almeida AS, Ponz-Sarvise M (2017). Distinct populations of inflammatory fibroblasts and myofibroblasts in pancreatic cancer. J Exp Med.

[5] Biffi G, Oni TE, Spielman B, Hao Y, Elyada E, Park Y (2019). IL1-Induced JAK/STAT Signaling Is Antagonized by TGFbeta to Shape CAF Heterogeneity in Pancreatic Ductal Adenocarcinoma. Cancer Discov.

[6] Hutton C, Heider F, Blanco-Gomez A, Banyard A, Kononov A, Zhang X (2021). Single-cell analysis defines a pancreatic fibroblast lineage that supports anti-tumor immunity. Cancer Cell.

[7] Dominguez CX, Muller S, Keerthivasan S, Koeppen H, Hung J, Gierke S (2020). Single-Cell RNA Sequencing Reveals Stromal Evolution into LRRC15(+) Myofibroblasts as a Determinant of Patient Response to Cancer Immunotherapy. Cancer Discov.

[8] McAndrews KM, Chen Y, Darpolor JK, Zheng X, Yang S, Carstens JL (2022). Identification of Functional Heterogeneity of Carcinoma-Associated Fibroblasts with Distinct IL6-Mediated Therapy Resistance in Pancreatic Cancer. Cancer Discov.

[9] Helms EJ, Berry MW, Chaw RC, DuFort CC, Sun D, Onate MK (2022). Mesenchymal Lineage Heterogeneity Underlies Nonredundant Functions of Pancreatic Cancer-Associated Fibroblasts. Cancer Discov.

[10] Huang H, Wang Z, Zhang Y, Pradhan RN, Ganguly D, Chandra R (2022). Mesothelial cell-derived antigen-presenting cancer-associated fibroblasts induce expansion of regulatory T cells in pancreatic cancer. Cancer Cell.

[11] Mucciolo G, Araos Henríquez J, Jihad M, Pinto Teles S, Manansala JS, Li W (2023). EGFR-activated myofibroblasts promote metastasis of pancreatic cancer. Cancer Cell.

[12] Ma R-Y, Black A, Qian B-Z (2022). Macrophage diversity in cancer revisited in the era of single-cell omics. Trends Immunol.

[13] Ng MSF, Kwok I, Tan L, Shi C, Cerezo-Wallis D, Tan Y (2024). Deterministic reprogramming of neutrophils within tumors. Science.

[14] Lloyd EG, Henríquez JA, Biffi G (2024). Modelling the micro- and macro- environment of pancreatic cancer: from patients to pre-clinical models and back. Disease Models & Mechanisms.

[15] Collisson EA, Sadanandam A, Olson P, Gibb WJ, Truitt M, Gu S (2011). Subtypes of pancreatic ductal adenocarcinoma and their differing responses to therapy. Nature Medicine.

[16] Moffitt RA, Marayati R, Flate EL, Volmar KE, Loeza SGH, Hoadley KA (2015). Virtual microdissection identifies distinct tumor- and stroma-specific subtypes of pancreatic ductal adenocarcinoma. Nature Genetics.

[17] Bailey P, Chang DK, Nones K, Johns AL, Patch AM, Gingras MC (2016). Genomic analyses identify molecular subtypes of pancreatic cancer. Nature.

[18] Somerville TD, Biffi G, Daßler-Plenker J, Hur SK, He X-Y, Vance KE, Sawyers CL, Ojala PM, Oliver T (2020). Squamous trans-differentiation of pancreatic cancer cells promotes stromal inflammation. eLife.

[19] Raghavan S, Winter PS, Navia AW, Williams HL, DenAdel A, Lowder KE (2021). Microenvironment drives cell state, plasticity, and drug response in pancreatic cancer. Cell.

[20] Chan-Seng-Yue M, Kim JC, Wilson GW, Ng K, Figueroa EF, O’Kane GM (2020). Transcription phenotypes of pancreatic cancer are driven by genomic events during tumor evolution. Nat Genet.

[21] Williams HL, Dias Costa A, Zhang J, Raghavan S, Winter PS, Kapner KS (2022). Spatially-resolved single-cell assessment of pancreatic cancer expression subtypes reveals co-expressor phenotypes and extensive intra-tumoral heterogeneity. Cancer Research.

[22] Aguirre AJ, Nowak JA, Camarda ND, Moffitt RA, Ghazani AA, Hazar-Rethinam M (2018). Real-time genomic characterization of advanced pancreatic cancer to enable precision medicine. Cancer Discovery.

[23] Raphael BJ, Hruban RH, Aguirre AJ, Moffitt RA, Yeh JJ, Stewart C (2017). Integrated Genomic Characterization of Pancreatic Ductal Adenocarcinoma. Cancer Cell.

[24] Hingorani SR, Wang L, Multani AS, Combs C, Deramaudt TB, Hruban RH (2005). Trp53R172H and KrasG12D cooperate to promote chromosomal instability and widely metastatic pancreatic ductal adenocarcinoma in mice. Cancer Cell.

[25] Maddalena M, Mallel G, Nataraj NB, Shreberk-Shaked M, Hassin O, Mukherjee S (2021). TP53 missense mutations in PDAC are associated with enhanced fibrosis and an immunosuppressive microenvironment. Proc Natl Acad Sci U S A.

[26] Shaashua L, Ben-Shmuel A, Pevsner-Fischer M, Friedman G, Levi-Galibov O, Nandakumar S (2022). BRCA mutational status shapes the stromal microenvironment of pancreatic cancer linking clusterin expression in cancer associated fibroblasts with HSF1 signaling. Nat Commun.

[27] Vennin C, Mélénec P, Rouet R, Nobis M, Cazet AS, Murphy KJ (2019). CAF hierarchy driven by pancreatic cancer cell p53-status creates a pro-metastatic and chemoresistant environment via perlecan. Nat Commun.

[28] Laklai H, Miroshnikova YA, Pickup MW, Collisson EA, Kim GE, Barrett AS (2016). Genotype tunes pancreatic ductal adenocarcinoma tissue tension to induce matricellular fibrosis and tumor progression. Nature Medicine.

[29] Iacobuzio-Donahue CA, Fu B, Yachida S, Luo M, Abe H, Henderson CM (2009). DPC4 Gene Status of the Primary Carcinoma Correlates With Patterns of Failure in Patients With Pancreatic Cancer. JCO.

[30] Malinova A, Schreyer D, Fiorini E, Pasini D, Bevere M, D’Agosto S (2023). ecDNA amplification of MYC drives intratumor copy-number heterogeneity and adaptation to stress in PDAC. BioRxiv.

[31] Humpton TJ, Alagesan B, DeNicola GM, Lu D, Yordanov GN, Leonhardt CS (2019). Oncogenic KRAS Induces NIX-Mediated Mitophagy to Promote Pancreatic Cancer. Cancer Discovery.

[32] Oni TE, Biffi G, Baker LA, Hao Y, Tonelli C, Somerville TDD (2020). SOAT1 promotes mevalonate pathway dependency in pancreatic cancer. J Exp Med.

[33] Filippini D, Agosto SD, Delfino P, Simbolo M, Piro G, Rusev B (2019). Immunoevolution of mouse pancreatic organoid isografts from preinvasive to metastatic disease. Sci Rep.

[34] Vassilev LT, Vu BT, Graves B, Carvajal D, Podlaski F, Filipovic Z (2004). In Vivo Activation of the p53 Pathway by Small-Molecule Antagonists of MDM2. Science.

[35] Tiriac H, Belleau P, Engle DD, Plenker D, Deschênes A, Somerville TDD (2018). Organoid profiling identifies common responders to chemotherapy in pancreatic cancer. Cancer Discov.

[36] Boj SF, Hwang C-I, Baker LA, Chio IIC, Engle DD, Corbo V (2015). Organoid models of human and mouse ductal pancreatic cancer. Cell.

[37] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[38] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[39] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[40] Zhu A, Ibrahim JG, Love MI (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

[41] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences.

[42] Browaeys R, Saelens W, Saeys Y (2020). NicheNet: modeling intercellular communication by linking ligands to target genes. Nat Methods.

[43] Müller-Dott S, Tsirvouli E, Vazquez M, Ramirez Flores RO, Badia-I-Mompel P, Fallegger R (2023). Expanding the coverage of regulons from high-confidence prior knowledge for accurate estimation of transcription factor activities. Nucleic Acids Res.

[44] Badia-I-Mompel P, Vélez Santiago J, Braunger J, Geiss C, Dimitrov D, Müller-Dott S (2022). decoupleR: ensemble of computational methods to infer biological activities from omics data. Bioinform Adv.

[45] Zheng GXY, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R (2017). Massively parallel digital transcriptional profiling of single cells. Nat Commun.

[46] Bernstein NJ, Fong NL, Lam I, Roy MA, Hendrickson DG, Kelley DR (2020). Solo: Doublet Identification in Single-Cell RNA-Seq via Semi-Supervised Deep Learning. Cell Syst.

[47] Gayoso A, Lopez R, Xing G, Boyeau P, Valiollah Pour Amiri V, Hong J (2022). A Python library for probabilistic analysis of single-cell omics data. Nat Biotechnol.

[48] Wolf FA, Angerer P, Theis FJ (2018). SCANPY: large-scale single-cell gene expression data analysis. Genome Biology.

[49] Dann E, Henderson NC, Teichmann SA, Morgan MD, Marioni JC (2022). Differential abundance testing on single-cell data using k-nearest neighbor graphs. Nat Biotechnol.

[50] Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan C-H (2021). Inference and analysis of cell-cell communication using CellChat. Nat Commun.

[51] Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biology.

[52] Blackford A, Serrano OK, Wolfgang CL, Parmigiani G, Jones S, Zhang X (2009). SMAD4 gene mutations are associated with poor prognosis in pancreatic cancer. Clin Cancer Res.

[53] Schwoerer S, Cimino FV, Ros M, Tsanov KM, Ng C, Lowe SW (2023). Hypoxia potentiates the inflammatory fibroblast phenotype promoted by pancreatic cancer cell-derived cytokines. Cancer Research.

[54] Luo K (2017). Signaling Cross Talk between TGF-β/Smad and Other Signaling Pathways. Cold Spring Harb Perspect Biol.

[55] Singh SP, Dosch AR, Mehra S, De Castro Silva I, Bianchi A, Garrido VT (2024). Tumor Cell-Intrinsic p38 MAPK Signaling Promotes IL1α-Mediated Stromal Inflammation and Therapeutic Resistance in Pancreatic Cancer. Cancer Res.

[56] Whitmarsh AJ, Davis RJ (1996). Transcription factor AP-1 regulation by mitogen-activated protein kinase signal transduction pathways. J Mol Med (Berl).

[57] Tang L-Y, Heller M, Meng Z, Yu L-R, Tang Y, Zhou M (2017). Transforming Growth Factor-β (TGF-β) Directly Activates the JAK1-STAT3 Axis to Induce Hepatic Fibrosis in Coordination with the SMAD Pathway. J Biol Chem.

[58] Hedvat M, Huszar D, Herrmann A, Gozgit JM, Schroeder A, Sheehy A (2009). The JAK2 Inhibitor, AZD1480, Potently Blocks Stat3 Signaling and Oncogenesis in Solid Tumors. Cancer Cell.

[59] Steele NG, Carpenter ES, Kemp SB, Sirihorachai VR, The S, Delrosario L (2020). Multimodal Mapping of the Tumor and Peripheral Blood Immune Landscape in Human Pancreatic Cancer. Nat Cancer.

[60] Zak J, Pratumchai I, Marro BS, Marquardt KL, Zavareh RB, Lairson LL (2024). JAK inhibition enhances checkpoint blockade immunotherapy in patients with Hodgkin lymphoma. Science.

[61] Mathew D, Marmarelis ME, Foley C, Bauml JM, Ye D, Ghinnagow R (2024). Combined JAK inhibition and PD-1 immunotherapy for non-small cell lung cancer patients. Science.

[62] Hurwitz H, Van Cutsem E, Bendell J, Hidalgo M, Li C-P, Salvo MG (2018). Ruxolitinib + capecitabine in advanced/metastatic pancreatic cancer after disease progression/intolerance to first-line therapy: JANUS 1 and 2 randomized phase III studies. Invest New Drugs.

[63] Wörmann SM, Song L, Ai J, Diakopoulos KN, Kurkowski MU, Görgülü K (2016). Loss of P53 Function Activates JAK2-STAT3 Signaling to Promote Pancreatic Tumor Growth, Stroma Modification, and Gemcitabine Resistance in Mice and Is Associated With Patient Survival. Gastroenterology.

[64] Nagathihalli NS, Castellanos JA, Shi C, Beesetty Y, Reyzer ML, Caprioli R (2015). Signal Transducer and Activator of Transcription 3, Mediated Remodeling of the Tumor Microenvironment Results in Enhanced Tumor Drug Delivery in a Mouse Model of Pancreatic Cancer. Gastroenterology.

[65] Hasselluhn MC, Schlösser D, Versemann L, Schmidt GE, Ulisse M, Oschwald J (2024). An NFATc1/SMAD3/cJUN Complex Restricted to SMAD4-Deficient Pancreatic Cancer Guides Rational Therapies. Gastroenterology.

[66] Yachida S, White CM, Naito Y, Zhong Y, Brosnan JA, Macgregor-Das AM (2012). Clinical significance of the genetic landscape of pancreatic cancer and implications for identification of potential long-term survivors. Clin Cancer Res.

[67] Nicolas AM, Pesic M, Engel E, Ziegler PK, Diefenhardt M, Kennel KB (2022). Inflammatory fibroblasts mediate resistance to neoadjuvant therapy in rectal cancer. Cancer Cell.

[68] Erez N, Truitt M, Olson P, Arron ST, Hanahan D (2010). Cancer-Associated Fibroblasts Are Activated in Incipient Neoplasia to Orchestrate Tumor-Promoting Inflammation in an NF-kappaB-Dependent Manner. Cancer Cell.

[69] Koh E-K, Lee H-R, Son W-C, Park G-Y, Kim J, Bae J-H (2023). Combinatorial immunotherapy with gemcitabine and ex vivo-expanded NK cells induces anti-tumor effects in pancreatic cancer. Sci Rep.

[70] Gürlevik E, Fleischmann-Mundt B, Brooks J, Demir IE, Steiger K, Ribback S (2016). Administration of Gemcitabine After Pancreatic Tumor Resection in Mice Induces an Antitumor Immune Response Mediated by Natural Killer Cells. Gastroenterology.

[71] Nielsen SR, Strøbech JE, Horton ER, Jackstadt R, Laitala A, Bravo MC (2021). Suppression of tumor-associated neutrophils by lorlatinib attenuates pancreatic cancer growth and improves treatment with immune checkpoint blockade. Nat Commun.

[72] Caronni N, La Terza F, Vittoria FM, Barbiera G, Mezzanzanica L, Cuzzola V (2023). IL-1β+ macrophages fuel pathogenic inflammation in pancreatic cancer. Nature.

[73] Kemp SB, Cheng N, Markosyan N, Sor R, Kim I-K, Hallin J (2023). Efficacy of a Small-Molecule Inhibitor of KrasG12D in Immunocompetent Models of Pancreatic Cancer. Cancer Discovery.

[74] Mahadevan KK, McAndrews KM, LeBleu VS, Yang S, Lyu H, Li B (2023). KRASG12D inhibition reprograms the microenvironment of early and advanced pancreatic cancer to promote FAS-mediated killing by CD8+ T cells. Cancer Cell.

[75] Wasko UN, Jiang J, Dalton TC, Curiel-Garcia A, Edwards AC, Wang Y (2024). Tumor-selective activity of RAS-GTP inhibition in pancreatic cancer. Nature.

# Supplementary material for: SMAD4 and KRAS Status Shape Cancer Cell-Stromal Crosstalk and Therapeutic Response in Pancreatic Cancer
**Source:** Cancer Res. Author manuscript; Available in PMC 2025 Feb 9.
**Supplement:** Supp Figures and legends

SUPPLEMENTARY FIGURES AND FIGURE LEGENDS

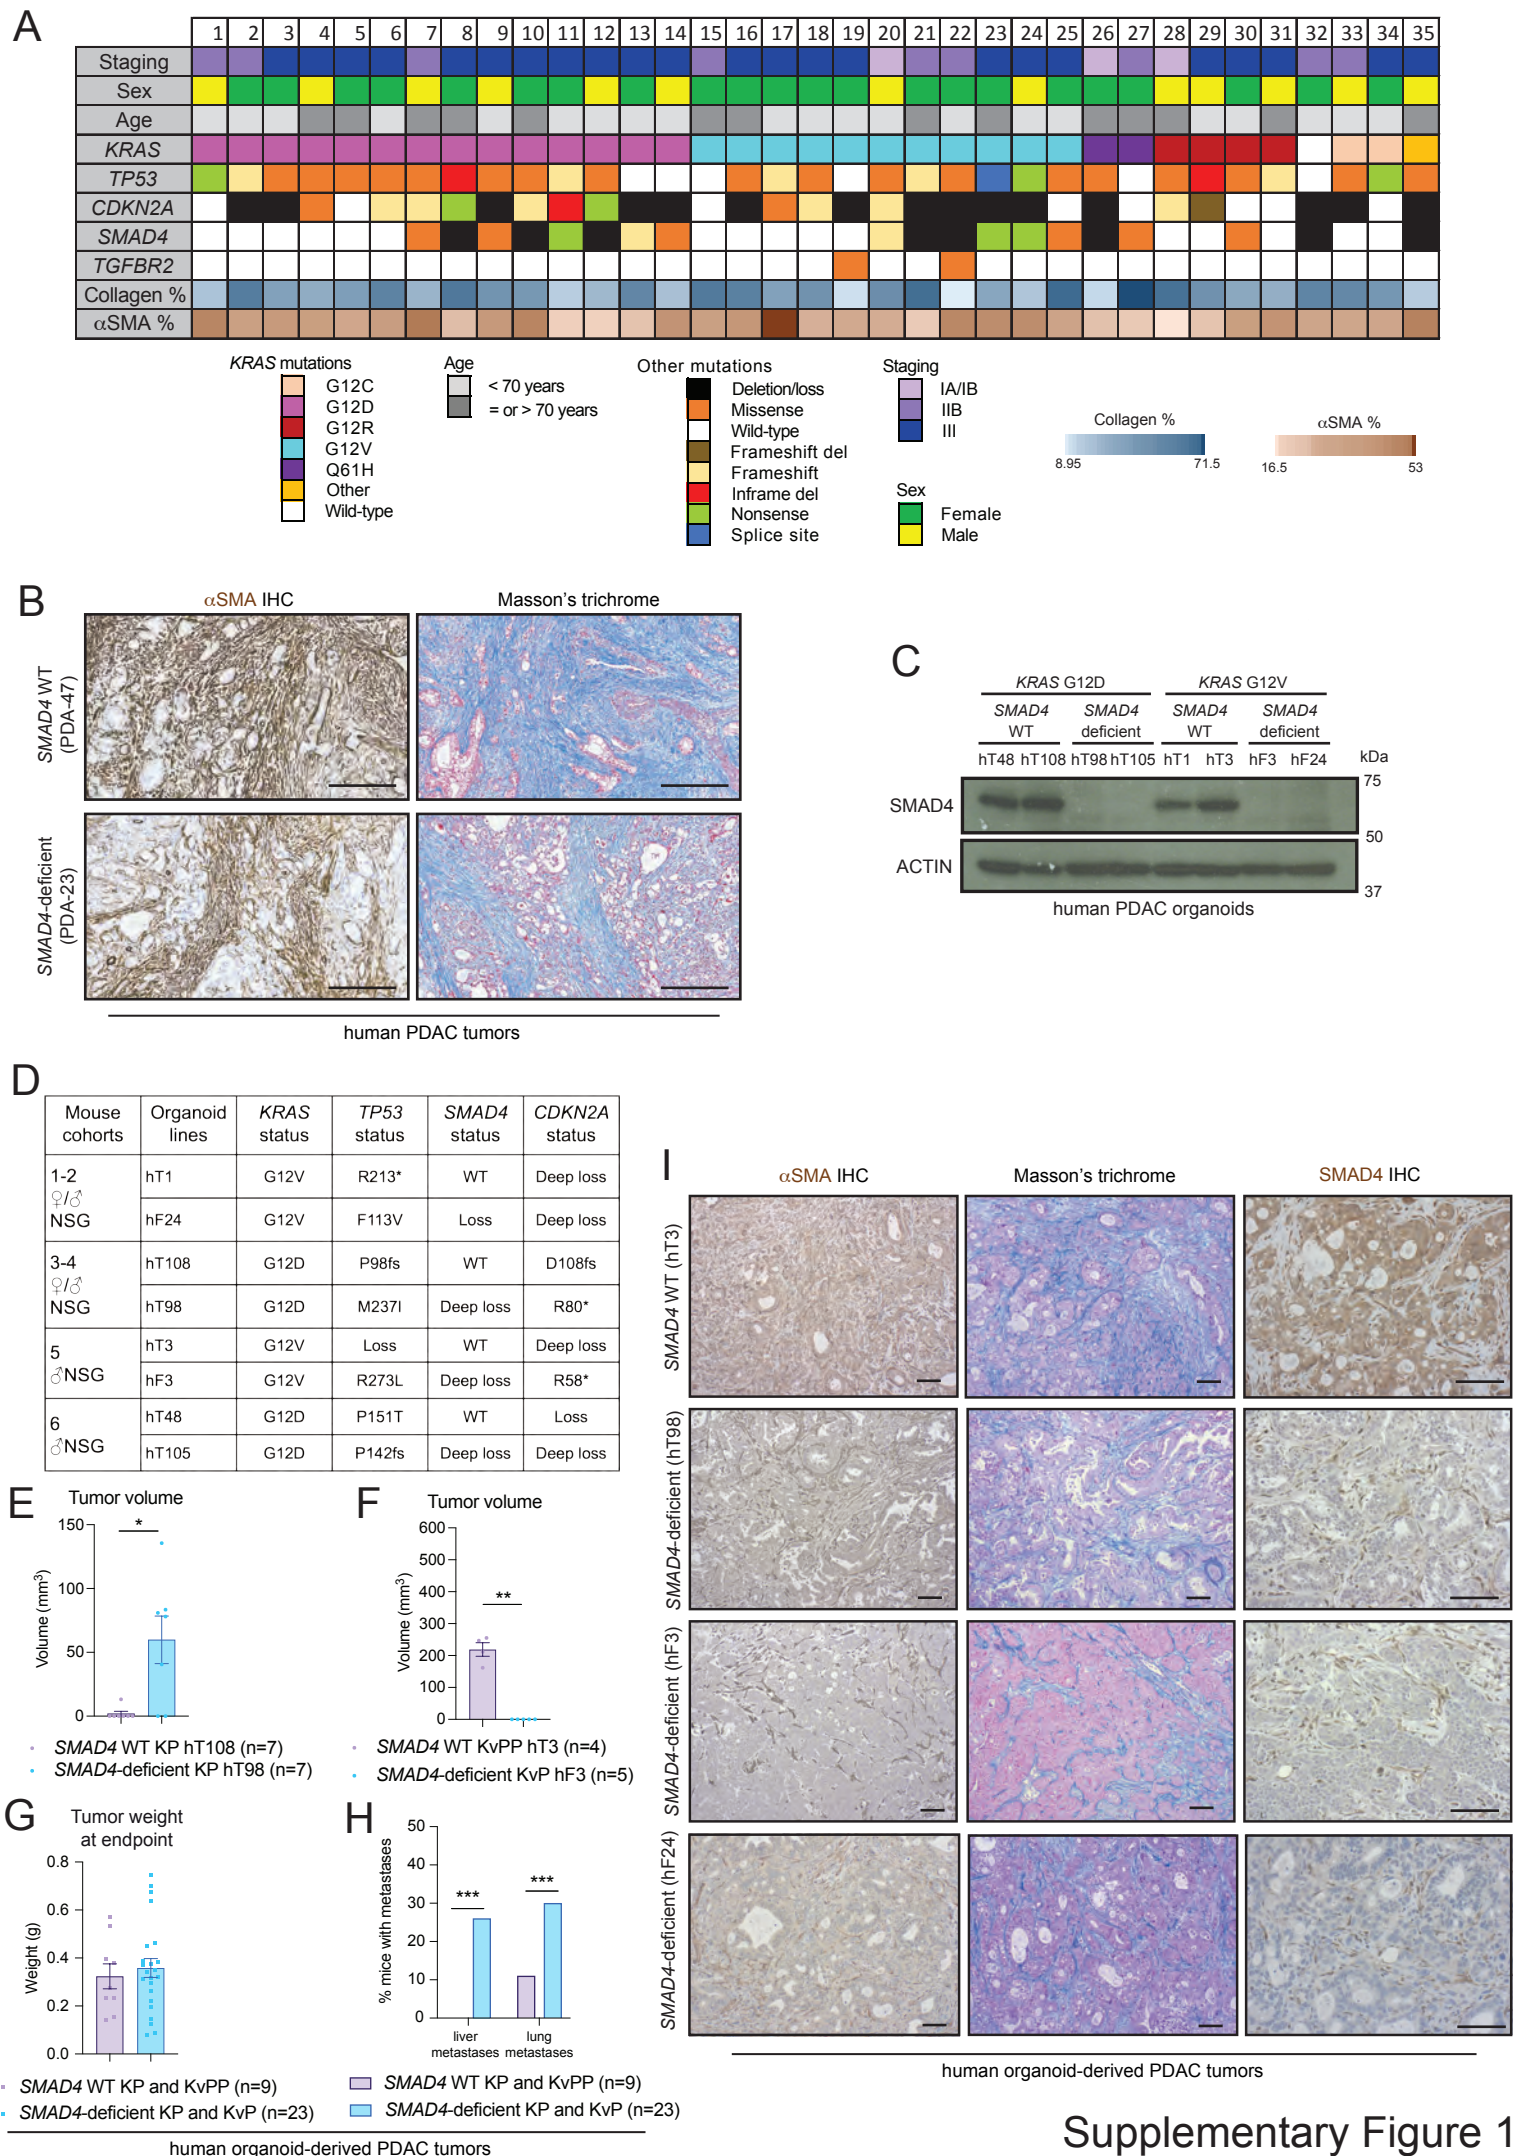

Supplementary Figure 1. *SMAD4*-deficient human organoid-derived PDAC tumors have less fibrosis than *SMAD4* WT tumors. (A) Summary of clinical information, genetic alterations, collagen abundance and alpha smooth muscle actin (α SMA) abundance of a panel of human pancreatic ductal adenocarcinoma (PDAC) tumors (n=35). Masson's trichrome (for collagen) and α SMA quantification were calculated as % positive area/total PDAC area following annotation of the tissues by a pathologist. (B) Representative Masson's trichrome and α SMA stains (related to collagen and α SMA percentages, respectively, shown in panel A) in *SMAD4* WT or *SMAD4*-deficient human PDAC tumors. Scale bars, 300 μ m. (C) Western blot analysis of *SMAD4* in *SMAD4* WT or *SMAD4*-deficient human PDAC organoids with KRAS^{G12D} or KRAS^{G12V} mutation. ACTIN, loading control. This analysis confirmed presence or lack of protein expression in *SMAD4* WT or *SMAD4*-deficient organoids, respectively, validating what was previously reported in Tiriach et al *Cancer Discov* 2019 (see panel D). (D) Table summarizing the experimental cohorts of orthotopic transplantation models of the human PDAC organoids in NOD scid gamma (NSG) mice. The genetic information shown is from Tiriach et al *Cancer Discov* 2019. (E-F) Tumor volumes as measured by ultrasound-based imaging of tumors derived from the transplantation of *SMAD4* WT or *SMAD4*-deficient KP at day 83 post-transplant (E) or KvP (i.e., with mutant p53)/KvPP (i.e., with p53 null) at day 56 post-transplant (F) human PDAC organoids with KRAS^{G12D} or KRAS^{G12V} mutation, respectively. Results show mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$, Mann-Whitney test. (G) Weights measured at experimental endpoint of *SMAD4* WT KP and KvPP (70-217 days post-transplant) or *SMAD4*-deficient KP and KvP (62-301 days post-transplant) tumors in NSG mice. Results show mean $\pm$ SEM. No statistical difference was found, as calculated by Mann-Whitney test. *SMAD4* WT hT1 and hT108 organoids did not generate tumors and could not be included. All samples in this graph were analyzed by immunohistochemistry. (H) Percentage of *SMAD4* WT or *SMAD4*-deficient tumor-bearing NSG mice with metastases in the liver and lungs at experimental endpoint (same as panel G). No diaphragm metastases were found in either group. Results show mean $\pm$ SEM. ***, $P < 0.001$, chi-square test. *SMAD4* WT hT1 and hT108 organoids did not generate tumors and could not be included. (I) Representative Masson's trichrome, *SMAD4* and α SMA stains in PDAC tumors derived from the orthotopic transplantation of *SMAD4* WT KvPP or *SMAD4*-deficient KP or KvP

human PDAC organoids. Scale bars, 50 μm . *SMAD4* WT hT1 and hT108 organoids did not generate tumors and could not be analyzed.

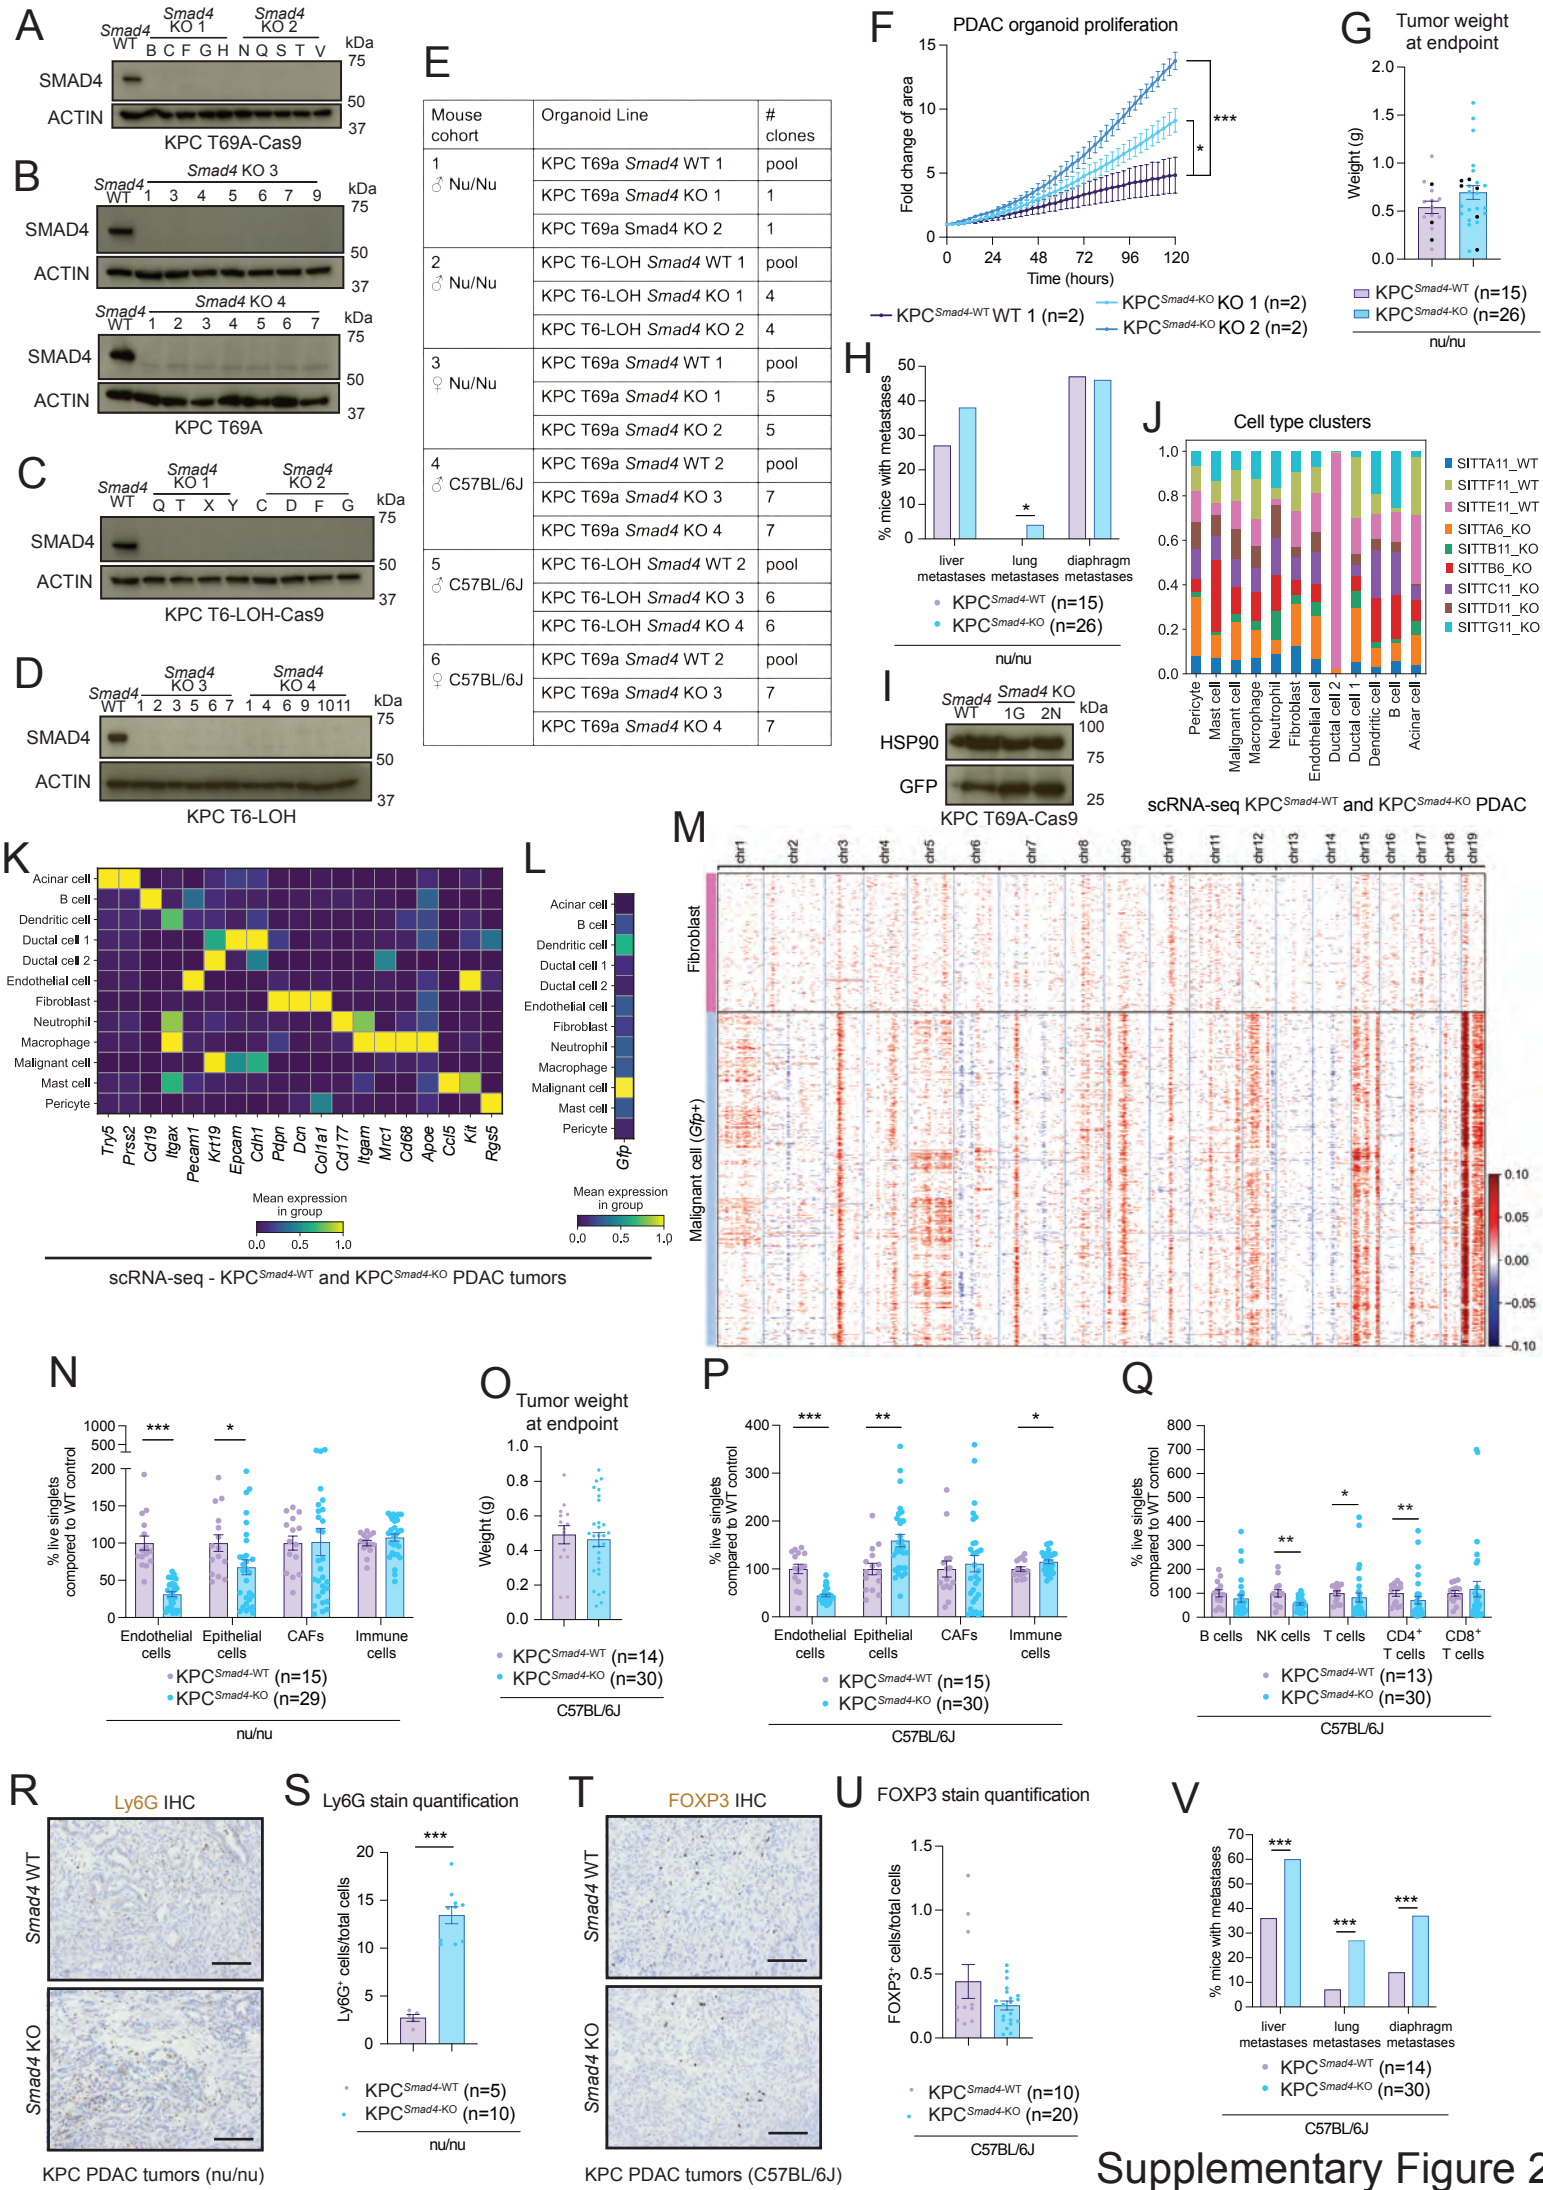

Supplementary Figure 2

Supplementary Figure 2. *Smad4* loss impacts the immune TME in KPC PDAC. (A-D) Validation of *Smad4* KO KPC PDAC organoids (n=2 parental lines) by western blot analysis of SMAD4 in KPC^{*Smad4*-WT} (i.e. *Rosa26* KO) pools or KPC^{*Smad4*-KO} clones (7-12 clones, from 3 different guides with 2 different CRISPR/Cas9-based methods) cultured in complete organoid media. ACTIN, loading controls. **(E)** Table summarizing the experimental cohorts of orthotopic transplantation models of KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} organoids in nu/nu or C57BL/6J mice. **(F)** Proliferation curves of KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} (KO1 and KO2 pools) PDAC organoids cultured for 120 hours in Matrigel in reduced media (i.e., 5% FBS DMEM). Data were normalized to the first measurement (at 3 hours post-plating on day 0). Results show mean $\pm$ SEM of n=2 biological replicates (with n=4 technical replicates each). *, $P < 0.05$; ***, $P < 0.001$, Mann-Whitney test calculated for the last time point. **(G)** Weights measured at experimental endpoint of KPC^{*Smad4*-WT} (29-48 days post-transplant) or KPC^{*Smad4*-KO} (21-50 days post-transplant) tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. No statistical difference was found, as calculated by Mann-Whitney test. All samples in this graph were analyzed by flow cytometry. Symbols in black denote samples also analyzed by single-cell RNA-sequencing (scRNA-seq). **(H)** Percentage of KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} nu/nu mice with metastases in the liver, lungs and diaphragm at experimental endpoint (same as panel G). Results are from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, chi-square test. **(I)** Western blot analysis of green fluorescent protein (GFP) in KPC^{*Smad4*-WT} pool or KPC^{*Smad4*-KO} clones (from 2 different guides, see panel A) cultured in complete organoid media. HSP90, loading control. **(J)** Tumor sample contribution to different cell types in KPC^{*Smad4*-WT} (n=3) or KPC^{*Smad4*-KO} (n=6) PDAC, represented as bar plots showing proportions of the different tumor samples in each cell cluster, as analyzed by scRNA-seq. **(K)** Heatmap of scaled expression of cell type-specific markers in each cell cluster from KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} PDAC tumors, as analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(L)** Heatmap of scaled expression of *Gfp* expression in each cell cluster from KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors, as analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(M)** Heatmap showing large-scale copy number variation (CNV) profile of the fibroblast and malignant cell clusters identified by scRNA-

seq. The color coding represents the CNV level based on a sliding window of 250 gene expression. Amplifications are shown in red and deletions are shown in blue. The fibroblast cluster was used as reference cell cluster. **(N)** Flow cytometric analysis of endothelial cells (CD31⁺CD45⁻), epithelial cells (CD45⁻CD31⁻EpCAM⁺), CAFs (CD45⁻CD31⁻EpCAM⁺PDPN⁺) and immune cells (CD45⁺) from live singlets in KPC^{Smad4-WT} or KPC^{Smad4-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, ***, $P < 0.001$, Mann-Whitney test. **(O)** Weights measured at experimental endpoint of KPC^{Smad4-WT} (26-111 days post-transplant) or KPC^{Smad4-KO} (26-56 days post-transplant) tumors in C57BL/6J mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. No statistical difference was found, as calculated by Mann-Whitney test. All samples in this graph were analyzed by flow cytometry. **(P)** Flow cytometric analysis of endothelial cells (CD31⁺CD45⁻), epithelial cells (CD45⁻CD31⁻EpCAM⁺), CAFs (CD45⁻CD31⁻EpCAM⁺PDPN⁺) and immune cells (CD45⁺) from live singlets in KPC^{Smad4-WT} or KPC^{Smad4-KO} tumors in C57BL/6J mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$, Mann-Whitney test. **(Q)** Flow cytometric analysis of B cells (CD45⁺CD19⁺), Natural Killer (NK) cells (CD45⁺NK1.1⁺), total T cells (CD45⁺CD3⁺TCR β ⁺), CD4⁺ T cells (CD45⁺CD3⁺TCR β ⁺CD8⁻CD4⁺) and CD8⁺ T cells (CD45⁺CD3⁺TCR β ⁺CD4⁻CD8⁺) from live singlets in KPC^{Smad4-WT} or KPC^{Smad4-KO} tumors in C57BL/6J mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$; **, $P < 0.01$, Mann-Whitney test. **(R)** Representative immunohistochemistry (IHC) of the neutrophil marker Ly6G in KPC^{Smad4-WT} and KPC^{Smad4-KO} PDAC tumors in nu/nu mice. Scale bars, 50 μ m. **(S)** Quantification of Ly6G stain in KPC^{Smad4-WT} and KPC^{Smad4-KO} PDAC tumors in nu/nu mice. Results show mean $\pm$ SEM. ***, $P < 0.001$, Mann-Whitney test. **(T)** Representative IHC of the T regulatory cell (Tregs) marker FOXP3 in KPC^{Smad4-WT} and KPC^{Smad4-KO} PDAC tumors in C57BL/6J mice. Scale bars, 50 μ m. **(U)** Quantification of FOXP3 stain in KPC^{Smad4-WT} and KPC^{Smad4-KO} PDAC tumors in C57BL/6 mice. Results show mean $\pm$ SEM. No statistical difference was found, as calculated by Mann-Whitney test. **(V)** Percentage of KPC^{Smad4-WT} and KPC^{Smad4-KO} tumor-bearing C57BL/6J mice with metastases in the liver, lungs and diaphragm at experimental endpoint (same as panel O).

Results are from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. ***, $P < 0.001$, chi-square test.

Supplementary Figure 3. *Smad4* loss impacts malignant-stromal crosstalk in KPC PDAC.

(A) Heatmap of scaled expression of neutrophil markers in distinct neutrophil sub-clusters from KPC^{*Smad4*-WT} (n=3) and KPC^{*Smad4*-KO} (n=6) tumors analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(B)** Dot plot visualization of the scaled average expression of neutrophil subset markers in neutrophils from KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors analyzed by scRNA-seq. The color intensity represents the expression level, and the size of the dots represents the percentage of expressing cells. **(C)** Heatmap of scaled expression of macrophage markers in distinct macrophage sub-clusters from KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} tumors analyzed by scRNA-seq. RTM-TAM, resident-tissue macrophage-like tumor-associated macrophage; LA-TAM, lipid-associated TAM; Angio-TAM, pro-angiogenic TAM; Inflam-TAM, inflammatory cytokine-enriched TAM; Prolif-TAM, proliferating TAM; IFN-TAM, interferon-primed TAM. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(D)** Ligand-target heatmap shows top selected ligands of malignant cells inferred to regulate target genes in macrophages in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(E)** Ligand-target heatmap shows top selected ligands of fibroblasts inferred to regulate target genes in macrophages in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(F)** Ligand-target heatmap shows top selected ligands of fibroblasts inferred to regulate target genes in macrophages in KPC^{*Smad4*-KO} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(G)** Ligand-target heatmap shows top selected ligands of macrophages inferred to regulate target genes in fibroblasts in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(H)** Ligand-target heatmap shows top selected ligands of neutrophils inferred to regulate target genes in fibroblasts in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(I)** Ligand-target heatmap shows top selected ligands of malignant cells inferred to regulate target genes in fibroblasts in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(J)** Ligand-target heatmap shows top selected ligands of fibroblasts inferred to regulate target genes in malignant cells in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(K)** Ligand activity plot shows the top ligands of malignant cells inferred to regulate target genes in fibroblasts in KPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. AUPR, area under the precision-recall curve. **(L)** Ligand activity plot shows the top ligands of fibroblasts

inferred to regulate target genes in malignant cells in KPC^{Smad4-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq.

Supplementary Figure 4. *Smad4* loss drives a fibro-inflammatory stroma in KPC PDAC.

(A) Representative Hematoxylin & Eosin (H&E), SMAD4, Masson's trichrome, α SMA and E-cadherin (ECAD) stains in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} PDAC tumors in nu/nu mice. Scale bars, 50 μ m. **(B)** Analysis of tumor differentiation status in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. ***, $P < 0.001$, chi-square test. **(C)** Quantification of Masson's trichrome stain in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. **, $P < 0.01$, Mann-Whitney test. **(D)** Quantification of α SMA stain in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. No statistical difference was found, as calculated by Mann-Whitney test. **(E)** Quantification of epithelial/stroma proportion (done by calculating the percentage of ECAD⁺ area) in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. No statistical difference was found, as calculated by chi-square test. **(F)** Heatmap of scaled expression of CAF subtype markers in distinct CAF populations from KPC^{*Smad4*-WT} (n=3) and KPC^{*Smad4*-KO} (n=6) tumors analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(G)** Flow cytometric analysis of myCAFs (Ly6C⁻MHCII⁻ CAFs), iCAFs (Ly6C⁺MHCII⁻ CAFs) and apCAFs (Ly6C⁻MHCII⁺ CAFs) from live singlets in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. ***, $P < 0.001$, Mann-Whitney test. **(H)** Flow cytometric analysis of myCAF/iCAF ratio from live singlets in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, Mann-Whitney test. **(I)** Gene set enrichment analysis (GSEA) of iCAF *in vivo* signature in apCAFs from KPC^{*Smad4*-KO} PDAC compared to apCAFs from KPC^{*Smad4*-WT} PDAC, as assessed by scRNA-seq. The signature is significantly upregulated. NES, normalized enrichment score. FDR, false discovery rate. The iCAF *in vivo* signature is from Elyada et al *Cancer Discov* 2019. **(J)** Representative flow plots of CD105⁺ CAFs from KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in C57BL/6J mice. **(K)** Flow cytometric analyses of CD90⁺, CD49E⁺, CD56⁺ and CD105⁺ CAFs from live singlets in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. ***, $P < 0.001$, Mann-Whitney test. **(L)** Representative flow

plots of CD90⁻ and CD90⁺ myCAFs (Ly6C⁻MHCII⁻ CAFs) from KPC^{Smad4-WT} or KPC^{Smad4-KO} tumors in C57BL/6J mice. **(M)** Flow cytometric analysis of CD90⁻ and CD90⁺ myCAFs (Ly6C⁻MHCII⁻ CAFs) from the parental myCAF gate in KPC^{Smad4-WT} or KPC^{Smad4-KO} tumors in C57BL/6J mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$; **, $P < 0.01$, Mann-Whitney test. **(N)** Flow cytometric analysis of CD90⁻ and CD90⁺ myCAFs (Ly6C⁻MHCII⁻ CAFs) from the parental myCAF gate in KPC^{Smad4-WT} or KPC^{Smad4-KO} tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, Mann-Whitney test. **(O)** Principal component analysis (PCA) of pancreatic stellate cells (PSCs) and KPC PDAC organoids flow-sorted from co-cultures and monocultures analyzed by RNA-sequencing (RNA-seq). Cocx, co-culture; monocx, monoculture. **(P)** RNA-seq expression of iCAF and myCAF markers in PSCs flow-sorted from co-cultures with KPC^{Smad4-WT} or KPC^{Smad4-KO} organoids. Results show mean $\pm$ SEM. *, $P < 0.05$; ***, $P < 0.001$, Mann-Whitney test.

Supplementary Figure 5. *Smad4* loss upregulates IL-1 and JAK/STAT signaling in KPC PDAC. (A) Ligand activity plot shows the top ligands from KPC^{*Smad4*-WT} organoids inferred to regulate target genes in co-cultured PSCs, as assessed by NicheNet analysis of RNA-seq. (B) ELISA of IL-1 α in KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} organoid-conditioned media. Results show mean $\pm$ SEM of n=5-8 biological replicates, each in 2 technical replicates. *, $P < 0.05$, Mann-Whitney test. (C) qPCR analysis of iCAF (*Il1a*, *Lif*, *Il6*, *Cxcl1*, *Csf3*) and myCAF (*Acta2*, *Ctgf*) markers in PSCs cultured for 4 days in Matrigel in reduced media or conditioned media from KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} organoids and in the presence of 5 μ g/mL anti-IL1- α or isotype control. Results show mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$, paired and unpaired Student's t test. (D) Ligand activity plot shows the top ligands from PSCs co-cultured with KPC^{*Smad4*-WT} organoids inferred to regulate target genes in PSCs, as assessed by NicheNet analysis of RNA-seq. (E) Ligand activity plot shows the top ligands from PSCs inferred to regulate target genes in co-cultured KPC^{*Smad4*-WT} PDAC organoids, as assessed by NicheNet analysis of RNA-seq. (F) Ligand activity plot shows the top ligands from KPC^{*Smad4*-KO} organoids in co-culture with PSCs inferred to regulate target genes in organoids, as assessed by NicheNet analysis of RNA-seq. (G) Ligand activity plot shows the top ligands from KPC^{*Smad4*-WT} organoids in co-culture with PSCs inferred to regulate target genes in organoids, as assessed by NicheNet analysis of RNA-seq. (H) Ligand activity plot shows the top ligands from KPC^{*Smad4*-KO} organoids in monoculture inferred to regulate target genes in organoids, as assessed by NicheNet analysis of RNA-seq. (I) Ligand activity plot shows the top ligands from KPC^{*Smad4*-WT} organoids in monoculture inferred to regulate target genes in organoids, as assessed by NicheNet analysis of RNA-seq. (J) RNA-seq expression of *Tnf* in KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC organoids flow-sorted from monocultures and co-cultures with PSCs. Results show mean $\pm$ SEM. *, $P < 0.05$, Mann-Whitney test. (K) Dot plot visualization of the scaled average expression of *Tnf* in malignant cells of KPC^{*Smad4*-WT} (n=3) or KPC^{*Smad4*-KO} (n=6) PDAC tumors, as analyzed by scRNA-seq. The color intensity represents the expression level, and the size of the dots represents the percentage of expressing cells. (L) Uniform manifold approximation and projection (UMAP) plots of malignant cells from KPC^{*Smad4*-WT} or KPC^{*Smad4*-KO} tumors colored by the normalized expression score of the TGF- β signaling HALLMARK pathway, as analyzed by scRNA-seq. (M) Selected significantly upregulated (i.e. NES > 1.50 and FDR < 0.25) and downregulated (i.e. NES < -1.50 and FDR < 0.25) pathways identified by GSEA of KPC^{*Smad4*-KO} (n=5) compared to KPC^{*Smad4*-WT} (n=3) PDAC

tumors in C57BL/6J mice, as assessed by RNA-seq. **(N)** qPCR analysis of *Il1a* in KPC^{Smad4-WT} or KPC^{Smad4-KO} organoids cultured for 3 days in reduced media with or without 8 μ g/mL JAK inhibitor AZD1480 (JAKi). Results show mean $\pm$ SEM. *, $P < 0.05$, paired and unpaired Student's *t* test. **(O)** ELISA of TGF- β in KPC^{Smad4-WT} or KPC^{Smad4-KO} organoid-conditioned media. Results show mean $\pm$ SEM of n=8-13 biological replicates, each in 2 technical replicates. *, $P < 0.05$, Mann-Whitney test. **(P)** Western blot analysis of phospho-p38 (p-p38) and p38 in KPC^{Smad4-WT} or KPC^{Smad4-KO} organoids cultured for 3 days in reduced media. HSP90, loading control. **(Q)** Western blot analysis of phospho-STAT3 (p-STAT3), STAT3, p-p38 and p38 in KPC^{Smad4-WT} or KPC^{Smad4-KO} organoids cultured for 3 days in reduced media with 1 μ M p38 inhibitor pexmetinib (p38i). HSP60, loading control. **(R)** qPCR analysis of *Il1a*, *Lif*, and *Tgfb1* in KPC^{Smad4-WT} or KPC^{Smad4-KO} organoids cultured for 3 days in reduced media with or without 1 μ M p38i. Results show mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$, paired and unpaired Student's *t* test. **(S)** Bar plot shows the activity score of the top 20 most activated and most deactivated transcription factors (TFs) in KPC^{Smad4-KO} co-cultured with PSCs (vs KPC^{Smad4-WT} co-cultured with PSCs). TFs with significant activity (*, $p < 0.05$) are annotated. **(T)** Western blot analysis of p-STAT3, STAT3, phospho-p44/42 (p-p44/42) and p44/42 in KPC^{Smad4-WT} or KPC^{Smad4-KO} organoids cultured for 3 days in reduced media with 2 nM MEK inhibitor trametinib (MEKi). HSP60, loading control.

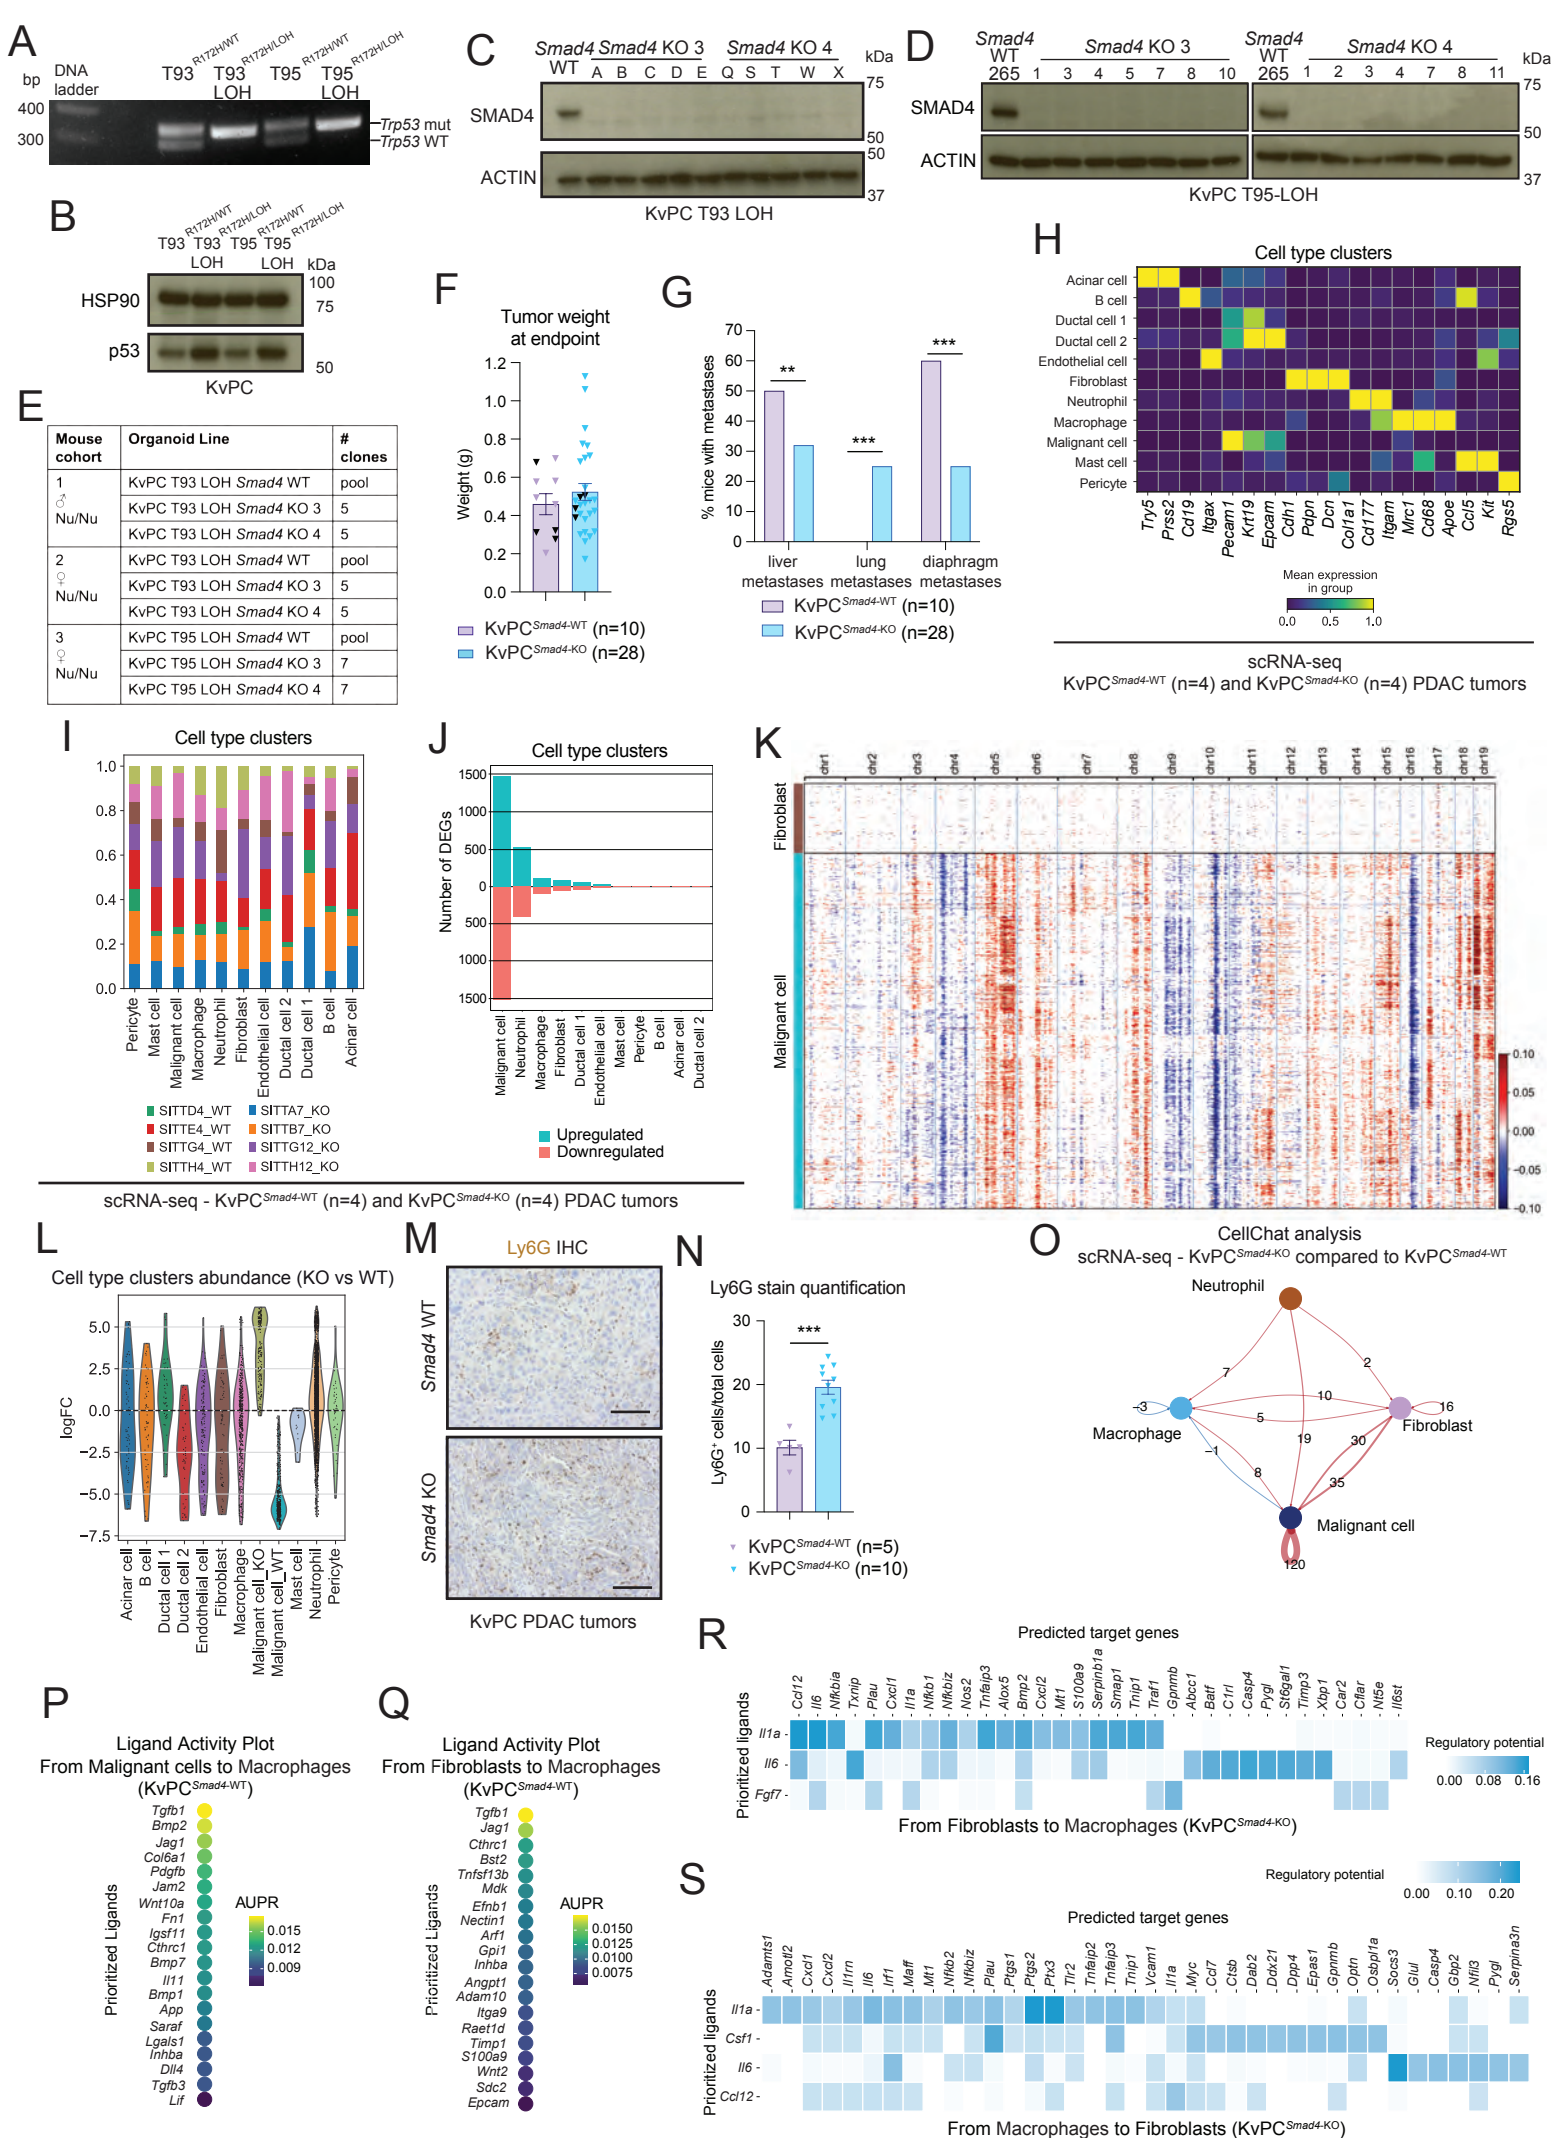

Supplementary Figure 6

Supplementary Figure 6. *Smad4* loss impacts the immune TME and malignant-stromal crosstalk in KvPC PDAC. (A) DNA gel showing *Trp53* status in T93 and T95 KvPC PDAC organoids with or without p53 loss of heterozygosity (LOH). WT, wild-type. mut, mutant. (B) Western blot analysis of p53 in T93 and T95 KvPC PDAC organoids with or without p53 LOH. HSP90, loading control. (C-D) Validation of *Smad4* KO KvPC PDAC organoids by western blot analysis of SMAD4 in KvPC^{*Smad4*-WT} (i.e. *Rosa26* KO pools) or KvPC^{*Smad4*-KO} clones from 2 parental lines (10-14 clones from 2 different guides) cultured in complete organoid media. ACTIN, loading controls. (E) Table summarizing the experimental cohorts of orthotopic transplantation models of KvPC PDAC organoids in nu/nu mice. (F) Weights measured at experimental endpoint of KvPC^{*Smad4*-WT} (76-154 days post-transplant) or KvPC^{*Smad4*-KO} (35-122 days post-transplant) tumors in nu/nu mice. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. No statistical difference was found, as calculated by Mann-Whitney test. All samples in this graph were analyzed by flow cytometry. Symbols in black denote samples also analyzed by scRNA-seq. (G) Percentage of KvPC^{*Smad4*-WT} and KvPC^{*Smad4*-KO} tumor-bearing nu/nu mice with metastases in the liver, lungs and diaphragm at experimental endpoint (same as panel F). Results are from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. **, $P < 0.01$; ***, $P < 0.001$, chi-square test. (H) Heatmap of scaled expression of cell type-specific markers in each cell cluster of KvPC^{*Smad4*-WT} (n=4) or KvPC^{*Smad4*-KO} (n=4) PDAC tumors, as analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. (I) Tumor sample contribution in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors, represented as bar plots showing proportions of the different tumor samples in each cell cluster, as assessed by scRNA-seq. (J) Upregulated and downregulated differentially expressed genes (DEGs) in each cell type identified by pseudobulk analysis from scRNA-seq of KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. FDR < 0.05. (K) Heatmap showing large-scale CNV profile of the fibroblast and malignant cell clusters in KvPC tumors, as identified by scRNA-seq. The color coding represents the CNV level based on a sliding window of 250 gene expression. Amplifications are shown in red and deletions are shown in blue. The fibroblast cluster was used as reference cell cluster. (L) Violin plots showing the distribution of groups of nearest neighbor cells from different cell type clusters upon the log-fold change between KvPC^{*Smad4*-KO} vs KvPC^{*Smad4*-WT} conditions computed with Milo, as assessed by scRNA-

seq. The malignant cell cluster was divided in cells from *Smad4* WT or *Smad4* KO tumors to clarify the directionality of abundance (i.e., significantly enriched in WT or KO, respectively). **(M)** Representative Ly6G IHC stain in KvPC^{*Smad4*-WT} and KvPC^{*Smad4*-KO} PDAC tumors. Scale bars, 50 μ m. **(N)** Quantification of Ly6G stain in KvPC^{*Smad4*-WT} and KvPC^{*Smad4*-KO} PDAC tumors. Results show mean $\pm$ SEM. ***, $P < 0.001$, Mann-Whitney test. **(O)** Cell-cell communication analysis using CellChat showing the number of connections lost (in blue) or gained (in red) between malignant cells, fibroblasts, macrophages and neutrophils in KvPC^{*Smad4*-KO} tumors compared to KvPC^{*Smad4*-WT} tumors, as assessed by scRNA-seq. **(P)** Ligand activity plot shows the top ligands of malignant cells inferred to regulate target genes in macrophages in KvPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(Q)** Ligand activity plot shows the top ligands of fibroblasts inferred to regulate target genes in macrophages in KvPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(R)** Ligand-target heatmap shows top selected ligands of fibroblasts inferred to regulate target genes in macrophages in KvPC^{*Smad4*-KO} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(S)** Ligand-target heatmap shows top selected ligands of macrophages inferred to regulate target genes in fibroblasts in KvPC^{*Smad4*-KO} PDAC, as assessed by NicheNet analysis of scRNA-seq.

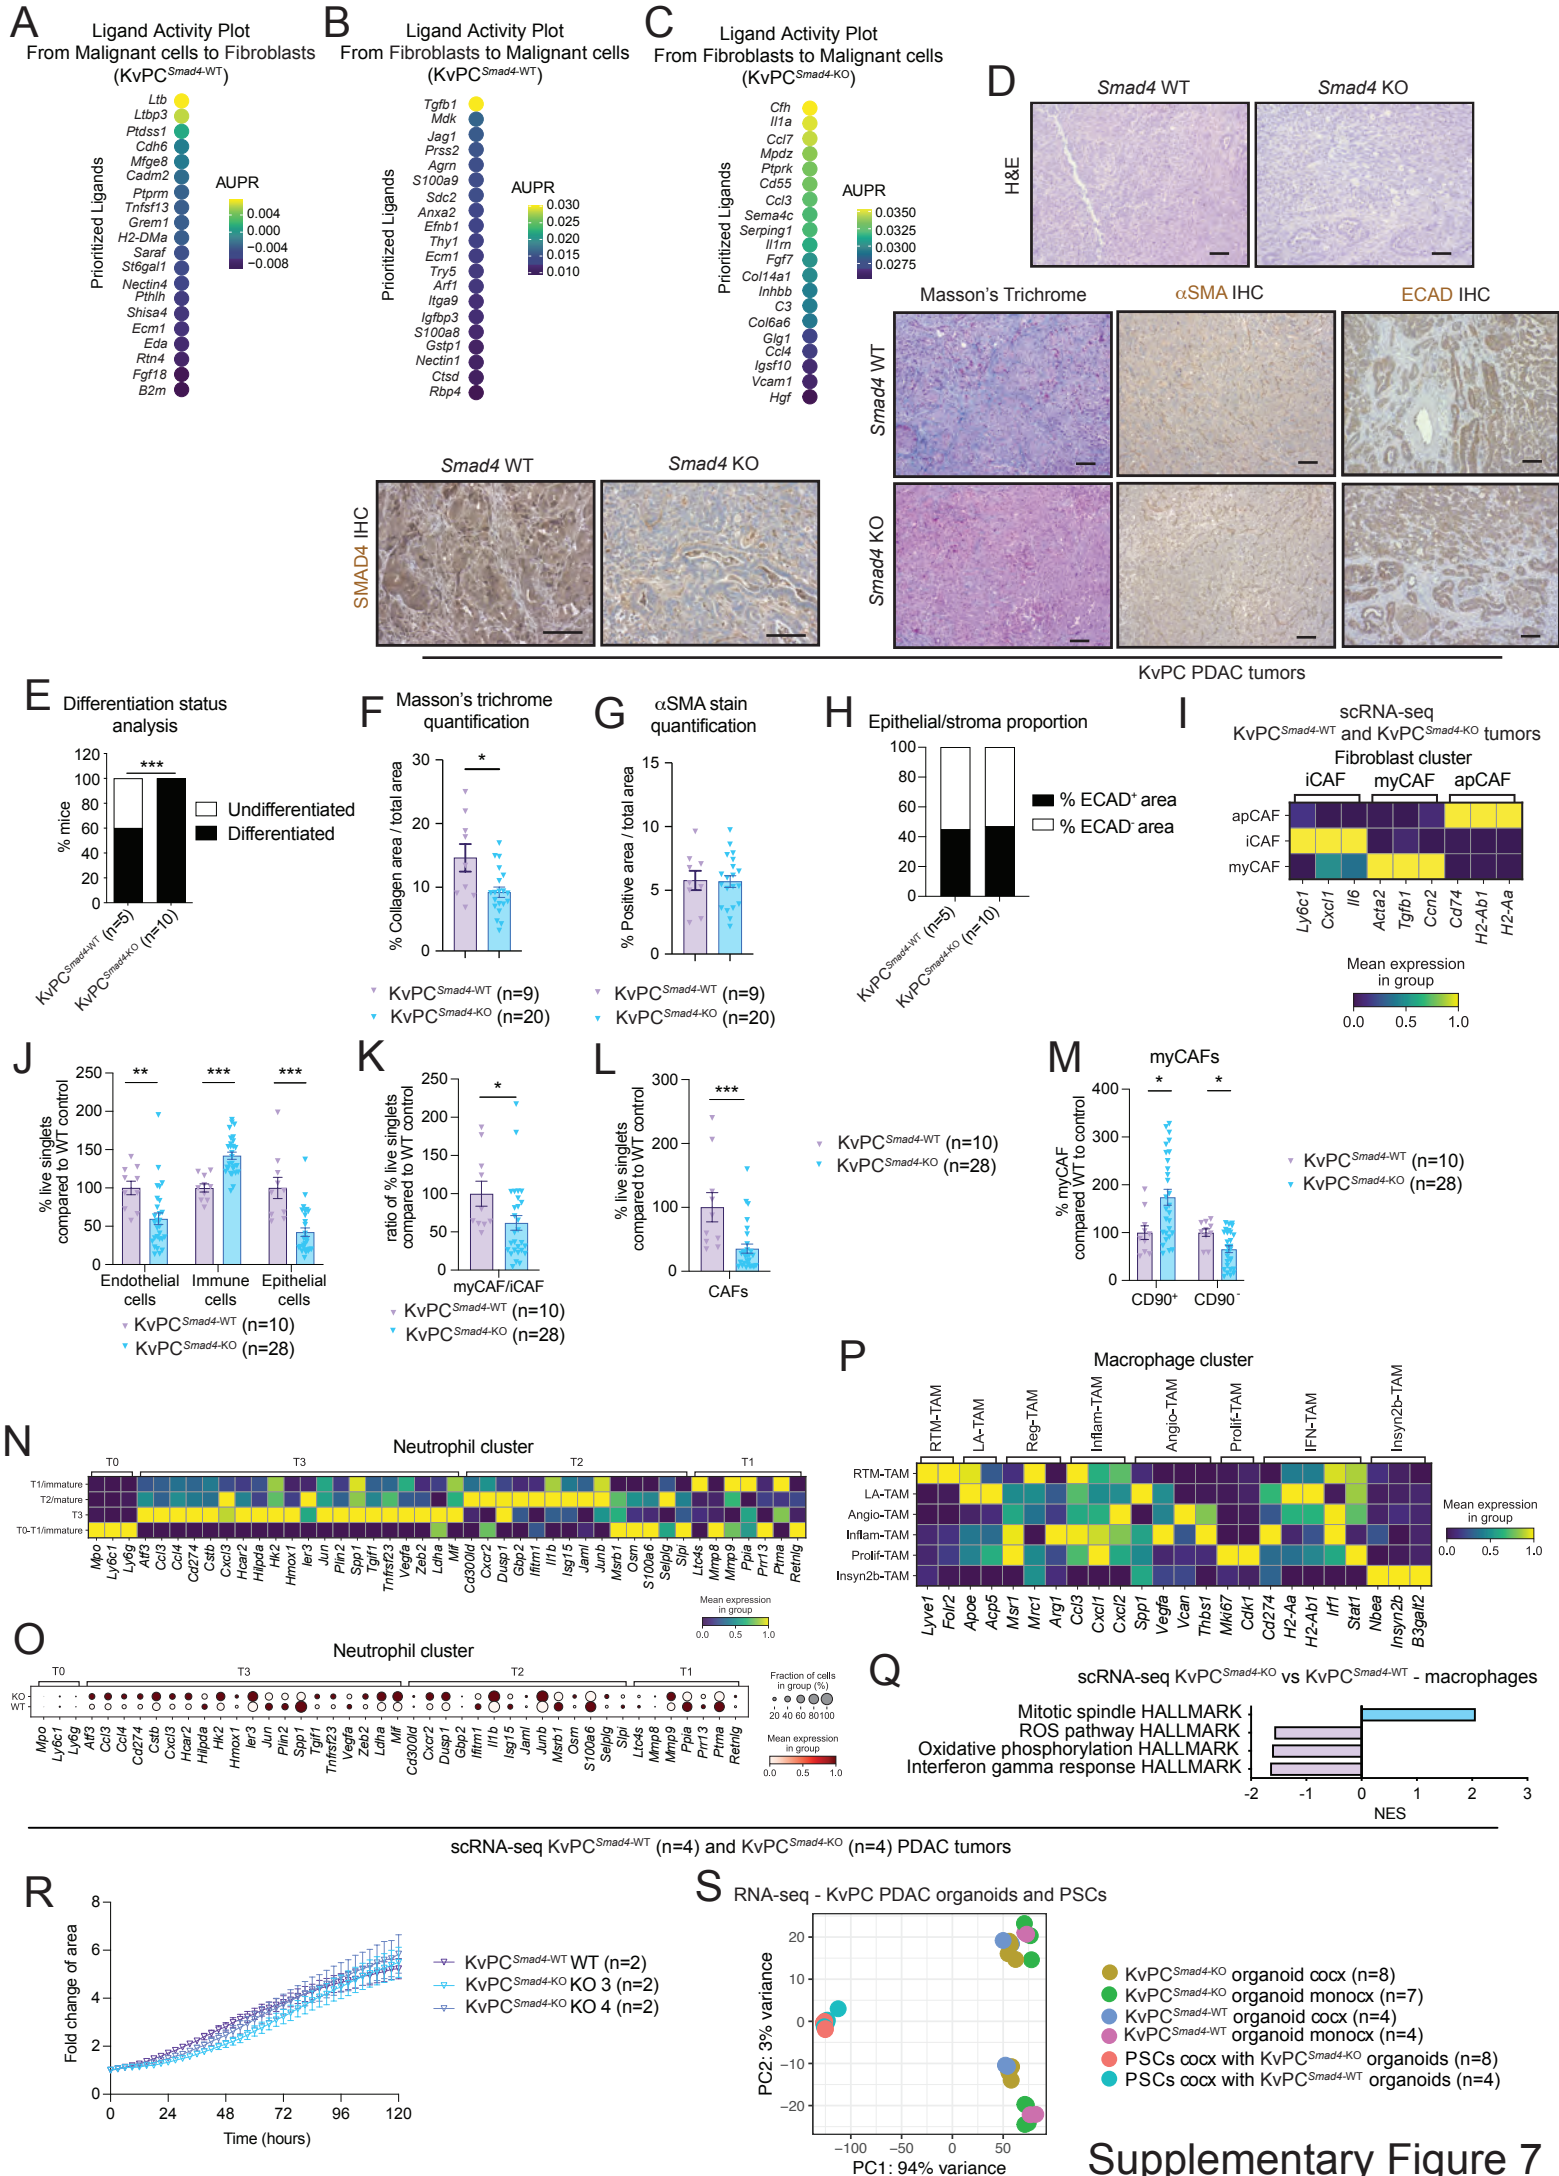

Supplementary Figure 7

Supplementary Figure 7. *Smad4* loss drives a fibro-inflammatory stroma in KvPC PDAC.

(A) Ligand activity plot shows the top ligands of malignant cells inferred to regulate target genes in fibroblasts in KvPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(B)** Ligand activity plot shows the top ligands of fibroblasts inferred to regulate target genes in malignant cells in KvPC^{*Smad4*-WT} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(C)** Ligand activity plot shows the top ligands of fibroblasts inferred to regulate target genes in malignant cells in KvPC^{*Smad4*-KO} PDAC, as assessed by NicheNet analysis of scRNA-seq. **(D)** Representative H&E, SMAD4, Masson's trichrome, α SMA and ECAD stains in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. Scale bars, 50 μ m. **(E)** Analysis of tumor differentiation status in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. ***, $P < 0.001$, chi-square test. **(F)** Quantification of Masson's trichrome stain in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. Results show mean $\pm$ SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, Mann-Whitney test. **(G)** Quantification of α SMA stain in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. Results show mean $\pm$ SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. No statistical difference was found, as calculated by Mann-Whitney test. **(H)** Quantification of epithelial/stroma proportion (done by calculating the percentage of ECAD⁺ area) in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. No statistical difference was found, as calculated by chi-square test. **(I)** Heatmap of scaled expression of CAF subtype-specific markers in each CAF cluster of KvPC^{*Smad4*-WT} (n=4) or KvPC^{*Smad4*-KO} (n=4) tumors, as analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(J)** Flow cytometric analysis of endothelial cells (CD31⁺CD45⁻), epithelial cells (CD45⁻CD31⁺EpCAM⁺) and immune cells (CD45⁺) from live singlets in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. **, $P < 0.01$, ***, $P < 0.001$, Mann-Whitney test. **(K)** myCAF/iCAF ratio from live singlets in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. Results show mean $\pm$ SEM from 2 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, Mann-Whitney test. **(L)** Flow cytometric analysis of CAFs (CD45⁻CD31⁺EpCAM⁺PDPN⁺) from live singlets in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} tumors. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. ***, $P < 0.001$, Mann-Whitney test. **(M)** Flow cytometric analysis of CD90⁻ and CD90⁺ myCAFs

(Ly6C-MHCII⁺ CAFs) from the parental myCAF gate in KvPC^{Smad4-WT} or KvPC^{Smad4-KO} tumors. Results show mean $\pm$ SEM from 3 separate experiments, each with 1 WT group and 2 groups of KO pools from 2 different guides. *, $P < 0.05$, Mann-Whitney test. **(N)** Heatmap of scaled expression of neutrophil markers in distinct neutrophil sub-clusters from KvPC^{Smad4-WT} and KvPC^{Smad4-KO} tumors analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(O)** Dot plot visualization of the scaled average expression of neutrophil markers in neutrophils from KvPC^{Smad4-WT} or KvPC^{Smad4-KO} tumors analyzed by scRNA-seq. The color intensity represents the expression level, and the size of the dots represents the percentage of expressing cells. **(P)** Heatmap of scaled expression of macrophage markers in distinct macrophage sub-clusters from KvPC^{Smad4-WT} and KvPC^{Smad4-KO} tumors analyzed by scRNA-seq. Data are scaled such that the cluster with the lowest average expression = 0 and the highest = 1 for each gene. **(Q)** Selected significantly upregulated (i.e. NES > 1.50 and FDR < 0.25) and downregulated (i.e. NES < -1.50 and FDR < 0.25) pathways identified by GSEA of macrophages from KvPC^{Smad4-KO} compared to KvPC^{Smad4-WT} tumors, as assessed by pseudobulk analysis from the scRNA-seq dataset. **(R)** Proliferation curves of KvPC^{Smad4-WT} or KvPC^{Smad4-KO} PDAC organoids cultured for 96 hours in Matrigel in reduced media. Data were normalized to the first measurement (at 3 hours post-plating on day 0). Results show mean $\pm$ SEM of n=2 biological replicates (with n=4 technical replicates each). No statistical difference was found, as calculated by Mann-Whitney test for the last time point. **(S)** PCA of PSCs and organoids flow-sorted from monocultures or co-cultures of KvPC PDAC organoids with PSCs.

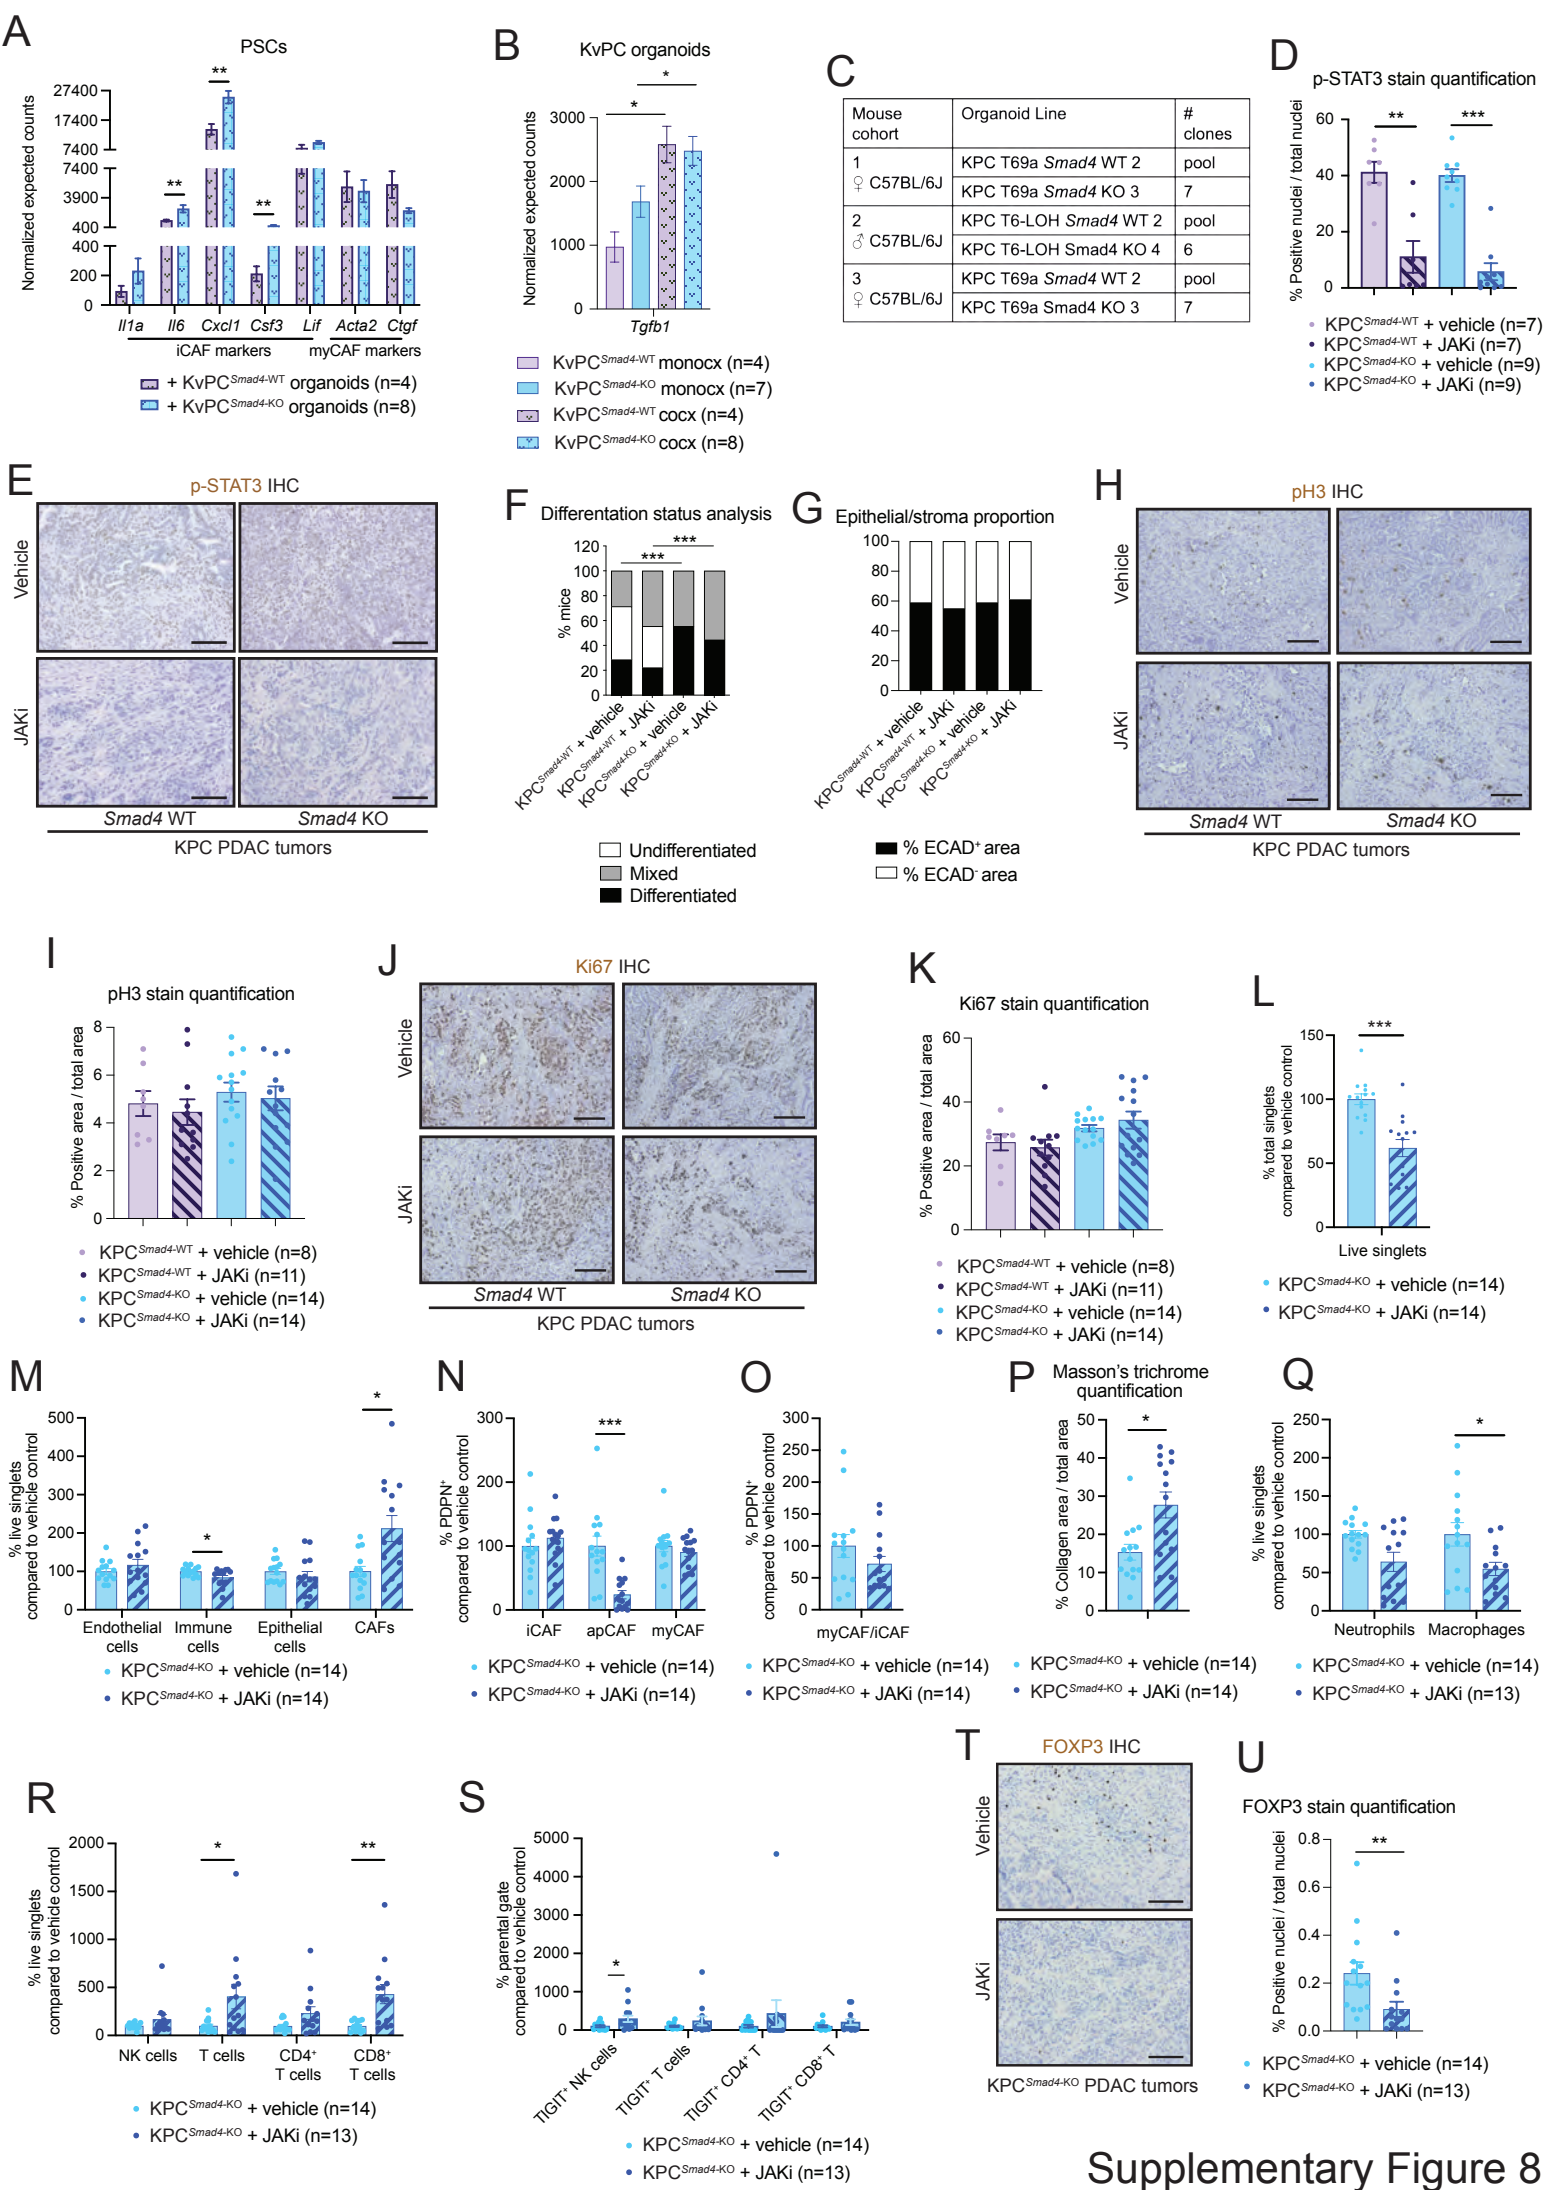

Supplementary Figure 8. *Smad4* loss tunes signaling dependencies in PDAC with distinct *KRAS* status. (A) RNA-seq expression of iCAF and myCAF markers in PSCs flow-sorted from co-cultures with KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} PDAC organoids. Results show mean $\pm$ SEM. **, $P < 0.01$, Mann-Whitney test. (B) RNA-seq expression of *Tgfb1* in KvPC^{*Smad4*-WT} or KvPC^{*Smad4*-KO} organoids flow-sorted from monocultures or co-cultures with PSCs. Results show mean $\pm$ SEM. *, $P < 0.05$, Mann-Whitney test. (C) Table summarizing the experimental cohorts of orthotopic transplantation models of KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} organoids for the vehicle- and JAKi- studies in C57BL/6J mice. (D) Quantification of p-STAT3 stain in 2-week vehicle- or JAKi- treated KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors taken on the same day of the last dose. Results show mean $\pm$ SEM from 2 experiments. **, $P < 0.01$; ***, $P < 0.001$, Mann-Whitney test. The results show that overall p-STAT3 levels are significantly downregulated upon JAK inhibition, validating targeting of the pathway in both KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors. (E) Representative p-STAT3 IHC stains in vehicle- or JAKi- treated KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors. Scale bars, 50 μ m. (F) Analysis of tumor differentiation status in vehicle- and JAKi- treated KPC^{*Smad4*-WT} (n=7 vehicle, n=9 JAKi) or KPC^{*Smad4*-KO} (n=9 vehicle, n=9 JAKi) tumors. Results show data from 2 experiments. ***, $P < 0.001$, chi-square test. (G) Quantification of epithelial/stroma proportion (done by calculating the percentage of ECAD⁺ area) in vehicle- and JAKi- treated KPC^{*Smad4*-WT} (n=7 vehicle, n=9 JAKi) or KPC^{*Smad4*-KO} (n=9 vehicle, n=9 JAKi) tumors. Results show data from 2 experiments. No statistical difference was found, as calculated by chi-square test. (H) Representative phospho-histone 3 (pH3) stains in 2-week vehicle- or JAKi- treated KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors. Scale bars, 50 μ m. (I) Quantification of pH3 stain vehicle- or JAKi- treated KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors. Results show mean $\pm$ SEM. No statistical difference was found, as calculated by Mann-Whitney test. (J) Representative Ki67 stains in vehicle- or JAKi- treated KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors. Scale bars, 50 μ m. (K) Quantification of Ki67 stain in vehicle- or JAKi- treated KPC^{*Smad4*-WT} and KPC^{*Smad4*-KO} PDAC tumors. Results show mean $\pm$ SEM. No statistical difference was found, as calculated by Mann-Whitney test. (L) Flow cytometric analysis of live singlets (DAPI⁻) from the total cell gate in vehicle- or JAKi- treated KPC^{*Smad4*-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. ***, $P < 0.001$, Mann-Whitney test. (M) Flow cytometric analysis of endothelial cells (CD31⁺CD45⁻), epithelial cells (CD45⁻CD31⁺EpCAM⁺), immune cells (CD45⁺) and CAFs (CD45⁻CD31⁺EpCAM⁻PDPN⁺) from live

singlets in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. *, $P < 0.05$, Mann-Whitney test. **(N)** Flow cytometric analyses of myCAFs (Ly6C⁻MHCII⁻ CAFs), iCAFs (Ly6C⁺MHCII⁻ CAFs) and apCAFs (Ly6C⁻MHCII⁺ CAFs) from parental CAF gate in 2-week vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. ***, $P < 0.001$, Mann-Whitney test. **(O)** Flow cytometric analyses of myCAF/iCAF ratio from the parental CAF gate in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. No statistical difference was found, as calculated by Mann-Whitney test. **(P)** Quantification of Masson's trichrome stain in vehicle- or JAKi- KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. *, $P < 0.05$, Mann-Whitney test. **(Q)** Flow cytometric analysis of neutrophils (CD45⁺CD11b⁺Gr1⁺) and macrophages (CD45⁺Gr1⁻CD11b⁺F4/80⁺) from live singlets in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. *, $P < 0.05$, Mann-Whitney test. **(R)** Flow cytometric analysis of NK cells (CD45⁺NK1.1⁺), total T cells (CD45⁺CD3⁺TCR β ⁺), CD4⁺ T cells (CD45⁺CD3⁺TCR β ⁺CD8⁻CD4⁺) and CD8⁺ T cells (CD45⁺CD3⁺TCR β ⁺CD4⁻CD8⁺) from live singlets in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. *, $P < 0.05$; **, $P < 0.01$, Mann-Whitney test. **(S)** Flow cytometric analysis of TIGIT⁺ NK cells, total T cells, CD4⁺ T cells and CD8⁺ T cells from the respective parental gate in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM from 3 separate experiments. *, $P < 0.05$, Mann-Whitney test. **(T)** Representative FOXP3 stains in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Scale bars, 50 μ m. **(U)** Quantification of Foxp3 stain in vehicle- or JAKi- treated KPC^{Smad4-KO} PDAC tumors. Results show mean $\pm$ SEM. **, $P < 0.01$, Mann-Whitney test.

SUPPLEMENTARY TABLES

Supplementary Table S1. Clinical information and characteristics of *SMAD4* WT and *SMAD4*-deficient human PDAC tissues, related to Figure 1.

Supplementary Table S2. Clinical information and characteristics of *SMAD4* WT and *SMAD4*-deficient human PDAC organoids used for the generation of orthotopic transplantation models, related to Figure 1.

Supplementary Table S3. Single-cell RNA-sequencing of murine KPC PDAC tumors – differential expression analysis and GSEA, related to Figures 2, 3, 4 and 5.

Supplementary Table S4. Ligand activity and ligand-target results from NicheNet analyses showing the top ligands that regulate a group of targeted genes. Data are from single-cell RNA-sequencing of murine KPC PDAC tumors, related to Figure 3.

Supplementary Table S5. RNA-sequencing of PSCs flow-sorted from KPC PDAC organoid co-cultures – differential expression analysis, normalized expected counts and GSEA, related to Figure 4.

Supplementary Table S6. RNA-sequencing of *Smad4* KO and *Smad4* WT KPC PDAC organoids flow-sorted from co-cultures with PSCs – differential expression analysis, normalized expected counts and GSEA, related to Figure 5.

Supplementary Table S7. Ligand activity results from NicheNet analyses showing the top ligands that regulate a group of targeted genes. Data are from RNA-sequencing of *Smad4* KO and *Smad4* WT KPC PDAC organoids flow-sorted from monocultures or co-cultures with PSCs, and of PSCs, related to Figure 5.

Supplementary Table S8. RNA-sequencing of *Smad4* KO and *Smad4* WT KPC PDAC tumors – GSEA, related to Figure 5.

Supplementary Table S9. Transcription factor analysis of *Smad4* KO and *Smad4* WT KPC PDAC organoids flow-sorted from co-cultures with PSCs, related to Figure 5.

Supplementary Table S10. Single-cell RNA-sequencing of murine KvPC PDAC tumors – GSEA, related to Figures 6, 7 and 8.

Supplementary Table S11. Ligand activity and ligand-targets results from NicheNet analyses showing the top ligands that regulate a group of targeted genes. Data are from single-cell RNA-sequencing of murine KvPC PDAC tumors, related to Figures 6 and 7.

Supplementary Table S12. RNA-sequencing of PSCs flow-sorted from KvPC PDAC organoid co-cultures – differential expression analysis, normalized expected counts and GSEA, related to Figure 8.

Supplementary Table S13. RNA-sequencing of *Smad4* KO and *Smad4* WT KvPC PDAC organoids flow-sorted from co-cultures with PSCs – differential expression analysis, normalized expected counts and GSEA, related to Figure 8.

How the deposited data were processed for this re-analysis (not part of the article)

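Tumors of KvPC organoids grown in the pancreas of nu/nu mice were measured by droplet single-cell RNA sequencing of 3′ tags, 4 libraries of Smad4-KO and 4 of Smad4-WT tumors, with 1 tumor per library. The deposited files hold a count unit, unnormalized UMI counts per gene and barcode, which the authors made with Cell Ranger for all barcodes and to which no cell filter had been applied. The submitters' processing notes give Cell Ranger 7.0.1 and the mouse build GRCm39, and the methods of the paper give mm10, so no coordinates are used, and chromosomes of genes come from an annotation of GRCm38 that holds 32158 of the gene IDs. Each file lists 32286 features, 32285 genes and a GFP sequence.

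A barcode with at least 500 UMIs was called a cell if it passed a threshold at 1 part in 10 of the 99th percentile of the 10000 barcodes with the most UMIs, or if its profile differed from the ambient profile, the sum of barcodes with at most 100 UMIs, in a Monte Carlo test of 10000 draws at a false discovery rate of 0.01. Of 73053 barcodes called, 10191 had over 5% mitochondrial UMIs and were left out, and cells with under 200 genes were left out too. The mitochondrial limit removed 3567 of 37611 barcodes called in KO tumors and 6624 of 35442 in WT tumors. Before it, the median mitochondrial percent was 0.99 to 1.41 in KO and 1.69 to 3.10 in WT tumors, without overlap. Shares and comparisons between genotypes rest on the cells left after this unequal loss. Libraries held 8754 to 36307 barcodes with at least 500 UMIs, and 48.5% to 74.3% of their UMIs lay in the kept cells. Doublets were scored with Scrublet within scanpy 1.11.5, and the highest-scoring share of each library was removed, 0.8% per 1000 cells, which left 58561 cells.

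Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and the 10 nearest neighbors of each cell gave a graph that was clustered with Leiden at resolution 1. A cluster was named for a cell type when at least 3 of its markers were 2-fold over the median cluster and found in at least 10% of its cells, with a marker among its 50 leading genes. It stayed unnamed if an unrelated type had more markers among its 10 leading genes, or a share of 0.6 or more raised so. So did a cluster without markers among those 10 and with median UMIs under 1 part in 3 of its libraries' median. Cluster 6, with 2864 of 4532 unnamed cells and 14 of 19 malignant markers raised, stayed unnamed by that UMI rule. A share of 0.75 or more of ductal markers set ductal-like apart from malignant-like clusters. Marker genes were written before the data were examined, and the thresholds for naming were set after the clusters had been seen, which left 8 clusters unnamed. No step aligned the libraries with each other. Doublets were removed with SOLO and libraries joined with scVI in the paper, and neither tool was used here. The paper's inferCNV, Milo, CellChat, NicheNet and GSEA steps were not repeated.

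The share of each named type among all kept cells of a tumor was compared between genotypes by a two-sided exact permutation test of the difference of means over the 70 assignments, and p-values were adjusted over the 13 named types. UMIs were summed per tumor and cell type where a tumor had at least 10 cells of it. Genes were kept by filterByExpr and scaled by TMM. They were tested by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 at a false discovery rate of 0.05. Fold changes are those of that test, and a prior count of 2 entered only the log2 CPM that camera used. CPM values are scaled by TMM factors. Plain CPM are the levels across cell types, the values by tumor that are set against free neutrophil RNA, and those by tumor of Capn11, Gm26740, Gm26862, Xist and the Y-linked genes. The 31 gene lists were written before the data were examined and tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a cell type, and again with a correlation estimated from the data. In the malignant-like comparison of 16245 genes, 4418 had an unadjusted p under 0.05, and DESeq2 1.42.0 called 1367 higher and 1355 lower. In neutrophil-like cells the unadjusted count was 1898 and DESeq2 called 132 higher and 255 lower, and in macrophage-like cells 1116, 39 and 44.

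The genes named in each comparison follow a rule written before the data were examined. They are Smad4, the 10 called genes with the largest change each way whose groups do not overlap and whose mean is at least 20 CPM, the genes the paper names for the cell type, and up to 4 members of each list with the lowest p. Values in the figures of the paper had been seen when the rule was written, and exceptions are marked where they are named.

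Levels per cell were compared across cell types after each cell was thinned to 2000 UMIs, which left out 75 KO and 283 WT malignant-like cells. The cells of all tumors of a genotype were pooled for this. The edgeR comparison was tested on simulated data of the same tumors, and the share of changed genes recovered rose with their fold change. Alternatives changed 1 choice at a time, namely a minimum of 1000 UMIs, every barcode with at least 500 UMIs, 10% mitochondrial UMIs, no removal of doublets, Leiden resolution 2, no filter on low counts, RLE size factors, DESeq2, an estimated correlation, subtraction of the ambient profile, other denominators of shares, and each tumor left out in turn. Further alternatives were added after the data had been seen, namely malignant-like cells without cluster 11 or with the unnamed clusters 6 and 19, the KO tumors SITTA7 and SITTB7 or SITTG12 and SITTH12 alone, and a term for SITTA7, SITTB7, SITTG4 and SITTH4 against the other tumors. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3 and matplotlib 3.10.9 were used.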

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

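The tests in this part of outlying tumors, free RNA and whole libraries were chosen after the results they bear on had been seen, and most alternatives before. In 9 of 186 groups of 4 tumors, 1 tumor stood far from the other 3, by Dixon's test of the gap over the range of its group. Chance flags about 1 in 20 groups, which is 9.3 of 186. In malignant-like cells, KO tumor SITTH12 stood above the other KO tumors for Agr2 (222.67 CPM against 98.0 to 110), Spink4 (382 CPM against 132 to 158), Tmem45b (68.3 CPM against 56.6 to 57.9) and Tmprss4 (66.3 CPM against 46.7 to 49.5). WT tumor SITTG4 stood above the other WT tumors for Smad7 in malignant-like cells (311 CPM against 168 to 182), and WT tumor SITTE4 for Cxcl9 in macrophage-like cells (34.8 CPM against 8.56 to 11.8). KO tumor SITTB7 stood above the other KO tumors for Cdk1 in macrophage-like cells (49.0 CPM against 25.7 to 27.9) and for Ptgs2 in fibroblast-like cells (372 CPM against 242 to 264). Dendritic-like cells made up 0.553% of KO tumor SITTA7 and 0.258% to 0.303% of the other KO tumors. The GFP sequence among the features, which the paper does not discuss for KvPC tumors, had 10 UMIs in the 51173 cells of 5 cell types, 9 of them in malignant-like cells.

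Il1b UMIs were counted in malignant-like cells of every tumor, at 19.4 CPM in SITTG4 to 249.8 CPM in SITTG12. If free neutrophil RNA were their source, Il1b would stand in the same ratio to 10 other neutrophil transcripts as it does in neutrophil-like cells, and the observed Il1b was a median of 0.860 of that level. Free RNA of neutrophils may therefore account for much of the Il1b of malignant-like cells. The ratio was 0.962 to 1.20 in KO and 0.280 to 0.758 in WT tumors without overlap, which free RNA in a fixed ratio does not predict. Whether KO malignant-like cells express more Il1b stays open. Tnf was a median of 57.0 times the level so predicted (21.7 to 113) and Il1a 7.19 times (3.72 to 14.9), so free neutrophil RNA is not the source of most of their UMIs. The biological explanation in the design, the Smad4 genotype, stays open for Tnf, as does a difference between cohorts.

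Genes called in neutrophil-like cells were largely transcripts of other cells, such as Pdgfa and Sdc1, which were lower in KO tumors (log2 fold changes -2.96 and -1.70, the Sdc1 call ending under 6 of 20 alternatives). For the lower genes other than Capn11 and Gm26740, a median of 98.4% of the UMIs is what the scaled ambient profile predicts, and for the higher genes other than Cmss1, Lars2 and Gphn 95.4%. Of the lower genes, 20 were also called lower in malignant-like cells, so free RNA of malignant-like cells may carry these calls into neutrophil-like cells. For Capn11 and Gm26740 the ambient share is 4.01%, which argues against free RNA as their source. Whether the Smad4 genotype of the tumor acts on these genes in host cells was not tested apart from the cohort.

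Cmss1, Lars2 and Gphn were higher in KO neutrophil-like cells, with log2 fold changes of 1.37, 1.06 and 1.06. Their calls end under 10, 6 and 7 of 20 alternatives, and that of Cmss1 with any tumor left out. In 7 other cell types the median log2 ratio of these 3 genes between KO and WT tumors was 0.852, against 1.02 in neutrophil-like cells. For Gphn the ratio was -0.018 in dendritic-like, 0.19 in endothelial-like, 0.31 in ductal-like and 0.38 in B-cell-like cells. It was 0.44 in pericyte-like, 0.85 in T/NK-like and 2.83 in acinar-like cells. A difference between whole libraries may therefore account for Cmss1 and Lars2 more than for Gphn. Free RNA accounts for a median of 16.4% of the UMIs of the 3 genes, too little to carry the change. Such a difference follows the genotype in these 8 tumors, so a batch of libraries and the genotype cannot be told apart here.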

How the results depend on the processing

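The tests with some KO tumors alone, with a term for tumors, without cluster 11, or with clusters 6 and 19 were chosen after the results had been seen, and the other alternatives before. No paired analysis was possible because the labels of KO and WT libraries share no replicate numbers, and the term for tumors below was chosen from the data and pairs none. Over 22 main results and 436 alternatives, 354 kept direction and side of the threshold, 10 ended a call, 16 made one, 37 moved a count and 19 turned a direction. Over 89 further genes and lists, 1677 of 1848 alternatives kept both, 113 ended a call, 45 made one and 13 turned a direction. Where a value below differs, the cause was not tested, unless tumors or genes were left out. Il1b has no value in malignant-like cells after subtraction of free RNA, since too few counts were left to test it.

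The neutrophil share was 19.5 points higher at Leiden resolution 2 (exact permutation p = 0.0286), and 11.1 points higher among named immune cells (exact permutation p = 0.114). The macrophage share was 11.5 points higher among named cells other than neutrophils, and differed by -9.06 points among named immune cells (exact permutation p = 0.0857). The fibroblast share was 5.39 points higher among named cells other than neutrophils (exact permutation p = 0.0571). It turned negative with at least 1000 UMIs (-0.0328 points), with no doublets removed (-0.0323) and with SITTG12 and SITTH12 as the only KO tumors (-0.739), and ranged from -0.538 to 1.07 with 1 tumor left out. Neutrophil, macrophage and malignant shares otherwise kept their direction.

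DESeq2 gave 2722 malignant, 387 neutrophil, 83 macrophage and 5 fibroblast genes, against 1453, 35, 2 and 0 by edgeR, and called 1447, 35 and 2 of the same genes. No filter on low counts gave 142 neutrophil, 14 macrophage and 3 fibroblast genes, and subtraction of free RNA 1 neutrophil and 1 macrophage gene. With SITTA7 and SITTB7 as the only KO tumors, 591 malignant, 2 neutrophil and 0 macrophage genes were called, and with SITTG12 and SITTH12 177 neutrophil and 144 macrophage genes. The term for SITTA7, SITTB7, SITTG4 and SITTH4 gave 2838 malignant, 476 neutrophil and 27 macrophage genes, which include 1452, 35 and 2 of those called without it. With 1 tumor left out, 619 to 1595 malignant, 3 to 28 neutrophil, 1 to 12 macrophage and 0 to 1 fibroblast genes were called. The neutrophil count was 3 without SITTE4 or SITTG12, 6 without SITTA7, 12 without SITTH4, 15 without SITTH12 and 22 without SITTB7 or SITTG4, and the macrophage count 12 without SITTD4, 5 without SITTA7, 4 without SITTG4 and 1 without SITTB7 or SITTH12. The fibroblast count was 1 without SITTH12, SITTD4 or SITTG4.

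Tnf in malignant-like cells was 0.86 on the log2 scale with SITTA7 and SITTB7 as the only KO tumors (adjusted p = 0.107) and 0.83 to 1.14 with 1 tumor left out, and Il1a was -0.034 with SITTG12 and SITTH12. Smad4 in malignant-like cells was 0.077 with SITTG12 and SITTH12 and -0.95 with SITTA7 and SITTB7, where it is called lower (adjusted p = 0.0412), and Il1rap in fibroblast-like cells -0.10 with SITTA7 and SITTB7. Tnf in macrophage-like cells was 0.040 with no doublets removed, 0.067 with SITTA7 and SITTB7, 0.022 with the term, and -0.17 to 0.16 with 1 tumor left out. Vegfa in neutrophil-like cells was -0.098 to 0.41 with 1 tumor left out.

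For lists, values are adjusted p from camera. The NF-κB list in malignant-like cells gave 0.0208 without cluster 11 and 0.0431 with SITTA7 and SITTB7, and the JAK/STAT3 list turned up without cluster 11 (0.976). The interferon list in malignant-like cells ranged from 0.0498 to 0.507 with 1 tumor left out and pointed up without SITTE4 (0.270). The T3 list gave 0.0376 after subtraction of free RNA, and 0.0501 to 0.977 with 1 tumor left out. The Inflam-TAM list gave 0.0255 at 10% mitochondrial UMIs, 0.0242 with no doublets removed, 0.0232 with SITTG12 and SITTH12, 0.0475 with the term, and 0.0113 to 0.315 with 1 tumor left out. The IFN-TAM list gave 0.694 with an estimated correlation, 0.530 with SITTA7 and SITTB7, and 8.2e-06 to 0.135 with 1 tumor left out. The LA-TAM list gave 0.0410 at 10% mitochondrial UMIs, 0.0314 with SITTA7 and SITTB7, and 0.0303 to 0.440 with 1 tumor left out, and the Prolif-TAM list 0.0160 to 0.711. The iCAF list gave 0.749 with an estimated correlation, 0.110 after subtraction of free RNA, 0.136 with SITTG12 and SITTH12, and 7.6e-06 to 0.0775 with 1 tumor left out. The myCAF list pointed up at 10% mitochondrial UMIs (0.715), with no doublets removed (0.812) and with SITTA7 and SITTB7 (0.524), and gave 0.431 to 0.945 with 1 tumor left out. In fibroblast-like cells, the antigen-presenting list pointed up after subtraction of free RNA (0.261), as did the TGF-β list with SITTA7 and SITTB7 (0.929).

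In simulated data, genes changed 2-fold were recovered for 11.9% in malignant-like, 19.4% in neutrophil-like, 55.2% in macrophage-like and 37.3% in fibroblast-like cells. A gene that did not pass is therefore not shown to be unchanged. Few genes were changed in the simulation. With 1453 genes called in malignant-like cells the threshold on p is less strict, so 11.9% may understate what the real comparison recovers.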

Differences from the paper's values

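Bars of the figure give the paper's counts of called genes at a false discovery rate of 0.05 by DESeq2, and the counts here are at the same rate by edgeR. The paper's cell calls, doublet removal and cell naming differ from those used here.

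For malignant cells the paper shows about 1500 genes higher and about 1500 lower in Supplementary Fig. 6J, read by eye, against 828 and 625 here. Among the alternatives set before the data were examined, DESeq2 (1367 and 1355) gives counts within 1.5 times of the paper's, and the other 16 do not for both directions. The term for tumors SITTA7, SITTB7, SITTG4 and SITTH4, chosen after the values had been seen, gives 1363 and 1475 and keeps 1452 of the 1453 genes called here, and how many of the paper's called genes it drops was not computed. SITTG12 and SITTH12 as the only KO tumors, also chosen after the values had been seen, give 1056 and 1090.

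For neutrophils the paper shows about 530 higher and about 410 lower genes in Supplementary Fig. 6J, read by eye, against 8 and 27 here, and all 17 alternatives set in advance differ too. The term for the 4 tumors, chosen after the values had been seen, gives 123 and 353, the lower count within 1.5 times of the paper's. For macrophages the paper shows about 110 higher and about 100 lower genes in Supplementary Fig. 6J, read by eye, against 0 and 2 here (edgeR, with 1116 at an unadjusted p under 0.05 and 39 and 44 by DESeq2), and all 17 alternatives set in advance differ. SITTG12 and SITTH12 as the only KO tumors, chosen after the values had been seen, give 90 and 54, the higher count within 1.5 times of the paper's. For fibroblasts the paper shows about 85 higher and about 60 lower genes in Supplementary Fig. 6J, read by eye, against 0 and 0 here (edgeR, with 860 at an unadjusted p under 0.05 and 1 and 4 by DESeq2), and all 17 alternatives set in advance differ. For endothelial cells the paper shows about 30 higher and about 15 lower genes in Supplementary Fig. 6J, read by eye, against 0 and 0 here (edgeR, with 532 at an unadjusted p under 0.05). DESeq2 gives 10 and 19 endothelial genes, the lower count within 1.5 times of the paper's and the higher count not, and no other alternative was run for this cell type. Which of the paper's called genes each of these settings drops was not computed.

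The paper states that Il1a and Il1b were upregulated in KO malignant cells. It shows them as scaled mean expression and percent of expressing cells (Fig. 7E), where the test here is by tumor. Here Il1a (log2 fold change 0.34, adjusted p = 0.420 from edgeR) and Il1b (1.22, adjusted p = 0.146) had positive fold changes that did not pass. Over 22 and 21 alternatives none called either gene. With cells pooled and not thinned, 59.6% of KO and 43.6% of WT malignant-like cells had an Il1a UMI. For Il1b these were 75.6% and 50.4%. The KO cells were deeper, with a median of 34534 against 24706 UMIs. The paper states that myCAF pathways decreased in CAFs, by GSEA of gene sets that include published signatures. It also reports fewer myCAFs and a lower myCAF/iCAF ratio by flow cytometry. For myCAF genes the test here is another one on another gene set, camera on a list of 35 genes written from background knowledge. That myCAF list did not move (adjusted p = 0.915), while Acta2 (-0.69) and Cthrc1 (-0.72) had negative fold changes. The paper states that Inflam-TAM genes were upregulated, citing among others a dot plot of macrophage markers (Fig. 7N). The test here is again camera on another list. That list pointed up without passing (adjusted p = 0.0679), and it passes at 10% mitochondrial UMIs (0.0255) and with no doublets removed (0.0242).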

Other observations

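The tests by other splits of the tumors and by chromosome in this part were chosen after the results had been seen. Malignant-like cells of KO tumors also held more Tff3, a trefoil peptide of mucus (95.4 ± 109 CPM against 0.128 ± 0.110 CPM, log2 fold change 9.80, adjusted p = 0.0082), with 1.08 CPM in SITTA7 and 244.5 CPM in SITTH12. The Tff3 call ends at 10% mitochondrial UMIs (4.27, adjusted p = 0.155). The mesenchymal genes Snai1 (-3.07, adjusted p = 0.0063) and Timp1 (-1.56, adjusted p = 0.0166) were lower, as were Cdh2 and Adam12 (-2.49 for Adam12, adjusted p = 7.7e-04), while the collagen gene Col4a2 was higher. Hypoxia and glycolysis genes moved down as a set (adjusted p = 0.00850, but adjusted p = 0.923 with an estimated correlation), with Eno1 (-0.92, adjusted p = 0.0278) and P4ha2 (-1.10, adjusted p = 0.0096) lower and Egln3 (1.28, adjusted p = 0.0048) higher. The Eno1 call ends under 6 of 22 alternatives, the Timp1 call under 2, and the call of the hypoxia list with SITTA7 and SITTB7 as the only KO tumors (adjusted p = 0.221). Of 26 interferon-stimulated genes 0 were higher and 2 lower (0 and 3 adjusted over the list alone, adjusted p = 0.317), one of them the GTPase Gbp2 (-2.09, adjusted p = 0.0355), a call that ends under 8 of 22 alternatives. The cycling gene Mki67 was higher (0.73, adjusted p = 0.0244), a call that ends under 10 of 22 alternatives, and of 30 cell cycle genes 2 were higher, with Kif23, and 1 lower, Ccnb1, also when adjusted over the list alone (adjusted p = 0.633).

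In host cells, MHC class II genes of macrophage-like cells moved down (adjusted p = 3.24e-05, but adjusted p = 0.694 with an estimated correlation), and so did interferon-stimulated genes of neutrophil-like cells (adjusted p = 6.99e-04, but adjusted p = 0.972 with an estimated correlation). Hypoxia and glycolysis genes of fibroblast-like cells moved down too (adjusted p = 1.32e-05, but adjusted p = 0.751 with an estimated correlation). That call ends with SITTA7 and SITTB7 as the only KO tumors (adjusted p = 0.344), and the interferon call with SITTG12 and SITTH12 (adjusted p = 0.201). No gene of these 3 lists was called in these cell types by edgeR, and adjusted over the list alone 1 interferon gene of neutrophil-like cells was lower. Other sets moved in the same neutrophil-like cells, with fibroblast transcripts up (10 of 10 above 0, 9 higher adjusted over the list alone, adjusted p = 7.59e-08, but adjusted p = 0.768 with an estimated correlation). Ribosomal genes (2 of 30 above 0, adjusted p = 0.00176) and cell cycle genes (4 of 30 above 0, adjusted p = 6.99e-04) moved down in them, each with an adjusted p = 0.972 with an estimated correlation. In macrophage-like cells ribosomal genes moved down too (7 of 30 above 0, adjusted p = 0.00220, but adjusted p = 0.694 with an estimated correlation).

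The 8 tumors allow 35 splits into 4 and 4. The real split called the most malignant genes, 1453 against at most 1 in another split. So 1 of 35 splits is as large, the fewest this test can give, which argues against chance if the tumors are independent. The 35 genes called in neutrophil-like cells were also the most, with 1 in the next split, so that 1 of 35 is as large. Of these genes, 20 lower and 7 higher ones were called the same way in malignant-like cells. Their number is therefore no separate evidence against chance. The neutrophil number falls to 3 without SITTE4 or SITTG12. If the tumors come in pairs, which was not tested, the splits that keep pairs together are too few to test the malignant or the neutrophil number. For the 2 macrophage genes, 3 splits gave as many, and the split of SITTA7, SITTB7, SITTG4 and SITTH4 against the others called 75, which points to a structure among the tumors other than the genotype. For fibroblast-like cells, where the real split called 0 genes and the highest other split 5, all 35 splits give as many by construction, so the count of splits tests nothing. Chance cannot be excluded for the lists either, compared by the unadjusted p of camera. The JAK/STAT3 list gave 0.645 (12 splits as low, lowest other 0.328) and the NF-κB list 0.147 (19 splits, 5.6e-05). The T3 list gave 0.543 (34 splits, 2.5e-15), the iCAF list 0.00146 (8 splits, 2.6e-08) and the myCAF list 0.864 (32 splits, 0.0136). The Inflam-TAM list gave 0.0247 (14 splits, 3.3e-05), the Prolif-TAM list 0.0517 (15 splits, 2.0e-07), the IFN-TAM list 7.5e-04 (10 splits, 2.4e-12) and the LA-TAM list 0.0315 (9 splits, 3.6e-04).

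For the chromosomes, tumors were pooled in pairs, SITTA7 with SITTB7 and SITTG12 with SITTH12 among the KO tumors. Genes of chromosome 18, which carries Smad4, were 0.42 higher (log2) in SITTG12 and SITTH12 than in SITTA7 and SITTB7 in malignant-like cells. That was the largest shift between the KO pairs, with 7 chromosomes past 0.2. Shifts within a pair or for other pairings were not computed, so these values do not show that tumors of a pair agree. Between the WT tumors SITTG4 and SITTH4 and the WT tumors SITTD4 and SITTE4 the largest such shift was -0.24 on chromosome 16, with 3 chromosomes past 0.2. In fibroblast-like cells the largest shift between the KO pairs was -0.16 and in macrophage-like cells -0.10, with 0 chromosomes past 0.2 in either. Set against the mean of all pairs, chromosome 13 stood at -0.11 and -0.21 in malignant-like cells of the KO pairs. In the WT pairs it stood at 0.18 and 0.13. Chromosome 10 went the other way, at 0.18 and 0.05 in the KO and -0.08 and -0.13 in the WT pairs. In fibroblast-like cells chromosome 13 lay between -0.03 and 0.04 in all pairs. Whether such shifts carry some of the genes called in malignant-like cells was not tested. Capn11 stood at 11.2 to 38.3 CPM in WT and 0.479 to 1.30 CPM in KO neutrophil-like cells. Gm26740 stood at 166 to 208 CPM in neutrophil-like cells of SITTE4, SITTG4 and SITTH4 and at 0.511 to 1.47 CPM in those of SITTD4 and the KO tumors. Gm26862 stood at 7.10 to 16.2 CPM in WT macrophage-like cells and was listed at 0 in all KO tumors. Xist stood at 452 to 845 CPM in malignant-like cells, with 1.79 to 5.64 CPM for 4 Y-linked genes together, and those genes stood at 174 to 530 CPM in fibroblast-like and neutrophil-like cells of every tumor.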
